# Single nucleus multi-omics regulatory landscape of the murine pituitary

**DOI:** 10.1038/s41467-021-22859-w

**Published:** 2021-05-11

**Authors:** Frederique Ruf-Zamojski, Zidong Zhang, Michel Zamojski, Gregory R. Smith, Natalia Mendelev, Hanqing Liu, German Nudelman, Mika Moriwaki, Hanna Pincas, Rosa Gomez Castanon, Venugopalan D. Nair, Nitish Seenarine, Mary Anne S. Amper, Xiang Zhou, Luisina Ongaro, Chirine Toufaily, Gauthier Schang, Joseph R. Nery, Anna Bartlett, Andrew Aldridge, Nimisha Jain, Gwen V. Childs, Olga G. Troyanskaya, Joseph R. Ecker, Judith L. Turgeon, Corrine K. Welt, Daniel J. Bernard, Stuart C. Sealfon

**Keywords:** Cell biology, Endocrinology

## Abstract

To provide a multi-omics resource and investigate transcriptional regulatory mechanisms, we profile the transcriptome, chromatin accessibility, and methylation status of over 70,000 single nuclei (sn) from adult mouse pituitaries. Paired snRNAseq and snATACseq datasets from individual animals highlight a continuum between developmental epigenetically-encoded cell types and transcriptionally-determined transient cell states. Co-accessibility analysis-based identification of a putative *Fshb* cis-regulatory domain that overlaps the fertility-linked rs11031006 human polymorphism, followed by experimental validation illustrate the use of this resource for hypothesis generation. We also identify transcriptional and chromatin accessibility programs distinguishing each major cell type. Regulons, which are co-regulated gene sets sharing binding sites for a common transcription factor driver, recapitulate cell type clustering. We identify both cell type-specific and sex-specific regulons that are highly correlated with promoter accessibility, but not with methylation state, supporting the centrality of chromatin accessibility in shaping cell-defining transcriptional programs. The sn multi-omics atlas is accessible at snpituitaryatlas.princeton.edu.

## Abstract (web summary)

The pituitary gland plays important roles in the regulation of key physiological functions. Here the authors provide a multiomics atlas including transcriptome, chromatin accessibility, and methylation status of over 70,000 single nuclei (sn) from mouse pituitaries.

## Introduction

The pituitary gland plays critical roles in the modulation of key physiological functions, as it integrates regulation by the central nervous system with that of the endocrine system. It consists of anterior, intermediate, and posterior lobes. The anterior lobe that comprises ~80% of the gland, contains five major hormone-producing cell types (somatotropes, gonadotropes, lactotropes, thyrotropes, and corticotropes), as well as non-endocrine cells. Recent single-cell (sc) transcriptome studies highlighted a heterogeneity in pituitary cells and other molecular signatures that may reflect different functional cell states^1–5^ in populations and sub-populations (also reviewed in^6^ after the publication of our preprint^7^). Sc epigenetic assays, particularly methylome analysis, provide reliable identification of developmentally determined cell types, distinguishing them from potentially transient cell states that can be observed in transcriptome analyses^8^.

Gene regulatory programs are generally orchestrated by transcription factors (TFs) via interaction with cis-regulatory genomic DNA sequences located in or around target genes. Epigenetic mechanisms, including changes in chromatin accessibility and DNA methylation (for review^9^), play crucial roles in the regulation of gene expression. Epigenomic profiling technologies have been developed to explore various layers of epigenetic regulation at sc resolution, including single nucleus (sn) ATACseq, which measures chromatin accessibility, and genome-wide mapping of DNA methylation^10,11^. The integration of sc epigenomics with sc transcriptomics provides the opportunity to elucidate the regulatory programs and epigenetic mechanisms underlying cell type-specific gene expression, and to resolve intercellular heterogeneity^12^.

One limitation of sc sequencing technologies is that tissue dissociation can elicit artifactual gene expression^13–16^. Unlike sc-based methods, sn approaches are compatible with snap-frozen tissue samples and minimize ex vivo expression changes^17^. The transcriptome complexity identified by snRNAseq is comparable to that of scRNAseq methods^18^. Besides its reliability for profiling the transcriptome at sc resolution^13,15,19–21^, sn isolation also allows mapping of the chromatin-regulatory landscape^22–24^ and genome-wide measurement of DNA methylation^25^.

In the present work, we sought to resolve transcriptional regulatory mechanisms in murine pituitary cells and characterize cellular heterogeneity at transcriptomic and epigenomic levels. We analyzed over 69,000 nuclei from individual snap-frozen male and female pituitaries for parallel analysis of both their transcriptome and genome-wide chromatin accessibility profiles. For sn DNA methylation profiling, we assayed over 2,000 nuclei from pooled snap-frozen male pituitaries. We show how the resulting sn multi-omics atlas provides new insight into regulatory network and gene control mechanisms that are relevant to pituitary physiology and disease.

## Results

### Sn multi-omics profiling in murine pituitaries

In order to study the relationship between gene expression and epigenetic features, we generated a multi-omics sn atlas. Sn transcriptome and chromatin accessibility were assayed simultaneously in individual pituitaries using snap-frozen adult male and female murine tissue. Sn DNA methylation (snMethyl) was determined using pooled snap-frozen pituitaries from males (Fig. 1). From six individual pituitaries, a total of 35,707 nuclei were assayed by snRNAseq and 33,443 by snATACseq (Supplementary Fig. 1, Supplementary Table 1). 5-methylcytosine sequencing 2 data (snmC-seq2^25^) were obtained for 2,756 nuclei isolated from 30 male pituitaries (Supplementary Fig. 1, Supplementary Table 1).

**Fig. 1:**
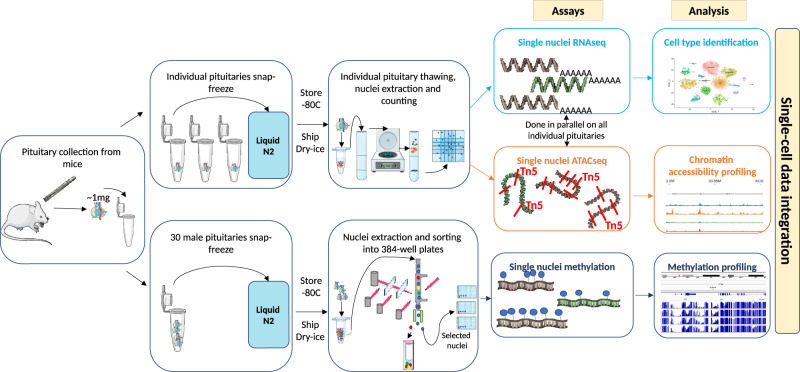
Overview of pituitary sn multi-omics experimental design. SnRNAseq and snATACseq assays were performed in parallel on each individual snap-frozen murine pituitary following nuclei isolation from individual animals (top row). For snMethyl assays, pituitaries were pooled from 30 male mice, nuclei were isolated and sorted (bottom row). Data analysis was performed on each individual sample, as well as on merged same-sex samples to identify cell types before integrating all assay modalities and animals. Additional studies were performed on cryopreserved dissociated murine pituitary cells, including scRNAseq, snRNAseq, and snATACseq (see Supplementary Fig. 1 and Supplementary Table 1). Figure 1 was created using graphics from Servier Medical Art, licensed under a Creative Commons Attribution 3.0 Unported License https://creativecommons.org/licenses/by/3.0/.

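The scRNAseq of dissociated pituitaries covered 7 mice aged 10 to 12 weeks, each measured as a single pituitary whose cells were cryopreserved and thawed. Both females were dissociated by the gentle protocol with trypsin and the 5 males by the standard protocol with collagenase and pancreatin, so that sex and dissociation cannot be told apart in these samples. For the gentle protocol, the sample labels describe removal of the posterior lobe, where the paper's methods describe pituitaries divided before trypsin, and the number of trypsin cycles differs between the labels and the methods. Supplementary Fig. 1 shows a dead-cell removal step after thawing for some of the males, and direct assay for both females and the other males. Male #4, the only male that also gave nuclei, was assayed directly, and for the other males the handling is not stated. Male #1 and Male #2 were prepared with 10x v2 chemistry and the other 5 samples with v3. The deposited matrices hold UMI counts per gene in barcodes called as cells by Cell Ranger 3.0.2 on mm10, without normalization. Total UMIs were 102210949 in Female #1 and 79671254 in Female #2. They were 1714947 in Male #1, 7400446 in Male #2, 15889698 in Male #4, 25971891 in Male #5 and 17151935 in Male #6. Barcodes with 500 to 45000 UMIs and at most 0.5% hemoglobin UMIs were kept, which are the limits the paper gives for nuclei. Doublets were removed at 0.8% per 1000 barcodes by similarity to simulated pairs. Of the 31959 barcodes, 53 fell outside the limits, 2089 were removed as doublets and 29817 were kept. The kept cells of all samples were clustered together, and each cluster was named after the marker list that led it, with the ending -like. For each sample and cell class, UMI counts were summed over cells, so that the mouse is the replicate in every test.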

Additional datasets were generated using alternate tissue handling, processing, and assay protocols (Supplementary Fig. 1, Supplementary Table 1, see “Methods”). These included different pituitary dissociation methods before cryopreservation, as well as sc vs. sn RNAseq assays. Snap-frozen pituitaries and gently dissociated cryopreserved pituitaries generated the highest quality sn or sc datasets for both RNAseq and ATACseq assays (Supplementary Fig. 1). 

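Gently dissociated female pituitaries had a median of 2376 ± 116 genes per barcode (SD of sample medians, n = 2), and standard dissociated male pituitaries had 1804 ± 701 (SD, n = 5). The difference was within the spread of the males (two-sided exact permutation test, p = 0.381). Median UMIs per barcode were 6460 ± 73.2 in females (SD, n = 2) and 4991 ± 1972 in males (SD, n = 5), with the same p of 0.381 from the exact test. Mitochondrial transcripts made up a median of 3.78 ± 0.18% of the UMIs in females (SD, n = 2) and 3.00 ± 1.22% in males (SD, n = 5, exact permutation test, p = 0.476). Among the 5 samples prepared with v3 chemistry, females exceeded males by 109 genes and 350 UMIs per barcode at the median, and each exact permutation test gave p = 0.800, while mitochondrial UMIs differed by 0.168 percentage points (exact permutation test, p = 1). With 2 females against 3 males of v3 chemistry, these tests give no p under 0.200. When every barcode was thinned to 2000 UMIs, which left out 2834 and 2022 shallower barcodes of the females and 202 to 735 of each male, the medians were 961 ± 69.3 genes in females (SD, n = 2) and 876 ± 221 in males (SD, n = 5, exact permutation test, p = 0.762). With 2 against 5 samples, the smallest two-sided p that these tests can give is 0.0952. By the paper's metrics, the females had 31577 and 45283 mean reads per cell, against 134016 to 619209 in the males. The reported sequencing saturation was 57.5% to 66.6% in females and 86.2% to 97.0% in males. These medians were therefore not compared at equal read depth, and they do not show equal quality. Barcodes numbered 11974 and 9674 in the females and 542 to 3037 in the males. Nuclei and ATACseq libraries are not among these samples.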

To eliminate ex vivo changes, our analysis focused predominantly on data from the snap-frozen pituitaries. To reduce any batch effects, all snRNAseq and snATACseq libraries from same-sex snap-frozen pituitaries were generated simultaneously and all libraries were pooled for sequencing.

### Transcriptome analysis of the pituitary cell types

We detected transcripts for an average of about 2,000 genes per nucleus in the ~6,000 nuclei sequenced per snap-frozen pituitary (Supplementary Table 2a). To improve the resolution of cell-type identification, all same-sex datasets were merged, and the cells were clustered using Seurat’s shared nearest neighbor (SNN) method and visualized using t-Stochastic Neighbor Embedding representation (t-SNE; Fig. 2a, Supplementary Fig. 2a). The distribution of UMI counts (Supplementary Fig. 3a,d), mitochondrial gene expression (Supplementary Fig. 3b,e), and ribosomal gene content (Supplementary Fig. 3c,f) in merged male and in merged female datasets showed some variation in some clusters, such as stem cells, yet this did not influence the identification of cell type clusters. Batch effects were also unlikely to contribute to cell cluster composition because all libraries were pooled before sequencing, and the same-sex samples that were merged for analysis were processed simultaneously.

**Fig. 2:**
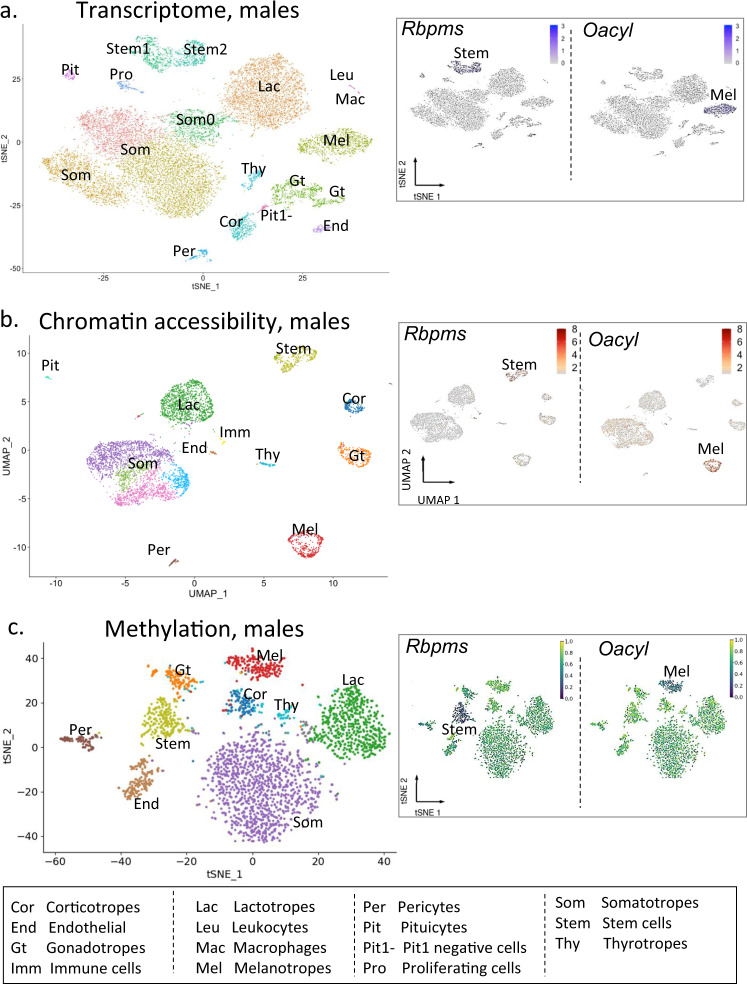
Identification of mouse pituitary cell types by merged sn analysis. Each cluster is identified by a letter code. The code for each cell type is provided at the bottom of Fig. 2. **a** t-SNE representation of sn transcript expression in the merged datasets from three individual snap-frozen male pituitaries with cell clusters colored by type. Insert shows cell type identification based on established cell type markers for Stem cells (*Rbpms* expression) and for Melanotropes (*Oacyl* expression). **b** UMAP representation of sn chromatin accessibility in the merged datasets from the same three individual snap-frozen male pituitaries with cell clusters colored by type. Insert shows cell type identification based on established cell type markers for Stem cells (*Rbpms* chromatin accessibility) and for Melanotropes (*Oacyl* chromatin accessibility). **c** t-SNE representation of sn DNA mCG methylation in the dataset from a pool of thirty individual snap-frozen male pituitaries with cell clusters colored by type. Insert shows cell type identification based on established cell type markers for Stem cells (*Rbpms* promoter mCG methylation status) and for Melanotropes (*Oacyl* promoter mCG methylation status). Hypomethylation is associated with higher transcript expression (dark blue). Feature plots of the merged data for UMI counts, mitochondrial gene content, and ribosomal gene content are presented in Supplementary Fig. 3. Individual male and female sample t-SNE plots are presented in Supplementary Fig. 10, 13, and metrics are provided in Supplementary Table 2. Feature plots for UMI counts, mitochondrial gene content, and ribosomal gene content of the individual samples are presented in Supplementary Figs. 32–34. A scale is provided in each insert.

The cell clusters from snap-frozen pituitaries were annotated based on differential expression of key pituitary marker genes (see Fig. 2a for merged males and Supplementary Fig. 2a for merged females). In addition to the major pituitary cell types, we identified clusters comprising stem (progenitor) cells, proliferating cells, pituicytes, and various cell types associated with blood and vasculature, including immune cells (macrophages, leukocytes), endothelial cells, and pericytes. Interestingly, two clusters of stem cells were distinguishable (Fig. 2a and Supplementary Fig. 2a). These two clusters differed in their expression of several genes, including the neurotransmitter receptor genes *Gabrg3* and *Grin2a* (Supplementary Fig. 2c). We also identified two gonadotrope clusters, as well as a small cluster of *Pit1*-negative cells located between the corticotrope and the gonadotrope clusters, which most likely corresponded to undifferentiated corticotrope or gonadotrope cells (Fig. 2a and Supplementary Fig. 2a). We distinguished three distinct somatotrope clusters in males (Fig. 2a) and two in females (Supplementary Fig. 2a). Two clusters of lactotropes were observed only in females (Supplementary Fig. 2a).

### Chromatin accessibility analysis of the pituitary cell types

We analyzed chromatin accessibility by snATACseq in the same male and female pituitaries assayed by snRNAseq (Fig. 1). An average of 5000 nuclei were analyzed per pituitary sample, yielding ~30,000 fragments per nucleus (Supplementary Table 2b). Same-sex datasets were merged, clustered, and visualized by t-SNE plots (Fig. 2b and Supplementary Fig. 2b). Clusters were identified based on open chromatin (i.e., peaks of accumulated reads) at the promoters of major cell type marker genes (Fig. 3). Eleven clusters were observed in males (Fig. 2b) and fifteen in females (Supplementary Fig. 2b). In females, the gonadotrope and lactotrope cell populations were distributed among two clusters, along with a proliferating lactotrope cluster. Analysis of chromatin accessibility data resolved subclusters of somatotropes both in males (Fig. 2b) and in females (Supplementary Fig. 2b).

**Fig. 3:**
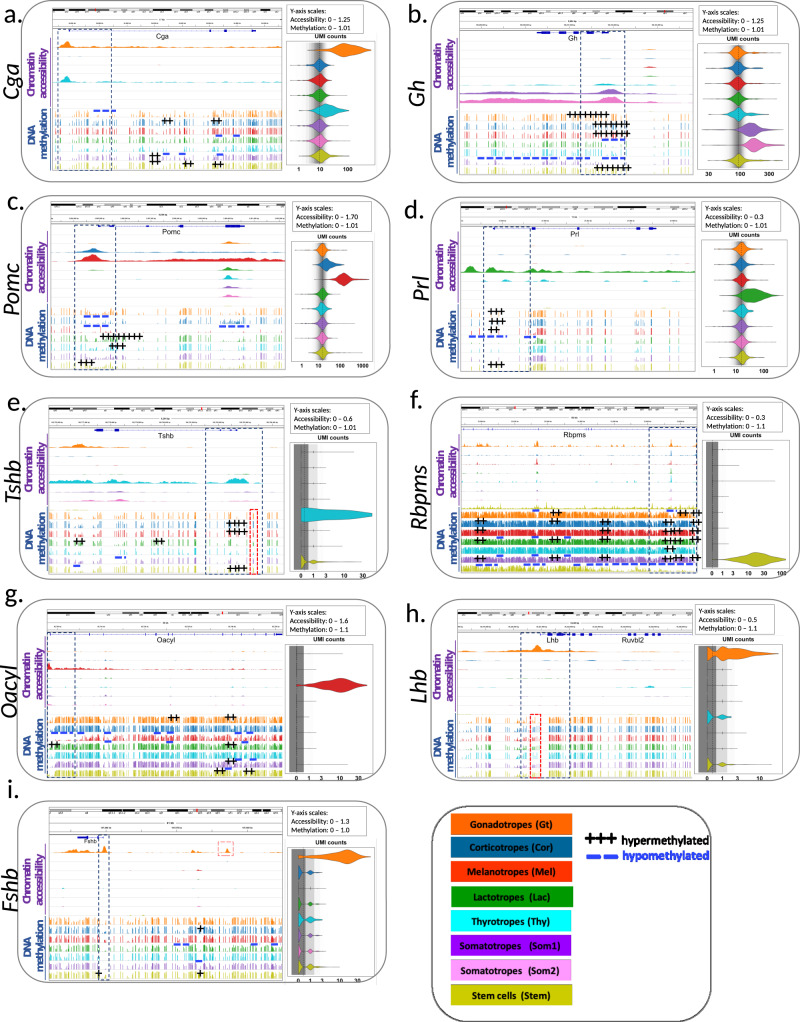
Multi-omics state of representative pituitary genes by cell type. **a**–**i** Shown by cell type are genome browser tracks for chromatin accessibility (top), DNA methylation (bottom), and violin plots of transcript expression for the indicated genes (UMI count, right). Blue dotted boxes highlight the area around the promoter region. Red dotted boxes highlight a differentially methylated region (DMR; **e, h**) and/or open chromatin region (**i**) for the indicated genes. The two somatotrope subtypes of the main somatotrope cluster are presented, Som1 and Som2 representing the two poles (Refer to Supplementary Fig. 4). DMRs are indicated as either hypermethylated (+++), or hypomethylated (---) above each cell type track. Indicated at the bottom right corner is the order and color-coding for cell types and the methylation status.

The somatotrope clusters (Som) in males and females showed polarity in both snRNAseq and snATACseq, although the patterns leading to the gradients involved different genes. In the snRNAseq data, *Lhfpl3* and *Dpp10* were increased in one somatotrope cluster pole and *Tcerg1l* in the other (Supplementary Fig. 4a-d). However, the genes whose promoter accessibility differentiated the two poles in the snATACseq included *Rem1* for one pole, and *Ascl2* and *Oit1* for the other (Supplementary Fig. 5). The cluster labeled as Som0 in snRNAseq data from males and females was located between the lactotrope and the somatotrope clusters on the UMAP projection (Fig. 4, Supplementary Fig. 4). While the pattern of expression in these cells was distinct from the rare lactotrope/somatotrope doublets (Supplementary Fig. 4a), their expression of lactotrope, somatotrope, and lactosomatotrope genes, such as *Sgcz* and *Nrxn3*, suggests that this cluster may be comprised of lactosomatotropes (Supplementary Fig. 4a,e). These putative lactosomatotropes were not as distinctly separated in the snATACseq datasets. In females, we also observed a distinct cluster of lactotropes and somatotropes that showed chromatin accessibility for proliferating cell markers (Supplementary Fig. 2b) not seen in males (Fig. 2b). Accordingly, we labeled these two clusters as representing proliferating lactotropes and proliferating somatotropes (Supplementary Table 3). These data suggest that cell state and cell type form a continuum with gene expression and chromatin accessibility variances reflecting transient or more prolonged input from extracellular signaling.

**Fig. 4:**
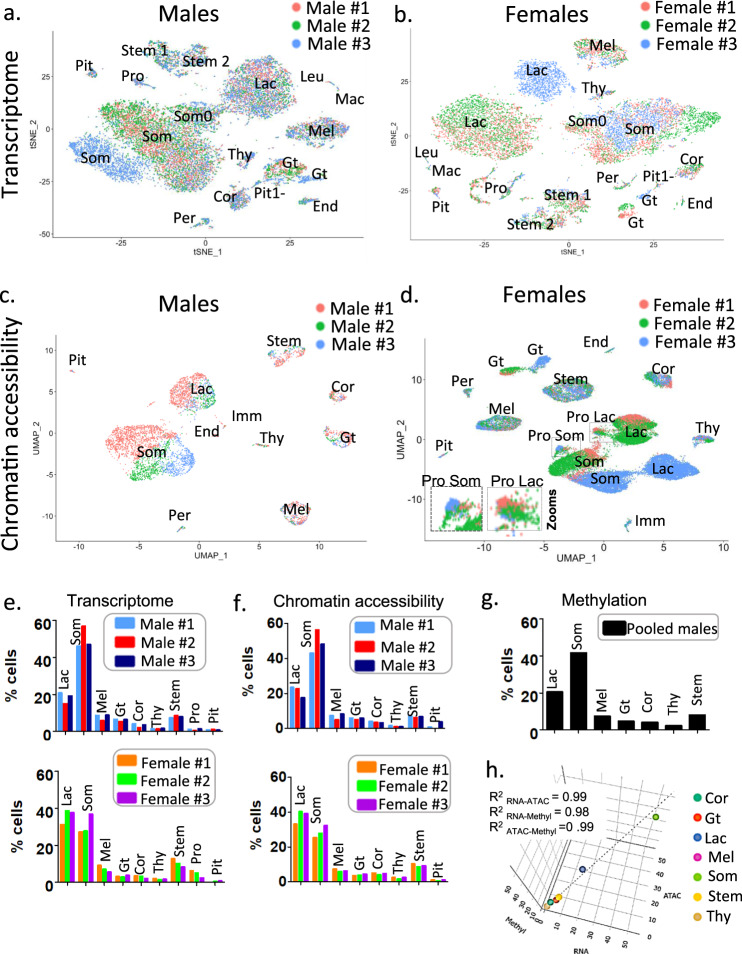
Male–female differences in cell types. **a**–**d** t-SNE representation of sn transcript expression (**a**, males; **b**, females) and of sn chromatin accessibility (**c**, males; **d**, females) in merged same-sex samples, with labeling by individual animal. Individual animals are color-coded as indicated. Each cluster is identified by a letter code. The code for each cell type is presented at the bottom of Fig.2. In panel **d**, magnifications of the proliferative somatotrope and proliferative lactotrope clusters are shown as inserts. Refer to Fig.2a,b (males) and Supplementary Fig. 2a,b (females) for the merged analyses. **e, f** Cell type proportions per animal identified from the snRNAseq (**a, b**) and snATACseq (**c, d**) datasets show individual differences that are concordant (see also Supplementary Table 2). Male–female differences are significant for lactotropes and somatotropes (*p* < 0.0001) in both assays. *N* = 6 independent animals were examined (3 males, 3 females), with the following number of nuclei per assay and per animal: (i) for snRNAseq: male #1, 7,150; male #2, 4,562; male #3, 6,146; female #1, 6,717; female #2, 5,282; female #3, 4,186; (ii) for snATACseq: male #1, 2,782; male #2, 880; male #3, 1,095; female #1, 4,847; female #2, 9,976; female #3, 11,832. Data are presented per individual animal, with a single column for each. For the assessment of sex difference in cell type proportions, we used a two-way analysis of variance (ANOVA) followed by Bonferroni multiple comparisons post-hoc test, with *n* = 3 biological replicates per cell type. **g** Cell type proportions identified in snMethyl data from pooled male pituitaries. A pool of 30 animals was used with 2,756 nuclei analyzed. **h** 3D correlation plot between gene expression, chromatin accessibility, and snMethyl for the identification of cell type proportions in male samples.

### Methylation analysis of the pituitary cell types

While the snRNAseq and snATACseq assays can be performed on single mouse pituitaries, the snMethyl method requires pooling pituitaries from many animals. Because of this limitation, we performed this assay only in males given the potentially increased complexity arising from estrous cycle stage differences among females. We obtained snMethyl data from 2,756 nuclei isolated from 30 pooled adult male pituitaries. Genome-wide levels of CG DNA methylation (mCG) were analyzed in 100 kb bins, clustered, and visualized on t-SNE plots (Fig. 2c). Identified cell clusters were annotated to cell type based on mCG depletion at the promoters of known pituitary cell type markers. In contrast with brain^26,27^, non-CG DNA methylation (mCH) was rare in the pituitary, and thus was not used for cell type assignment. The nine identified clusters comprised the major endocrine cell types, as well as stem/progenitor cells, endothelial cells, and pericytes (Fig. 2c). As expected, there was an inverse relationship between gene expression level (Fig. 2a, Supplementary Fig. 7) and DNA methylation level of the corresponding promoters (Figs. 2c and 3). Promoters with low methylation levels were more likely to be accessible and transcribed (see Fig. 3). In contrast with snRNAseq and snATACseq, the much smaller snMethyl dataset did not resolve any separate cell type subclusters.

### Comparison of sn and sc protocols

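All 6 hormone-producing classes were found, with at least 5 cells each, in 6 of the 7 dissociated pituitaries. In Male #1, the sample with the fewest barcodes, 5 classes reached this number and 2 cells were melanotrope-like. Lactotrope-like cells, which make prolactin, were the largest class in the females at 28.9 ± 0.44% of the cells in named clusters (SD, n = 2). They were also the largest class in Male #5 at 31.9% and Male #6 at 35.2%. In Male #1, Male #2 and Male #4 they made up 17.3% to 17.5%, and another class was larger. Somatotrope-like cells, which make growth hormone, made up 22.3 ± 0.28% in females (SD, n = 2) and 31.5 ± 23.4% in males (SD, n = 5). In males their share was 60.6% in Male #1 and 53.1% in Male #2, both of v2 chemistry, and lay between 12.4% and 15.9% in the v3 samples. Corticotrope-like cells made up 6.97 ± 0.68% in females (SD, n = 2) and 9.35 ± 3.73% in males (SD, n = 5). These shares leave out a cluster of 1015 cells led by Pomc, the gene of the corticotropin precursor, which got no name because markers of corticotropes and of melanotropes were tied, and which held 339 and 245 cells of the females and between 3 and 175 of each male. Gonadotrope-like cells made up 7.83 ± 0.13% in females (SD, n = 2) and 5.22 ± 2.78% in males (SD, n = 5). Thyrotrope-like cells were the rarest of the anterior lobe classes in females, at 2.80 ± 0.16% (SD, n = 2), and made up 3.88 ± 1.85% in males (SD, n = 5). Pituicyte-like cells of the posterior lobe were also found, at 2.08 ± 0.14% in females (SD, n = 2) and 1.59 ± 1.80% in males (SD, n = 5), where the sample labels describe removal of the posterior lobe for the females. The 6 hormone-producing classes together held between 41.5% of the cells kept in Male #4 and 88.3% in Male #1.

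**Figure D1:**
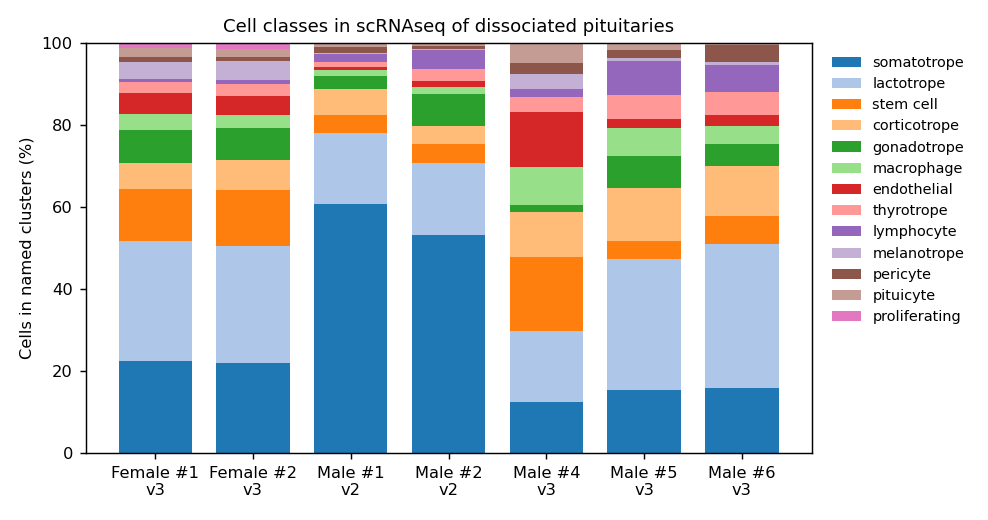
Share of each cell class among the cells in named clusters, in percent, for each dissociated pituitary, with the 10x chemistry version under each name. Somatotrope-like cells take over 53% of the 2 v2 males and under 23% of the other samples.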

Similar to snRNAseq analysis of snap-frozen pituitary samples, analysis of scRNAseq data from dissociated cells identified the major classical hormone-producing cell types (Supplementary Fig. 8). 

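Among several clusters with low UMI counts, one of 1397 cells had a median of 920 UMIs and 346 genes, and no marker of a pituitary cell class among its leading genes. The genes with the highest fold over the other cells of the same sample were nearly all encoded by the mitochondrial genome, with mt-Nd6 at 8.97-fold and mt-Co3 at 8.10-fold. The exception among the top 10 was Lars2, the mitochondrial leucyl-tRNA synthetase, at 7.89-fold. Mitochondrial UMIs made up 24.9 ± 6.61 percentage points more of the UMIs in these cells than in the other cells of the same sample (SD, n = 5 samples with at least 20 such cells). They were higher in 5 of 5 samples, with a two-sided exact sign-flip permutation p of 0.0625, the smallest that 5 samples allow. The cluster was set apart as one without class markers among its leading genes. Mitochondrial genes filled nearly all those places, so this test is not independent of that choice. The cluster held 6.42 ± 0.47% of the kept cells in females (SD, n = 2) and 1.04 ± 0.64% in males (SD, n = 5), without overlap between the groups (exact permutation test, p = 0.0952, the smallest that 2 against 5 samples allow). Among v3 samples, females were higher by 4.96 percentage points (exact permutation test, p = 0.200, the smallest possible). The groups overlapped in other settings, with a difference of 3.35 points when all barcodes were kept (exact permutation test, p = 0.571) and of 5.06 points at resolution 0.5 (exact permutation test, p = 0.286). The other clusters with a median UMI count under 0.333 of that of their own samples held 16.2% and 14.0% of the kept cells of the females and between 2.59% and 21.3% of each male, so that the groups overlapped there. Supplementary Fig. 1 shows removal of dead cells for some of the males and for neither female, so the share of this cluster cannot be compared between the groups apart from that step. From the absence of such clusters in snap-frozen pituitaries analyzed by snRNAseq, the paper proposes that its clusters with few transcripts were non-viable cells left by dissociation. Its legend to Supplementary Fig. 9 also reports no low-UMI clusters in nuclei of a gently dissociated female pituitary whose cells had them.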

Clusters with low numbers of transcripts most likely corresponded to non-viable cells following cell dissociation (Supplementary Figs. 8, 9), as they were undetected in snap-frozen pituitaries analyzed by snRNAseq (Supplementary Figs. 10–12). Overall, the best quality RNAseq data based on sequencing metrics and cell-type identification were obtained from snap-frozen pituitaries (Supplementary Tables 1, 2).

Whether the ATACseq data were derived from nuclei from snap-frozen pituitaries (Supplementary Fig. 13) or cells from cryopreserved dissociated pituitaries (Supplementary Fig. 14), they exhibited a high signal-to-noise ratio at transcription start sites (TSS; see gene promoters in Supplementary Fig. 14). TSS enrichment scores for individual pituitaries ranged from 9.08 to 11.82, with an average of 10 for all 6 snap-frozen pituitary samples (Supplementary Table 2b). Data quality was comparable for all methods studied.

### Inter-animal and male–female variation in snRNAseq and snATACseq cell type clustering

A snRNAseq library and a snATACseq library were prepared simultaneously from each individual pituitary. While general conclusions about cell type variation among these individual animals cannot be reached with datasets obtained from only three animals of each sex (Supplementary Table 4), it was nonetheless important to explore whether the methods employed were able to define the transcriptome and accessibility pituitary landscapes of individual animals. The pituitary is a dynamic organ, especially in females, and obtaining detailed multi-omics data from single pituitaries sets the stage for future studies of transcriptional and epigenetic dynamics. We therefore investigated whether there was inter-individual variation in cell type clustering and whether such variation could be interpreted physiologically.

When the integrated snRNAseq data were labeled by individual animal, in males we could distinguish the somatotrope and the gonadotrope cluster originating from one animal from the somatotrope and gonadotrope clusters associated with the other two animals (Fig. 4a, compared with Fig. 2a). In contrast, labeling the snATACseq data obtained from the same pituitaries by animal showed no inter-individual differences in cell types (Fig. 4c). Although the sensitivity for animal-to-animal variation in the pooled male snMethyl dataset was limited, as pituitaries from 30 animals were combined and fewer than three thousand nuclei were assayed, no subclusters of the major cell types were observed, which might have indicated inter-animal differences (Fig. 2c). The additional gonadotrope and somatotrope clusters derived from the one male animal in the snRNAseq data were characterized by increased expression of immediate early genes (IEGs). Several other cell types from this animal that did not cluster separately, including lactotropes and melanotropes, also showed an increase in IEG expression (Supplementary Fig. 15). Previous studies of IEG induction following various perturbations in vitro and in vivo indicate that differential expression is not detected until at least 20 min^28–30^. In our study, the tissues assayed were snap-frozen within minutes of sacrifice. Therefore, the differences in IEG expression represent transcriptional changes that had occurred in vivo.

In females, the dataset from one of the animals contributed to an additional gonadotrope and lactotrope cluster observed in both snRNAseq and snATACseq datasets, as well as to an additional somatotrope cluster that was more clearly distinguished in the snATACseq data (Fig. 4b, d compared with Supplementary Fig. 2a,b). Both *Fshb* expression and chromatin accessibility at the *Fshb* gene body and promoter were increased in gonadotropes from this animal, as well as *Pitx1* expression, while key reproductive genes including *Greb1*, *Gnaq*, and *Pgr* were decreased (Fig. 4b, Supplementary Fig. 16). *Greb1* and *Crhbp* were decreased in lactotropes from this same animal as well (Supplementary Figs 16, 17). These results suggest that the multi-omics data have captured a different reproductive state in this animal, such as a non-cycling female or a female at a different estrous cycle stage. While some clusters arose only in a single female, individual animal labeling showed that the proliferative somatotrope and lactotrope clusters were shared by all three animals (Fig. 4d), thus representing separate somatotrope and lactotrope sub-types.

### Correspondence of cell type proportions across assay modalities

Determination of cell type proportions in the snRNAseq data (Fig. 4e, Supplementary Table 2a) revealed that females had significantly more lactotropes and fewer somatotropes than males (Supplementary Tables 2-4). Similar cell type proportions were inferred from the snATACseq data obtained from the same pituitaries (Fig. 4f, Supplementary Tables 2b, 3b, 4b). The cell type proportions in males deduced from the snRNAseq and snATACseq datasets also corresponded to those obtained from the snMethyl analysis of a sample of pooled male pituitaries (Fig. 4g, Supplementary Table 2c). Generally, male-female differences in cell type proportions identified by either gene expression or promoter accessibility analysis were in accord, providing further support for the common identification of cell types across different omics modalities. When comparing all three pairs of assay modalities, the proportions of the major pituitary cell types showed high concordance (*R*^2^ > 0.98; Fig. 4h).

### Integrated sn multi-omics analysis of the pituitary and resource

We explored the multi-omics landscape of the main pituitary cell types by integrating the data obtained by snRNAseq, snATACseq, and snMethyl. The detailed ATACseq signal and snMethyl tracks, and the expression levels of eight important pituitary markers are shown in Fig. 3.

In male gonadotropes, the promoters of *Cga* (Fig. 3a), *Lhb* (Fig. 3h), and *Fshb* (Fig. 3i) were accessible, hypomethylated, and all three mRNAs were expressed. Focusing on *Cga*, we found that its promoter was accessible both in gonadotropes and in thyrotropes (Fig. 3a). In addition, while DNA was hypomethylated in gonadotropes around the *Cga* promoter, it was hypermethylated in lactotropes, somatotropes, and stem cells (Fig. 3a). Due to the small number of thyrotropes, no region of their *Cga* methylation track was called as a differentially methylated region (DMR). Notably, DMR calling may be overly conservative when applied to a specific gene of interest, as it takes into account the false discovery rate arising from multiple hypothesis testing across all genes. Despite the limited number of thyrotrope cells, visual inspection of the *Cga* methylation track suggests hypomethylation in the same region of the gene that was significantly hypomethylated in gonadotropes. Consistent with the patterns of chromatin accessibility and DNA methylation, *Cga* mRNA levels were elevated in gonadotropes and thyrotropes (Fig. 3a).

In the *Lhb* gene, we detected a promoter region (red box, Fig. 3h), whose mCG levels appeared to be lower in gonadotropes relative to other cell types, although this region also was not flagged by the DMR algorithm. Interestingly, we discovered an open chromatin region upstream of the *Fshb* promoter only in gonadotropes (red box, Fig. 3i). Other pituitary cell types showed expected patterns of chromatin accessibility, methylation, and RNA expression for these key pituitary genes (Fig. 3).

Based on the assumption that higher chromatin accessibility and lower methylation levels result in higher gene expression, we overlaid the snRNAseq, snATACseq, and snMethyl data using the Seurat data integration pipeline, (Fig. 5a–c, Supplementary Table 6). Genome-wide chromatin accessibility and methylation data were converted to gene-level data and integrated with the transcriptomic data using nearest neighbor analysis. Good correspondence of the major cell type clusters was found for all assay modalities and datasets within each animal (Fig. 5a, b; Supplementary Table 6).

**Fig. 5:**
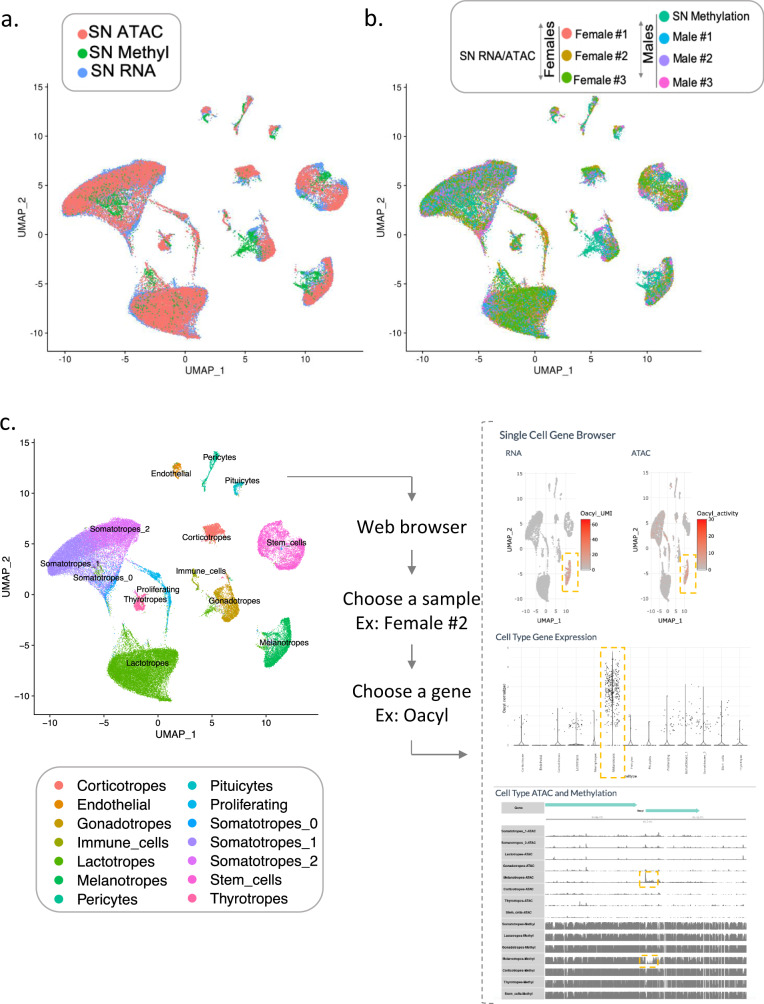
Multi-omics pituitary cell type integration. **a** UMAP overlay of the snATACseq (red), snMethyl (green), and snRNAseq (blue) datasets. **b** UMAP of the overlay of all samples with the three omics modalities. SnRNAseq and snATACseq data are color-coded by animal. Male snMethyl data are also included. **c** Left panel, UMAP showing the cluster identification per cell type based on the snRNAseq annotations. Right panel, view of the web portal output. From the integrated datasets, users can access any information on gene expression, chromatin accessibility, and methylation status from our web portal snpituitaryatlas.princeton.edu.

To provide an example of the use of the sn atlas to generate hypotheses for further study, we focused on the gonadotrope *Fshb* gene, which is essential for reproductive health. Patterns of co-accessibility between distal elements and their target promoter have been utilized to build genome-wide maps of cis-regulatory sequences from sc data^31^. We applied the Cicero co-accessibility framework to our snATACseq data to identify putative regulatory regions of individual genes. Co-accessible regions of classical pituitary gene markers were found within specific cell types (snpituitaryatlas.princeton.edu). In particular, we identified several co-accessible regions upstream of the *Fshb* gene promoter (Fig. 6a, Supplementary Fig. 18). One co-accessible region was gonadotrope-specific and was located 17 kb upstream of the promoter. The sequence of this putative regulatory region corresponded to the human single nucleotide polymorphism (SNP) rs11031006 (Fig. 6a, boxed region; see also Fig. 3i), which has been linked to alterations in female fertility^32,33^. Multispecies comparative sequence analysis (PhyloP(60), PhastCons^34,35^) showed high sequence conservation of this domain across 60 vertebrate species (Fig. 6b, c). Together, co-accessibility analysis, sequence conservation, and GWAS studies identifying a fertility-linked human SNP at this location all support the assumption that this upstream domain contributes to the regulation of *Fshb*. To test this hypothesis, we introduced CRISPR deletions in this region in the murine LβT2 gonadotrope cell line. *Fshb* expression and FSH secretion were undetectable in the parent gonadotrope cell line at baseline and following GnRH/activin A treatment. In contrast, deletion of the TTATTT sequence in this domain (Fig. 6c) led to an increase in baseline *Fshb* expression (Fig. 6d). Increased *Fshb* expression and FSH secretion were also observed in this mutant following GnRH/activin A treatment. Two other CRISPR modifications at this site (i) a T deletion/TATT insertion; (ii) a TTT deletion) each led to a significant increase in *Fshb* expression following GnRH/activin A treatment, albeit to a lower extent than that observed in the TTATTT-deleted gonadotrope cell line (Supplementary Fig. 19). These findings suggest that the reproductive phenotype associated with human SNP rs11031006 results from altered regulatory control of the *FSHB* gene via this co-accessible upstream domain, and support the value of co-accessibility analysis, available on the atlas web portal, for the identification of putative cis-regulatory domains for any genes of interest. After posting a preprint of our study^7^, another group independently validated our hypothesis, providing further support for the use of our atlas to identify clinically important new putative regulatory domains^36^.

**Fig. 6:**
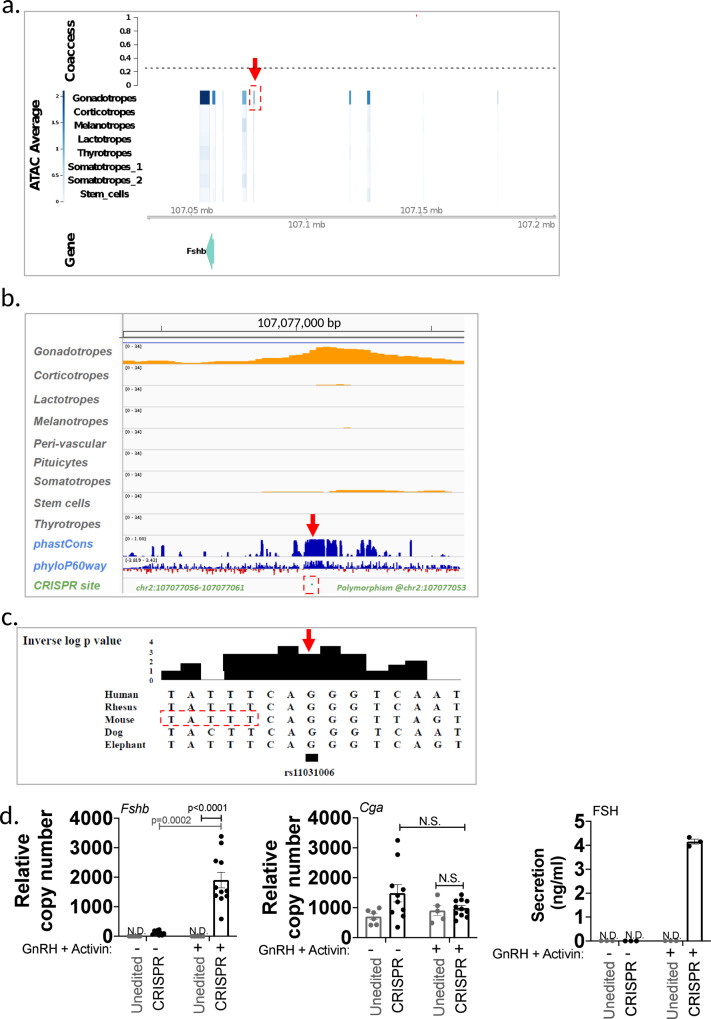
Genome-wide inference of pituitary cis-regulatory domains: *Fshb* gene case study. **a** Cis-regulatory domains of the *Fshb* gene inferred from snATACseq data correlation in a single male pituitary (analysis of all six individual pituitaries is presented in Supplementary Fig. 18). Boxed in red is the 17 kb upstream region corresponding to the human SNP rs11031006. **b** Conservation analysis of the boxed region indicated in (**a**). **c** Multi-species sequence alignment of the *FSHB* SNP rs11031006 (arrow). The boxed sequence was deleted by CRISPR. **d** Shown are *Fshb* (Left panel) and *Cga* (Center panel) gene expression, and FSH secretion levels (Right panel) in the unedited gonadotrope cell line (grey) and in the CRISPR deletion mutant line (black), either at baseline (-) or following GnRH and activin A treatment (+). All data points are shown. Biological replicates were *n* = 4 (*Fshb*), *n* = 2 (*Cga*), each measured in technical triplicates, and *n* = 3 (FSH). Among the 12 measurements for *Fshb*, 2 points were below sensitivity in the No treatment group and 1 in the treatment group. For *Cga*, one point was below sensitivity in the No treatment group. Shown are data from one representative experiment, out of 3 independent experiments with Treatment for both the edited and non-edited clone, 7 independent experiments for basal for the non-edited clones, and 5 independent experiments for basal of the edited clone. Data from additional CRISPR clones (unedited and edited) are illustrated in Supplementary Fig. 19. Error bars represent s.e.m. Significance was determined by two-way ANOVA with Bonferroni corrections. *N.S* not significant, *p* > 0.05; *p < 0.1; **p < 0.01; ****p < 0.0001.

To help researchers utilize this sn mouse pituitary multi-omics atlas and to facilitate access to integrated data, we developed a web-based portal accessible at snpituitaryatlas.princeton.edu (Fig. 5c). Through this interface, users can access any gene from any pituitary cell type from each animal, and obtain the corresponding gene expression, chromatin accessibility, and promoter methylation information. The portal also provides easy access to inferred cis-regulatory regions and other integrative analyses.

### Coordinated sex- and cell-type-specific transcriptional and epigenetic programs

We characterized coordinated gene expression and accessibility programs using our previously described Pathway Level Information ExtractoR framework (PLIER^37^). When applied to the snRNA expression or sn chromatin accessibility at gene promoters, PLIER identified sets of genes (Latent Variables, LVs) that varied in concert across different cell types or samples (Fig. 7a). PLIER incorporates information on known pathways and other gene set annotations to improve the identification of these LV sets and to associate them with biological processes. LVs are analogous to eigengenes^38^ and can provide a summary level of overall expression or accessibility per cell type or sample, which can be displayed as a heatmap of the genes or promoters comprising the LV (Fig. 7a) or as a bar graph of the overall levels of each LV in each cell type (Supplementary Fig. 17).

**Fig. 7:**
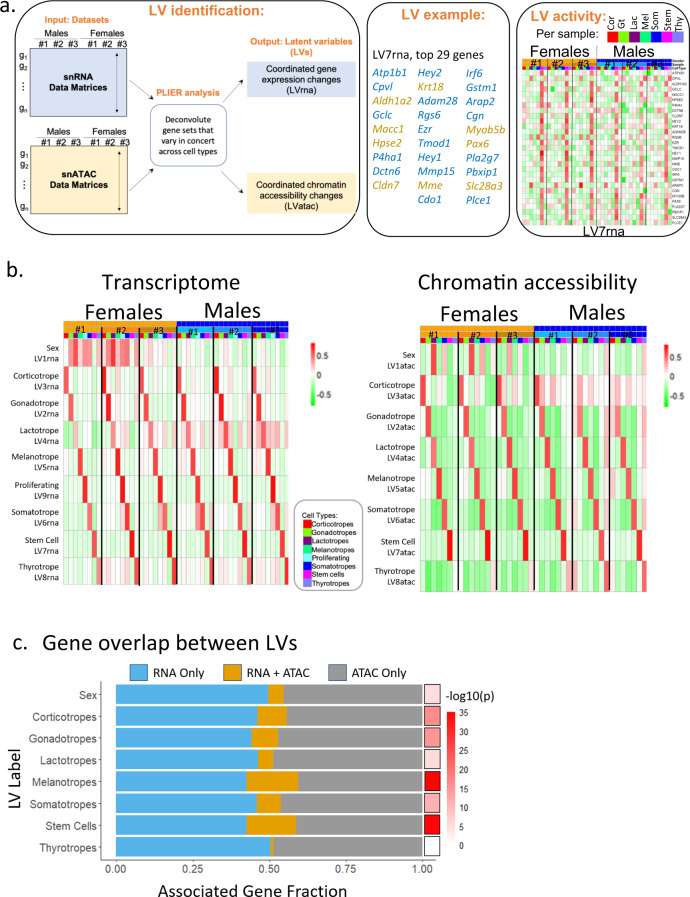
Cell type characterization based on specific coordinated gene expression and chromatin accessibility programs. **a** Left panel, Schematic of PLIER functionality. SnRNAseq and snATACseq data matrices are generated for all six individual animals. In these data matrices, PLIER identifies sets of genes (latent variables, LVs) that show coordinated gene changes across different cell types or samples. These LVs are matched with publicly available information such as gene pathway sets. Middle panel, Example of the top 29 genes in LV7rna. Genes specific to LV7rna are in blue, while genes that are common between LV7rna and LV7atac are in gold. Right panel, Example of LV activity shows the expression levels of the top 29 genes in LV7rna for each pituitary cell type and individual animal. **b** Heatmaps of the levels of expression (Left) and chromatin accessibility (Right) of each LV for a specific animal/cell type, including LV7rna and LV7atac that are exemplified above. Each of the six individual samples is indicated. In the scale bar, red represents the highest level of gene expression or chromatin accessibility. **c** Graph showing the gene overlap (gold) between the RNAseq (blue) and ATACseq (grey) LVs for each cell type. The scale bar indicates the *p* values.

PLIER analysis of the snRNAseq and snATACseq datasets identified LVs showing differential expression between sexes as well as LVs with predominant expression in each of the major pituitary cell types (Fig.7b, Supplementary Fig. 20). For example, LV1rna and LV1atac (Fig. 7b) showed increased expression/accessibility in the female samples (Wilcoxon *p* = 1.1e^−5^), specifically in female lactotropes (Wilcoxon *p* = 0.02). The pituitary from the same female that showed different gonadotrope and lactotrope clusters suggestive of a different reproductive state (see Fig. 4b, d), also showed divergent levels of LV1rna and LV1atac in lactotropes, with the LV1rna pattern appearing male-like. Correct sex identification of samples from all animals was confirmed by *Xist* and Y chromosome gene expression, as well as open chromatin accessibility on the Y chromosome for the males. We also compared LV1rna in scRNAseq data obtained from dissociated male and female pituitaries and confirmed the differential expression between females and males in this independent inquiry (Supplementary Fig. 17a, Wilcoxon *p* = 1.1e^−8^).

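Lactotrope-like cells differed widely between females and males. Crhbp, which encodes the binding protein of corticotropin-releasing hormone, had 382 ± 20.8 TMM-normalized CPM in females (SD, n = 2), while a single UMI was found among the 20630818 UMIs of male lactotrope-like cells (Crhbp, ENSMUSG00000021680, chromosome 13 of GRCm38 from 95431371 to 95444924). With 18644 UMIs in females, its counts per total UMIs of the class were 4956 times those of males, with a 95% exact counting interval of 889 to 195776. Aebp1, which encodes a secreted protein of the extracellular matrix, was higher in females by a log2 fold change of 8.36 (standard error 0.43), and Rnd3, a small GTPase, by 6.63 (standard error 0.39). Ramp1, a component of the receptor for calcitonin gene-related peptide, had a log2 fold change of -7.92 (standard error 0.47), and Prr15l, with 887 UMIs in males and 0 in females, was at least 1112-fold lower in females per total UMIs, against a floor of 3 counts over the group. Prl took 55.9% and 52.6% of the lactotrope-like UMIs in the 2 females and between 13.3% and 23.9% in the 5 males. Its log2 fold change in the model, which uses TMM-normalized counts and a chemistry term and so is not the ratio of these shares, was 2.30 (standard error 0.51, adjusted p = 0.00608). Pgr, the progesterone receptor, was higher by 2.81 (standard error 0.37, adjusted p = 0.000137) and the neuropeptide gene Gal by 2.22 (standard error 0.28, adjusted p = 9.39e-05). Greb1, an estrogen-regulated gene, was higher by 1.32 (standard error 0.26, adjusted p = 0.00269), a call that was lost without Female #2 (adjusted p = 0.0838, the highest over its alternatives, the lowest being 1.46e-10). Before TMM normalization, Greb1 had 61.2 and 79.7 CPM in the females and 82.9 CPM in Male #4. Of 12732 genes tested with edgeR and Benjamini-Hochberg adjustment, 1194 were higher and 1494 lower in females at an adjusted p under 0.05. Females and males did not overlap in 29.4% of the genes tested, against 9.52% by chance. Between 93 and 2835 lactotrope-like cells entered per sample, mostly from cluster 0 in females, cluster 4 in 4 males and cluster 22 in Male #4. Among v3 samples alone 2379 genes were called. The count of 2688 genes became 907 without Female #1, 794 without Female #2, 1625 without Male #5, 1696 without Male #6 and 7435 without Male #4, in which 2643 of the 2688 were called in the same direction.

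**Figure D2:**
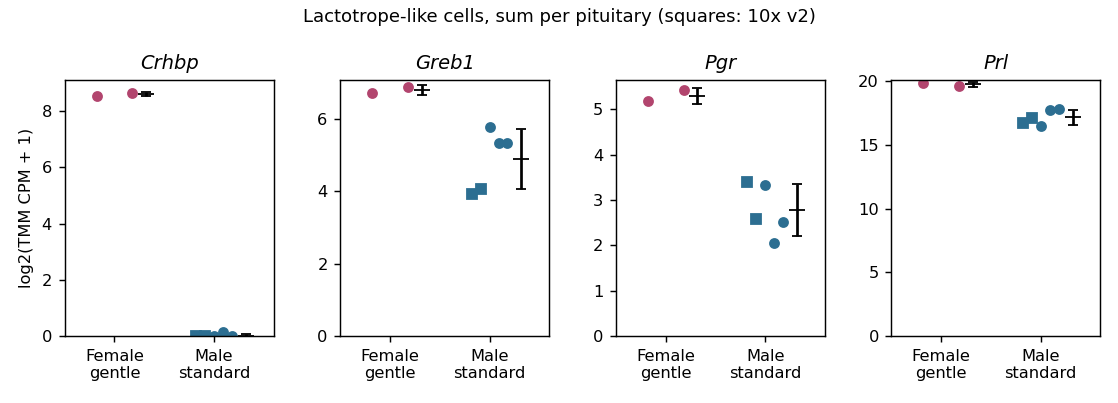
Expression in lactotrope-like cells, as log2(TMM CPM + 1), from TMM-normalized CPM of the counts summed per pituitary, for Crhbp, Greb1, Pgr and Prl. Each point is 1 pituitary, squares are 10x v2 samples, and the bars show mean and SD of the 2 females and the 5 males. On this scale both females lie above every male, which for Greb1 does not hold without TMM normalization.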

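Some genes of the endoplasmic reticulum and some aminoacyl-tRNA synthetases were higher in female lactotrope-like cells. Of 33 genes of the endoplasmic reticulum (ER) and of its unfolded protein response, 7 were higher and none was lower in females (7 when adjusted over the list alone, edgeR, 10 higher and 0 lower at an unadjusted p under 0.05, and 7 and 0 by DESeq2), among them Ern1, the ER stress sensor IRE1, with a log2 fold change of 2.38 (standard error 0.29). Of 20 aminoacyl-tRNA synthetases, 6 were higher and none was lower (10 higher when adjusted over the list alone, edgeR, 11 higher and 0 lower at an unadjusted p under 0.05, and 5 and 0 by DESeq2), with Eprs at 1.59 (standard error 0.27). As sets, both lists were higher than the other genes (camera with a preset correlation of 0.01, adjusted p = 0.00144 for each), but neither passed with an estimated correlation (adjusted p = 0.306 for each). Over alternatives the adjusted p ranged from 0.00046 to 0.362 for the ER list and from 0.00089 to 0.306 for the synthetases. Heat shock genes went both ways, 2 higher and 4 lower of 12 (2 and 5 when adjusted over the list alone), and the set did not pass the test (adjusted p = 0.154). Among them Hspb1 had a log2 fold change of -4.60 (standard error 0.51) and Hspa1a of -2.97 (standard error 0.49). Of 21 immediate early genes, which respond to stimuli and to tissue handling, 5 were higher and 4 lower (5 and 4 when adjusted over the list alone, set adjusted p = 0.975), with Klf4 at 2.90 and Klf2 at -4.20. Of 12 estrogen-responsive genes, 4 were higher and 2 lower (5 and 3 when adjusted over the list alone, set adjusted p = 0.138). Of 11 genes of apoptosis and p53, 1 was higher and 2 were lower (2 and 2 when adjusted over the list alone, set adjusted p = 0.712). Markers of somatotropes, tested as a measure of RNA from other cells, did not pass as a set (adjusted p = 0.225), with 2 higher and 4 lower of 8 at an unadjusted p under 0.05, but passed without the chemistry term and with the replicate block (over alternatives from 0.00130 to 0.707).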

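Somatotrope-like cells also differed between females and males. Gal was higher in female somatotrope-like cells by a log2 fold change of 4.03 (standard error 0.45, adjusted p = 0.000291) and Lcorl by 2.63 (standard error 0.33), while Wfdc2 had a log2 fold change of -3.20 (standard error 0.34) and Il11ra1, a receptor of interleukin 11, of -2.63 (standard error 0.35). Of 21 immediate early genes, 5 were higher in females and none was lower (9 higher when adjusted over the list alone, edgeR, 10 higher and 0 lower at an unadjusted p under 0.05, and 6 and 0 by DESeq2), with Klf4 at 2.22. The set passed the test (camera, adjusted p = 0.00159), but not with an estimated correlation (adjusted p = 0.444) and not without Male #4 (adjusted p = 0.332, over alternatives from 6.29e-05 to 0.444). For the 33 ER and unfolded protein response genes, the set passed (adjusted p = 0.00593, but 0.414 with an estimated correlation, over alternatives from 0.000819 to 0.451), although no single member did with edgeR, with 9 higher at an unadjusted p under 0.05 and 0 called by DESeq2. Lactotrope markers did not pass as a set (adjusted p = 0.154), with 2 higher and 0 lower of 5 at an unadjusted p under 0.05, but passed without the chemistry term (adjusted p = 0.0314, the lowest over alternatives, the highest being 0.747). Crhbp counts per Prl UMI in somatotrope-like cells were 0.698 times those in lactotrope-like cells of Female #1 and 0.916 times those of Female #2. In all, 236 of 12193 genes were higher and 245 lower in females at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), from 259 to 2183 cells per sample, mostly of cluster 1 in females and of clusters 7, 14 and 28 in males. Among v3 samples alone 257 genes were called. Females and males did not overlap in 24.0% of the genes tested, against 9.52% by chance, and in 415 of the 481 called. The count of 481 genes became 85 without Female #1, 52 without Female #2, 245 without Male #1 or without Male #2, 129 without Male #5, 214 without Male #6 and 5216 without Male #4. The paper applied LV1rna, the gene program that it found higher in snap-frozen females, to dissociated pituitaries (Supplementary Fig. 17a). It compared the values per sample and cell type between the sexes by a Wilcoxon test and concludes that the sex difference holds there too. The female samples of that comparison were both cells and nuclei of the same animals, and the nuclei are not among the samples here.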

Coordinated gene and chromatin accessibility programs were associated with all major pituitary cell types (Fig. 7b). Gonadotrope-predominant LVs are shown in Fig. 7b. Notably, transcriptome-based LV2rna was elevated in gonadotropes (*p* = 1.4e^−5^, Kruskal–Wallis test) and showed a similar expression level in all animals (Fig. 7b, left panel, Supplementary Fig. 21b, left panel). Gene accessibility-based LV2atac showed a similar pattern of increased gonadotrope accessibility (*p* = 1.5e^−6^) among all animals (Fig. 7b, right panel, Supplementary Fig. 21b, middle panel).

We next examined the gene overlap between RNA and ATAC LVs that showed similar cell type patterns of enrichment (Fig. 7c). For example, the first 200 genes of LV1rna and the promoter accessibility sites comprising LV1atac significantly overlapped (hypergeometric test, *p* = 3.6e^−5^). The significant overlap between the gonadotrope-enriched LV2rna and LV2atac genes (hypergeometric test; *p* = 6.1e^−15^) also supports the formulation that they represent related transcriptional and epigenetic regulatory programs. In addition, when we applied the gonadotrope-enriched LV2rna directly to the snATACseq data, we also found a pattern of increased gonadotrope accessibility (Supplementary Fig. 21b, right panel; *p* = 2.8e^−5^). Overall, PLIER analysis identified inter-sexual and inter-individual differences in related gene expression and promoter accessibility programs, as well as coordinated cell type-specific programs.

### Epigenetic control of cell type- and sex-specific regulons

The physiology and biosynthetic responses of different cell types result from the activity of interacting gene regulatory networks (GRNs) or regulons, which are each targeted by a limited number of transcription factors (TFs). Single-cell datasets are valuable for the identification of the set of coregulated genes comprising each regulon and sharing binding sites for a TF driver^39^. As originally defined, regulons for each driver are identified across all cell types in a single-cell dataset. However, the composition of regulon genes expressed within each cell type, so-called cell-type-specific regulons, may differ (see Fig. 8a)^40^. We leveraged our multi-omics datasets both to characterize the pituitary regulons and to explore the role of epigenetic mechanisms in shaping the composition of cell type-specific regulons.

**Fig. 8:**
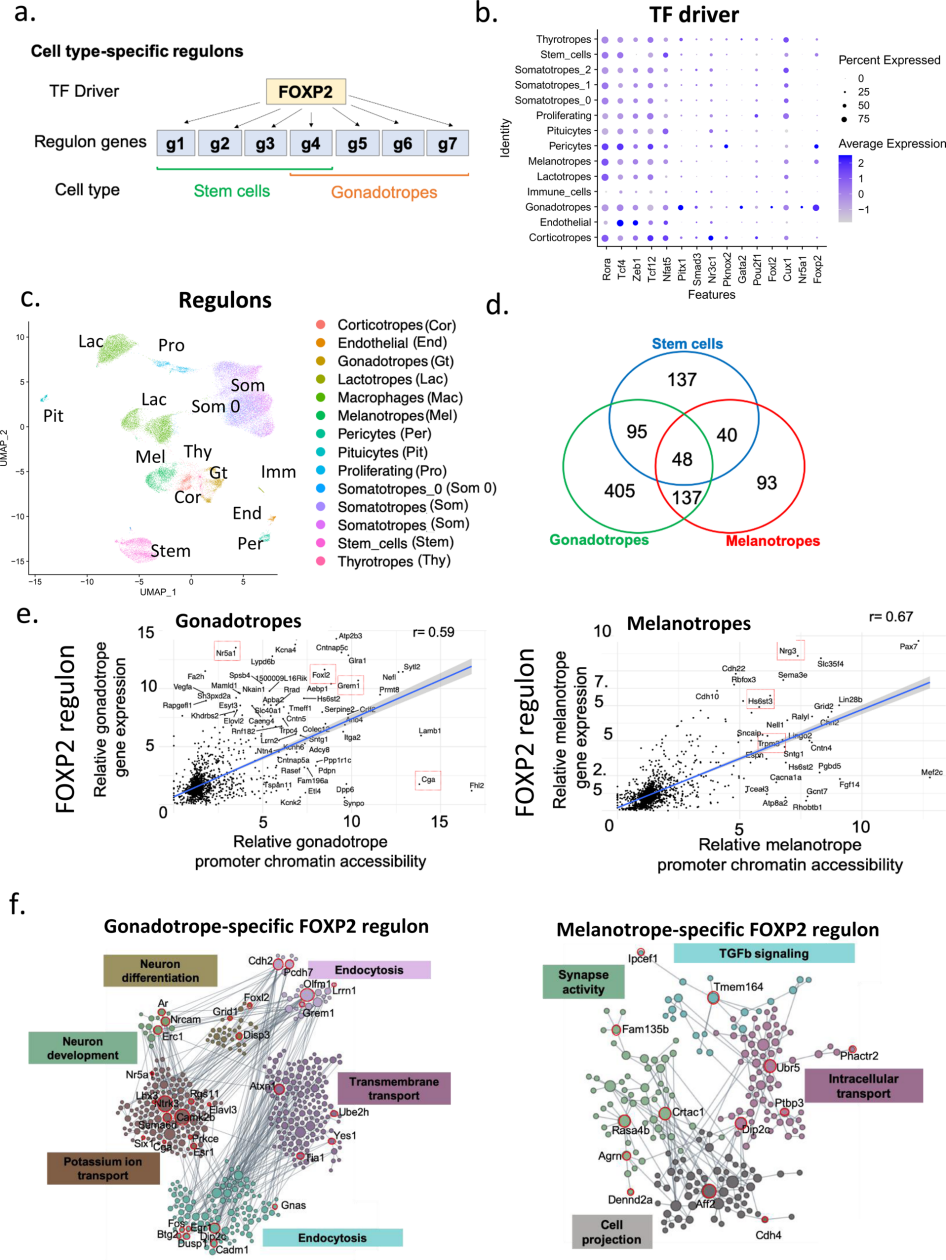
Cell type-specific regulons. **a** Schematic of a cell type-specific regulon, using FOXP2 as an example. A regulon consists of a TF driver (e.g., FOXP2) and its target genes. The regulon genes are cell type-specific (e.g., they differ in stem cells vs. gonadotropes). **b** Dot plot of the top regulons in male gonadotropes and their relative expression in other cell types. The color scale is indicated. The dot size symbolizes the percentage of cells expressing that regulon. **c** UMAP and cell type identification from the SCENIC regulon analysis recapitulates the clusters identified by data integration (Fig.5c). **d** Venn diagram of the overlap of FOXP2 regulon genes between the different cell types in males. **e** Scatter plots showing the correlation between relative promoter accessibility and relative gene expression for the 1,676 genes composing the FOXP2 regulon in male gonadotropes (Left) and male melanotropes (Right). Characteristic gonadotrope and melanotrope genes are framed in red. **f** Annotated gene modules showing the different functions associated with the FOXP2 regulon in gonadotropes (Left) and in melanotropes (Right). Refer to Supplementary Fig. 24 for the corresponding analysis of female samples.

Analysis of our snRNAseq datasets using SCENIC^39^ identified 344 pituitary regulons. The number of genes comprising each of these pituitary-wide regulons varied between 3 and 4,761, with a median size of 50. Determination of regulon activity in each cell type showed clusters of regulons with higher activity in different cell types (Supplementary Fig. 22a, Supplementary Table 7, snpituitaryatlas.princeton.edu). Many regulons were associated with TF drivers that were characteristic of pituitary cell types. For example, regulons showing high activity in the gonadotropes included TFs that are involved in gonadotrope development and/or regulation of gonadotropin subunit gene expression (*Gata2*, *Foxl2*, *Nr5a1*, *Pitx1*, *Smad3*), or are gonadotrope-enriched (*Foxp2*; for review^1,41–43^, Supplementary Fig. 22a). Because expression of a regulon in a cell depends on the expression of its driver, we examined the differential expression of the driver genes in the different pituitary cell types. We found that some drivers are cell type-specific (*Foxl2* in gonadotropes), whereas others are expressed in several cell types (*Foxp2* in gonadotropes, stem cells, melanotropes, pituicytes, and thyrotropes; Fig. 8b).

We next studied whether the overall expression of the genes comprising each pituitary regulon was sufficient for cell-type classification. The overall level of activity of all the genes in each regulon within each individual cell was determined using the SCENIC pipeline and projected on UMAP axes (Fig. 8c, Supplementary Fig. 22a). This projection, which is based solely on regulon gene set activity levels clustered all the major cell types identified by Seurat analysis of the snRNAseq data (compare with Fig. 5c). Regulon-based clustering separated lactotropes into three clusters. Annotation of these clusters by individual animals showed that the clustering was based on differences in lactotrope regulon activity between males and females as well as between individual females (Supplementary Fig. 22b). The male–female and inter-individual regulon-based cell cluster differences corresponded with similar differences observed after individual sample analysis of RNA expression levels (Fig. 4).

We examined whether epigenetic mechanisms could contribute to the gene composition of cell type-specific regulon expression. We first considered the FOXP2 regulon, which was expressed in several pituitary cell types (Fig. 8b). The gene composition of the FOXP2 regulon was dramatically different in gonadotropes, melanotropes, and stem cells (Fig. 8d). To study the role of epigenetic mechanisms in shaping cell type-specific regulon expression, we analyzed the correlation between promoter methylation or promoter chromatin accessibility and RNA expression of each of the 1676 genes comprising the pituitary FOXP2 regulon. Promoter methylation was poorly correlated with cell type-specific gene expression (Supplementary Fig. 23 c-e). In contrast, promoter accessibility of all the FOXP2 regulon genes in each of the three cell types was highly correlated with RNA expression (Fig. 8e and Supplementary Fig. 23a, 24). We next explored the biological processes regulated by the FOXP2 cell type-specific regulons using functional network module analysis (^44^HumanBase https://hb.flatironinstitute.org). Notably, the genes comprising each of the three cell-type-specific FOXP2 regulons showed modules with different functional annotations (Fig. 8f, Supplementary Fig. 23b). Thus, the three cell-type-specific FOXP2 regulons were shaped by differences in the chromatin accessibility landscape and modulated distinct biological processes in each cell type.

To our knowledge, sex differences in regulons within the same cell type have not been previously reported. We identified such sex-specific regulons and studied their epigenetic characteristics. The FOXL2 regulon, expressed only in gonadotropes (Fig. 8b), differed between males and females. As was the case for cell-type-specific regulons, we found that the relative levels of gene expression and promoter chromatin accessibility in the gonadotropes for all 331 FOXL2 regulon target genes were highly correlated in males (Supplementary Fig. 22c) and in females (Supplementary Fig. 25a). Generally, genes without open promoters were not transcribed, whereas genes with open promoters were transcribed, with varying levels of gene expression (Supplementary Fig. 22c). To determine whether this differential chromatin accessibility correlated with DNA methylation changes, we examined the promoter methylation levels of the regulon genes in males. While relative methylation levels of the regulon genes showing high vs. low relative expression in gonadotropes did not vary significantly (*p* = 0.6), comparison of the highest and lowest expressed genes showed modest statistical significance (*p* = 0.008; Supplementary Fig. 26). Functional module analysis showed these sex-specific regulons were annotated to different processes in males and females (Supplementary Figs. 22e,f, 25b).

Like *Foxl2*, *Nr5a1* expression was largely restricted to gonadotropes (Fig. 8b), and the genes comprising this regulon differed in gonadotropes from males and females. Promoter accessibility was also a major determinant of the composition and functional pathways of the NR5A1 sex-specific regulons in these cells (Supplementary Fig. 27). The correlation between regulon gene expression and promoter and gene body methylation levels was not significant (Supplementary Fig. 27e). These results indicate that sex-specific regulons encompass different biological functions in males vs. females, and that promoter accessibility is a fundamental determinant of the sex differences in regulon activity. Based on these results, we propose a model for the cell type-specific regulation of regulon composition and function (Fig. 9).

**Fig. 9:**
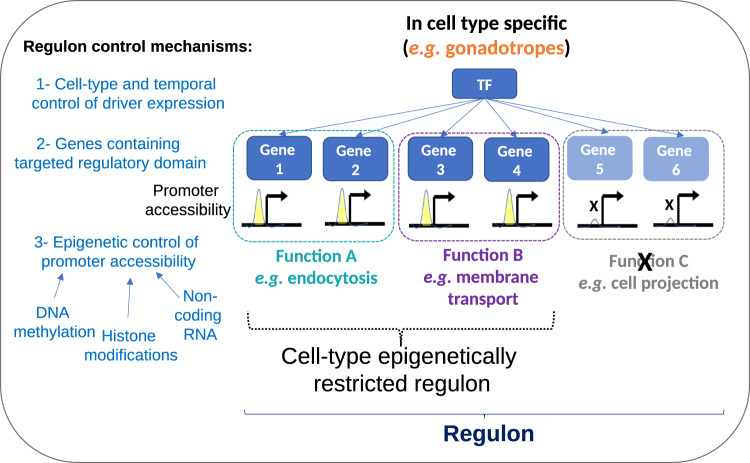
Model of cell type-specific regulon control mechanisms. Schematic of the proposed mechanisms for cell type-specific regulation of regulon composition and function. Three layers of control shape the expression and composition of a cell type-specific regulon and its biological function: cell type-specific expression of the TF driver, presence of cis-regulatory domain at the target gene promoter, and epigenetic control of promoter accessibility.

## Discussion

We generated an integrated, sn multi-omics resource to elucidate the epigenetic mechanisms that regulate transcriptional networks in the pituitary. Our study identified epigenetically-defined cell type composition, cell type-specific and sex-specific differences in transcriptional and epigenetic programs, an experimentally supported cis-regulatory domain, and epigenetic mechanisms contributing to cell type-specific and sex-specific regulon composition.

We observed inter-animal differences in specific cell types in both snRNAseq and snATACseq datasets. We considered whether these differences might be the result of technical or tissue handling artifacts. Arguing against technical artifacts, the differences were restricted to specific cell types, with other cell types from the same animals being similar. All samples of each sex were processed simultaneously, reducing any laboratory processing variability. Finally, *post-mortem* changes can be excluded because these pituitaries were snap-frozen immediately after collection^45^. These considerations support the interpretation that these datasets have captured animal-to-animal differences in the in vivo transcriptome and accessibility landscapes.

Analysis of the paired sn transcriptome and chromatin accessibility datasets from individual animals suggests the presence of a continuum between developmentally determined cell types and transient cell states. Analysis of our sn multi-omics data identifies and characterizes all the classical major pituitary cell types at the levels of RNA expression, chromatin accessibility, and methylation. We find the most cell clusters in snRNAseq (18 in male, 18 in female), followed by snATACseq (11 in male, 15 in female) and the fewest in sn methylome analysis (9 in male). Our results are consonant with the formulation that major developmental cell type assignment depends on methylation state^46^. All major known pituitary cell types are identified in all three data modalities. However, whereas transcriptome and chromatin accessibility studies of pooled samples cannot unravel whether additional cell clusters are present in all specimens, our dataset has the power to resolve in transcriptome and chromatin accessibility data distinct clusters that originate from different animals. For example, analysis of clusters of several cell types seen only with male snRNAseq data identifies these clusters as coming from one male specimen. Their differentiating transcript expression is comprised of IEGs. Therefore, these clusters represent a transient change in cell physiology that we speculatively attribute to some perturbation of this animal prior to death. In females, we observe differences in cell clusters between individuals, which we attribute to one animal likely being in a distinct reproductive (e.g., estrous cycle) state.

Cluster fluidity was also observed in the merged snRNAseq and snATACseq datasets. A somatotrope subcluster closer to lactotropes and most clearly distinguished in the snRNAseq data shared expression of some lactotrope markers in addition to somatotrope markers, expressing a low level of *Prl* and a relatively high level of *Gh* (Fig.2a, Supplementary Fig. 2a and 4a). Previous histological studies have described subpopulations of somatotropes in rat and pig^47–49^, including cells co-expressing *Prl* and *Gh*^50–52^. Recent scRNAseq analysis of murine pituitaries also resolved somatotrope sub-populations^1,53^. Our analysis raises the possibility that what has been identified as a somatotrope subcluster might represent an intermediate cell type between the somatotrope and lactotrope lineages.

We note several limitations in the present analysis of cell types and cell states. This study is based on the analysis of data from a small number of animals, and further investigation on larger numbers of samples is warranted. Another caveat is that the snMethyl analysis used pooled samples and was performed only in males, which provides no methylation-level data on inter-animal variation and no information on females. As high-quality data were obtained from only a few thousand nuclei, the resolution of the methylation data for cell subpopulations is limited. Despite these caveats, these results point the way towards a refined model of cell identity. We propose the working hypothesis that cell state and cell type form a continuum gradually shifting from transient transcriptional changes to more stable developmentally programmed changes in expression, chromatin structure, and methylation. Importantly, our results provide the foundation for future studies of correlated transcriptional and epigenetic changes across the reproductive cycle and in response to perturbations, having the statistical power furnished by individual subject resolution.

We identified distinguishing transcriptional and chromatin accessibility programs for each major cell type. Using the PLIER framework, we determined coordinated cell type-specific gene sets showing inter-sexual and inter-individual differences in RNA expression and promoter chromatin accessibility (Fig. 7, Supplementary Fig. 21). Distinctive gene expression and promoter accessibility patterns were found in females, and cell type-specific patterns were distinguished across individuals, corresponding to the proposed differences in reproductive state among the females. Since these animals were randomly selected with no determination of cycle status, further studies are needed to precisely define the relationship between reproductive endocrine status and coordinated gene program changes in the pituitary. Earlier studies identified a sexual difference in transcriptome-wide gene expression in the pituitary gland^54^, and recently in scRNAseq analysis of the mouse pituitary^3^. Similar to Ho et al., we observed a predominance of somatotropes in males vs. females, and a higher proportion of lactotropes in females vs. males. Understanding the sexual differences in the pituitary gland within both transcriptomic and epigenomic layers could have important clinical implications in humans, such as for the development of gender-specific treatments for pituitary disorders.

The transcriptional state of a cell is governed by the activity of GRNs or regulons. Regulons are GRN gene sets that share a common TF driver (see Fig. 8a). Notably, when the snRNAseq data were deconvoluted into pituitary regulons using the SCENIC framework, the activity of regulons within each cell was sufficient to reliably cluster the major pituitary cell types (see Fig. 8c). Thus, regulon activity, which reflects the physiology of each cell, enables its classification. Expression of the regulon gene set may be identified in one or more cell types and should require an expression of its TF driver. Consistent with the key regulatory role of TF driver expression, most pituitary regulon TFs are found to be expressed in a single or limited number of cell types (see Fig. 8b).

When a regulon is expressed in more than one cell type, each of the cell types may express only a subset of the entire pituitary-based regulon gene set^40^. The mechanism for this cell type-specific expression is unknown. To study possible epigenetic mechanisms, we first investigated the FOXP2 regulon, which is expressed in gonadotropes, melanotropes, and stem cells. *Foxp2* is a novel gonadotrope-enriched marker identified both by scRNAseq and by immunohistochemistry in vivo^1^. Its function in the pituitary has not been investigated. The genes comprising the FOXP2 regulon in the three cell types differed significantly (see Fig. 8d). Notably, we showed that promoter chromatin accessibility and expression level of genes comprising the entire FOXP2 are highly correlated, indicating that the chromatin accessibility landscape in each cell type is shaping the cell type-specific regulon composition. We were unable to identify gene methylation features that strongly correlate with gene activity. As regulon expression and genome-wide DNA methylation levels could independently segregate the major pituitary cell types, this lack of correlation of cell-type-specific regulon genes and methylation was surprising. Our results suggest that other mechanisms may regulate the epigenetic landscape that shapes the cell type-specific regulons.

Sex-specific regulons within a pituitary cell type have not been reported thus far. We identified and characterized two sex-specific regulons expressed only in gonadotropes, those driven by FOXL2 and by NR5A1. FOXL2 is essential in basal and activin-stimulated *Fshb* transcription and FSHβ expression in gonadotropes, and subsequently impacts mouse fertility^55–59^. NR5A1 mediates basal expression of *Lhb*, *Fshb*, and *Cga*^60–62^. Nr5a1 knockout mice are sterile, do not mature sexually, and show decreased LH and FSH levels^63^. For each of these two regulons, we found differences in the regulon composition between males and females that are highly correlated with promoter chromatin accessibility within each sex. There was no high correlation between gene methylation and gene expression. Thus, identification of these sex-specific regulons shaped by chromatin accessibility patterns may contribute to elucidating the mechanisms responsible for differences in the physiology and function of male vs. female gonadotropes.

Both the cell type-specific regulon and the sex-specific regulons that we studied are annotated to different functional processes in different cell types or sexes. This functional module analysis indicates that the differing composition of the cell type- and sex-specific regulons may serve distinct biological functions in different cell types in the two sexes, respectively. Based on these findings, we propose a model where TF driver expression, target site presence, and gene promoter chromatin accessibility represent three layers of control that influence the expression and composition of cell type-specific and sex-specific regulons and their physiological roles (Fig. 9). Elucidating the interaction between the epigenetic mechanisms contributing to gene chromatin accessibility and cell type- and sex-specific regulon composition represents an important area for further investigation.

We have developed and presented our datasets and analyses as a resource for the research community (snpituitaryatlas.princeton.edu). As we demonstrate, this resource can be used for analyses ranging from global evaluation of candidate mechanisms underlying GRN activity to the identification of a novel upstream cis-regulatory site in a specific gene of interest. We include comprehensive co-accessibility analysis in this resource. As a test case of this resource for generating specific hypotheses, we identified a co-accessible region upstream of the *Fshb* gene that corresponds to the site of the human SNP rs11031006, and generated experimental support for the regulatory role of this region. We demonstrate the value of integrated multi-omics and single animal datasets in providing deeper insight into the identity of cells and the mechanisms contributing to their distinguishing transcriptional programs. Our work lays the foundation for characterizing the general epigenetic regulatory principles that control cell type-specific animal-specific and sex-specific gene expression programs.

## Methods

### Animals and pituitary collection

Pituitaries were collected from male and randomly-cycling C57BL/6 female mice aged 10–12 weeks. Animals were on a 12-hour on, 12-hour off light cycle (lights on at 7 AM; off at 7 PM). Pituitaries were immediately snap-frozen following dissection, and stored at −80 °C.

### Animals and dissociation of primary murine pituitaries

#### Standard protocol used for dissociation

Pituitaries were collected from male and randomly cycling female C57BL/6 mice aged 10–12 weeks. Animals were on a 12-hour on, 12-hour off light cycle, with lights on at 7 AM and off at 7 PM. Upon collection, single pituitaries were digested with 40 μl of 1.5 mg/ml collagenase (Sigma, Type I-C0130) in low Ca^2+^ HBSS (pH 7.2–7.4) and dispersed with 4 μl of 2.5 μg/ml pancreatin (10X; Sigma #P3292) in 0.85% NaCl with 36 μl HBSS (NO CALCIUM) and the dissociated cells were collected acutely. About 0.7–2.5 × 10^6 cells were collected from single pituitaries and placed in individual tubes for cryopreservation.

#### Improved protocol used for gentle dissociation with downstream SC assays

Upon removal, pituitaries were cut in half, rinsed 2x in Ca/Mg-free PBS, and transferred to a tube containing trypsin solution (final concentration at 0.37 mg/ml, Sigma T9935) and gently agitated at 37 °C for 10 min. After gentle aspiration and expulsion of the tissue, the removed supernatant was diluted with MEM/10% FBS, and the process repeated for three cycles. The combined supernatants were centrifuged and the pellet resuspended in MEM/10%FBS. Approximately 1.7–2.5 × 10^6 cells were collected from single pituitaries.

### Ethical compliance

We have complied with all ethical regulations and institutional protocols. All murine work was conducted at McGill University (Montreal, Quebec, Canada) under animal use protocol 5204, as approved by the Facility Animal Care Committee of the Goodman Cancer Research Centre.

### Cryopreservation/thawing of dissociated pituitary cells

Dissociated pituitary cells were cryopreserved in 90% FBS/10% DMSO and shipped to New York on dry-ice. Upon arrival, cells were stored in liquid nitrogen. On the day of an experiment, the vial was removed from liquid nitrogen on dry-ice, thawed quickly in a 37 °C water bath, and cells were serially diluted with 10% FBS /DMEM until a minimum volume of 8 ml was reached. Cells were centrifuged at 300xg for 5 min, resuspended in 1 ml of medium and counted.

### ScRNAseq assay

ScRNAseq was performed as described (10x Genomics, Pleasanton, CA; (24)), following the Single Cell 3’ Reagents Kits V2 or V3 User Guidelines. Cells were filtered, counted on a Countess instrument, and resuspended at a concentration of 1,000 cells/μl. The number of cells loaded on the chip was determined based on the 10 ×  Genomics protocol. The 10X chip (Chromium Single Cell 3’ Chip kit A v2 PN-12036 or v3 chip kit B PN-2000060) was loaded to target 5,000–10,000 cells final. Reverse-transcription was performed in the emulsion and cDNA was amplified before library construction following the Chromium protocols v2 or v3. Each library was tagged with a different index for multiplexing (Chromium i7 Multiplex kit PN-12062). Quality control and quantification of the amplified cDNA were assessed on a Bioanalyzer (High-Sensitivity DNA Bioanalyzer kit). Sequencing was carried out at the NYGC on Illumina Novaseq using 98 + 26 paired-end reads.

### Quality control (QC) assessment

We tested different protocols to assess the best approach for building a murine sc pituitary atlas. We assessed the quality of our samples and data by measuring cell viability for cryopreserved dissociated pituitary cells, and by observing the nuclei shapes and sizes during nuclei isolation and counts. We followed the standard QC recommended in the 10 ×  Genomics protocols, making sure the emulsion step was not compromised, performing bionalyzer assessment of the samples after the cDNA amplification stage for sc/sn RNAseq, as well as after library preparation for all samples (sc/sn RNAseq and sc ATACseq). After sequencing standard metrics were assessed in Cell Ranger to make sure our samples were passing QC. Sequencing metrics are presented for all samples in supplementary tables and figures.

### Nuclei isolation from dissociated pituitary cells

Nuclei were isolated from all cells remaining after the scGEM Drop-seq RNA-seq assay was done. Cells were centrifuged at 500 × g for 5 min at 4 C. The supernatant was carefully removed and 0.1X lysis buffer (1 × : 10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, nuclease-free H_2_O, 0.1% v/v NP-40, 0.1% v/v Tween-20, 0.01% v/v digitonin) was added. After 5 min incubation on ice, 1 ml of wash buffer was added. The nuclei were pelleted at 500 × g for 5 min at RT, resuspended either in 1X PBS/0.04% BSA for scGEM Drop-seq RNA-seq or in diluted nuclei buffer for snATAC-seq. Nuclei were counted and the concentration adjusted to run the given assay.

### Nuclei isolation from pituitaries

On the ice, snap-frozen pituitaries were thawed and prepared based on a modified protocol from^64^. Same-sex samples were processed simultaneously, with all three female samples processed one day, and all three male samples processed another day. Briefly, RNAse inhibitor (NEB MO314L) was added to the homogenization buffer (0.32 M sucrose, 0.1 mM EDTA, 10 mM Tris-HCl, pH 7.4, 5 mM CaCl2, 3 mM Mg(Ac)2, 0.1% IGEPAL CA-630), 50% OptiPrep (Stock is 60% Media from Sigma; cat# D1556), 35% OptiPrep and 30% OptiPrep right before isolation. Each pituitary was homogenized in a Dounce glass homogenizer (1 ml, VWR cat# 71000-514), and the homogenate filtered through a 40 μm cell strainer. An equal volume of 50% OptiPrep was added, and the gradient centrifuged (SW41 rotor at 17,792 × g; 4 C; 25 min). Nuclei were collected from the interphase, washed, resuspended either in 1X nuclei dilution buffer for snATACseq (10 ×  Genomics) or in 1X PBS/0.04% BSA for snRNAseq, and counted (Invitrogen Countess II).

### snRNAseq assay

SnRNAseq was performed following the Single Cell 3’ Reagents Kits V3 User Guidelines (10x Genomics, Pleasanton, CA). Nuclei were filtered and counted on a Countess instrument. A minimum of 1,000 nuclei were loaded (Chromium Single Cell 3’ Chip kit A v2 PN-12036 or v3 chip kit B PN-2000060). Reverse-transcription (RT) was performed in the emulsion, cDNA amplified, and library constructed with v2 or v3 chemistries. Libraries were indexed for multiplexing (Chromium i7 Multiplex kit PN-12062). Same-sex samples were processed together from nuclei isolation to sequencing, with the three female samples processed one day, and the three male samples processed another day.

### snRNAseq data analysis of individual samples

SnRNAseq data were processed using the Cell Ranger pipeline v3.0.2, and aligned to whole transcripts rather than exonic regions only so as to include pre-mRNA. This resulted in a 2.15-fold increase in the median number of genes detected per cell in females and 2.3 − 2.4 fold increase in males relative to a traditional exonic-only alignment. Clustering and differential gene expression analysis were performed using Seurat v.3.1.1 and standard procedures^65,66^. SnRNAseq data contain a background level of the most expressed genes in the sample. We first identified gel-beads in emulsion (GEMs) that contained only background as a peak in the UMI count distribution around 255 counts. We used troughs at both the high-end and low-end of the background peak to delimit the range of UMI counts to include in our background calling. Typically, this gave us a UMI counts range of roughly 150 to 400. GEMs that include cells were called with a minimum UMI count of 500 in Cell Ranger, and were thus well separated from those consisting of pure background. We verified that all expressed genes correlate linearly with the total UMI count within background gel-beads, meaning that their proportions did not change. Next, we added 200 random background barcodes into the output Cell Ranger cell-filtered feature matrices, and repeated the clustering. Background GEMs all clustered together and separated from any of the cell clusters (except for the debris cluster), confirming their homogeneous and distinct nature.

We used our background identified GEMs to derive the background distribution of each expressed gene. While only a handful of transcripts were present at a concentration larger than one molecule per gel-bead, they could nevertheless reach counts of up to ~100 in the case of *Gh* in male samples and *Prl* in female samples. Transcripts with a background concentration larger than 0.5 per gel-bead in any one sample were excluded from the clustering analysis. We identified doublets following a specific step-by-step approach (Refer to Supplementary Information for the full description, Supplementary Figs. 28-31). All feature plots for individual samples (UMI counts, mitochondrial content, and ribosomal gene contents) are presented in Supplementary Figs. 32-34.

### snATACseq assay

SnATACseq was performed following the Chromium Single Cell ATAC Reagent Kits V1 User Guide (10x Genomics, Pleasanton, CA). Nuclei were counted (Countess counter), transposition was performed in 10 μl at 37 C for 60 min on at least 1,000 nuclei, before loading of the Chromium Chip E (PN-2000121). Barcoding was performed in the emulsion (12 cycles) following the Chromium protocol. Libraries were indexed for multiplexing (Chromium i7 Sample Index N, Set A kit PN-3000262). Same-sex samples were processed together from nuclei isolation to sequencing, with the three female samples processed one day, and the three male samples processed another day.

### snATACseq analysis of individual samples

SnATACseq data were processed using Cell Ranger-ATAC pipeline version 1.2.0 that eliminates barcode multiplets. Same-sex samples were combined using the Cell Ranger-ATAC *aggr* function. We used Signac version 1.0.0 to perform clustering analysis of the merged samples, and used the pipeline’s intrinsic *K-Means* clustering analysis for individual samples, as the pipeline’s graph-based clustering tended to over-cluster. We employed a *k* = 10 (females), and a *k* = 7 − 9 (males), as they had fewer sequenced cells. Cell types were annotated based on cutsite pileup sums at promoter regions of known cell type markers. Cell types present in too low numbers for the *K-Means* algorithm (which is limited to *k* = 10) were identified as a separate cluster (for example non-pituitary cells). Nevertheless, we were able to visually locate these less abundant cell types as split on the tSNE plot and identify them using promoter sums of known markers. In individual male samples, which contain fewer nuclei, we were unable to split non-pituitary cells apart since their numbers were too low.

### Doublet identification in the snRNAseq datasets

Same-type doublets/multiplets were mitigated by setting an upper limit UMI at 45,000 counts. Cross-type doublets were identified in two ways described as follows. Doublets of the most abundant cell types formed separate clusters and were identified by our clustering analysis. This was the case for Somatotrope-Lactotrope doublets as well as Melanotrope doublets and Stem cell doublets (with other cell types). Supplementary Fig. 28a shows the results of our clustering analysis on a t-SNE projection in which we identified four clusters as doublets. Supplementary Fig. 28b shows the same t-SNE plot color-coded by total UMI count and illustrates the higher UMI counts of those barcodes populating doublet clusters. Supplementary Fig. 28c shows a gene expression heatmap of the Melanotrope doublets cluster. Shown are the top-20 markers of some of the main cell types. We could clearly recognize the expression of the top melanotrope markers in this cluster, but in addition, we saw the expression of other gene programs. Based on which of these gene programs were expressed in any given barcode, we were able to infer the exact two (or more) cell types constituting each doublet (or multiplet). Supplementary Fig. 28c is organized in such a way as to illustrate this, as we grouped barcodes by exact cell-type doublet/multiplet. All barcodes that form this cluster were thus confirmed to be indeed doublets or multiplets.

The second step of the doublet identification was motivated by the realization that those doublets which were not numerous enough to form their own cluster at a resolution that makes sense for the sample at hand, will be amalgamated into one or the other of the main cell type clusters. Nevertheless, these would show up on a heatmap of gene expression as shown in Supplementary Fig. 29, which illustrates the gene expression of the initial Corticotropes cluster and where many barcodes could be observed to display expression of a secondary program (showing up as “streaks” on the heatmap). These could be flagged and given an identity that reflects their doublet or multiplet gene expression. The expression in the cleaned sample is much more homogeneous, and, in particular, free of the streaks observed in the original clustering. Running through the heatmap of all of the original clusters, we were thus able to flag and identify all doublet and multiplet barcodes.

We note that the level of expression of a secondary program can sometimes be significantly lower than that of the primary expression. More often than not, the two cells constituting a doublet will not contribute equally to the signal. Nevertheless, the signal will be ubiquitous across the set of markers of the secondary cell type, and this is what we looked for. To make our identification, we used the entire list of markers not only the top-20. Doublets with a dominant cell type would cluster with and project onto the space occupied by cells of that dominant type, whether on a t-SNE or UMAP. They nevertheless stood out on the gene expression heatmap and could be properly identified.

As a third step, we verified our doublet identification by running through all of the two main cell type combinations and generated plots such as those shown in Supplementary Fig. 30, which illustrates, in the case here of Melanotropes – Lactotropes1-2 doublets, how doublets break away from one or the other of their constituting cell types in the aggregate expression of cell-type markers. In addition, we could see that doublets displayed higher UMI counts (Supplementary Fig. 30d), further validating their identification.

Lastly, we looked at the UMI count distribution as a function of cell quality, or multiplet order (Supplementary Fig. 31) Despite the fact that we identified doublets, triplets and higher-order multiplets solely based on their gene expression, we observed, as expected, a regular increase in the UMI count from single-cell barcodes to doublets, to triplets and to clumps (higher-order multiplets). We also noticed a broadening of the distributions, which is also an expected behavior of combinatorial probability. In addition to multiplets, Supplementary Fig. 31 also shows that barcodes identified as containing background (ambient RNA), debris, or low-quality / damaged cells. These pile up at the low cutoff limit of UMI counts. Finally, barcodes in which more than 0.5% of transcripts were hemoglobin transcripts were flagged as contaminated with erythrocyte debris.

### Merged snRNAseq or snATACseq analysis

All male and female samples were merged by sex in Seurat at the UMI count level, and all of the clustering analysis was repeated on the merged samples independently from the beginning. We followed the same analysis steps as for individual samples. Unlike our integrated samples (see later section), the merged samples do not have batch effects removed. Despite that, we do not observe any systematic batch effect between our samples. We do, however, see differences in gene expression from one animal to another among some specific cell types. The merged samples allow us to highlight these differences in the implicated cell types.

### Quality control (QC) and sequencing of libraries

QC and quantification of libraries were done by Bioanalyzer (High-Sensitivity DNA Bioanalyzer kit), Qubit (Thermofisher), and Mi-seq (Illumina). Sequencing was carried out at the New York Genome Center (NYGC) on an Illumina Novaseq using 98 + 26 paired-end reads.

### snMethyl assay

The snmC-seq2 protocol was applied to individual nuclei isolated from a pool of 30 adult male pituitaries, following a protocol that included bisulfite conversion and subsequent preparation of the snmC-seq2 libraries as previously described^25,67^. Sequencing was done at the Salk Institute on Illumina Novaseq 6000 using 150 bp paired-end reads. Female pituitaries were not analyzed by snMethyl due to the heterogeneity caused by cycling, and the technical requirement of pooling pituitaries.

### snmC-seq2 mapping and preprocessing

A versatile mapping pipeline (cemba-data.rtfd.io) was implemented for all the sc methylome-based technologies developed by the Ecker Lab^25,67,68^. The main steps of this pipeline included: (1) demultiplexing FASTQ files into sc; (2) reads-level QC; (3) mapping; (4) BAM file processing and QC; (5) final molecular profile generation. Details of the five steps for snmC-seq2 were described previously^33^. We mapped all the reads onto the mouse mm10 genome. After mapping, we calculated the methyl-cytosine counts and total cytosine counts for two sets of genomic regions in each cell. The non-overlapping 100 kb genomic bins of the mm10 genome (generated by “bedtools makewindows -w 100000”), which was used for clustering analysis and ANN model training, and the gene body region ± 2 kb defined by the mouse GENCODE vm22, which was used for cluster annotation and integration with the other modalities.

### Clustering analysis and DMR calling

Before clustering, we first filtered the cells based on these main mapping metrics: (1) mCCC rate < 0.03. mCCC rate reliably estimates the upper bound of bisulfite non-conversion rate^67^, (2) overall mCG rate > 0.5, (3) overall mCH rate < 0.2, (4) total final reads > 500,000, (5) bismark mapping rate > 0.5. The clustering analysis was performed as previously described^68^. In brief, we used the mCG and mCH 100 kb genomic bins matrices as inputs of the clustering analysis. After calculating the normalized posterior estimation of mCG and mCG rate based on the beta-binomial distribution, we selected the top 2500 highly variable features and performed Principal Component Analysis (PCA) on each matrix, and concatenate the first 20 PCs from both matrices. We performed KNN-Louvain clustering (K = 25, Louvain resolution = 0.8) on the concatenated PCs. We manually annotated clusters based on marker genes learned from other modalities. After clustering, we merged the sc ALLC files (whole-genome cytosine count table for each cell) by cluster to get pseudo-bulk ALLC files. We then performed differential methylated regions (DMR) analysis using the “methylpy DMRfind” function among all clusters, as previously described^68^. For cell-type identification, only mCG levels at the promoters of known pituitary cell type genes were used as non-CG DNA methylation (mCH) was a rare event in our pooled male sample.

### PLIER data analysis of sc and sn assays

PLIER analysis was performed on scRNAseq studies done on dissociated pituitary cells from nine samples (four females and five males) applying the latent variables (LVs) obtained from the snRNAseq data from the snap-frozen samples.

B is a PLIER-derived expression value for the genes associated with a given LV across the different samples. It can be treated similar to average expression, weighted by gene association with the LV. Technically, B is a matrix of size #LVs x #Samples. It is one of two matrices in PLIER, along with Z of size # of genes x #LVs. The goal of PLIER is to find values of B and Z that minimize the equation | |Y - Z*B | | where Y is our data matrix of size #genes x #samples. So PLIER is finding a suitable number of LVs that can be used to connect the genes and samples and accurately estimate our data matrix.

To examine more deeply the trends in gene expression of assigned cell types across samples and data types, we treated each sc dataset as a collection of bulk datasets for given labeled cell types. Each cell type was then treated as a separate bulk measurement within each sample.

For snATACseq data, peak counts for a given gene were generated by selecting the peak closest to the transcription start site (TSS). These peak counts per gene were then collected into single bulk measurements for each cell type in each sample. We focused specifically on eight relevant cell types in the pituitary: corticotropes, gonadotropes, lactotropes, melanotropes, proliferating cells, somatotropes, stem/progenitor cells, and thyrotropes. For the snRNAseq dataset, this process generated 48 bulk measurements over six samples (three females and three males), and for the snATACseq dataset, we generated 42 bulk measurements. Proliferating cells were not identified in snATACseq. We applied PLIER^37^, which finds patterns in count data that are associated with known prior information (such as Reactome and Kegg). PLIER was run on each set of samples separately with LVs generated on the bulk measurements in an unsupervised fashion. LVs were then curated to find patterns relevant to individual cell types as well as sample-wide trends such as sex-based differences. Statistical significance of LVs was computed through the Kruskal–Wallis non-parametric test for multiple groups as part of the stat_compare_means R method. Comparisons between LVs within and across datatypes were achieved by comparing the overlap of the 50 genes most associated with a given LV.

### Generation of the CRISPR LβT2 clone

The murine LβT2 cell line^69,70^ was a gift from Dr. Pamela Mellon (UCSD). Cells were maintained in 10-cm diameter dishes containing Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (Invitrogen, Carlsbad, CA) in a humidified incubator at 37 °C and 5% CO_2_. A 20 bp target site GCCCTGTGATATTTAT*TT*CA was chosen to induce double-strand DNA breaks at the TT location using CRISPR-Cas9 (University of Utah Mutation Generation and Detection Core). LβT2 cells were transfected at 50% confluency with 4 µg CRISPR Cas9-gRNA-GFP constructs, and 1 µg of a gel-purified mutagenic primer targeting mouse rs11031006 using PolyJet in vitro DNA Transfection Reagent (SignaGen Laboratories). At 18 h post-transfection, cells were washed with PBS, digested with 0.5 ml 0.25% trypsin-EDTA, and reconstituted with 0.5 ml DMEM. Cells were sorted for GFP expression and collected by an Avalon Cell Sorter (Propel Labs, Fort Collins, CO), before being plated on a 12-well plate in supplemented DMEM. Isolation, genotyping, and expansion of individual colonies were repeated three times to establish new clonal cell lines. The QIAamp DNA Mini Kit (QIAGEN, Hilden, Germany) was used to extract DNA of each colony for verification of the clonal genotype by Sanger sequencing using rs11031006 primers. Genotype was identified using Poly Peak Parser^71^. One clone was selected for further studies.

### Quantitative real-time PCR (qPCR)

Edited and unedited LβT2 cells were plated at 1,500−5,500 cells per well into 96-well plates in DMEM with 10% fetal bovine serum and 1% penicillin/streptomycin. Cells were treated for 24 h either with vehicle or with 10 nM GnRH and 1 nM activin A (R&D Systems, Minneapolis, MN) in serum-free DMEM with 0.1% BSA.

Total RNA from each well was extracted using the RNeasy Mini Kit (Qiagen, Valencia, CA) and reverse transcribed to cDNA using SuperScript VILO MasterMix (ThermoFisher, Rockford, IL). Samples were then subjected to qPCR using PowerUp SYBR Green Master Mix (ThermoFisher, Rockford, IL). qPCR reactions were carried out with the following conditions: 50 °C for 2 min; 95 °C for 10 min; 40 cycles of 95 °C for 15 sec and 60 °C for 1 min using an Applied Biosystems 7900HT (Foster City, CA). SDS 2.1 software was used to identify the cycle number for each target (Applied Biosystems, Carlsbad, CA). Three technical qPCR replicates were run for each biological replicate. Results were exported as cycle threshold (Ct) values, and Ct values of target genes were normalized to those of *Gapdh* in subsequent analysis. Data were expressed as arbitrary units by using the formula, *E* = 2500 × 1.93^*(Gapdh* CT value − gene of interest CT value)^, where *E* is the expression level in arbitrary units. The data were expressed as the mean ± s.e.m, and a value of *p* < 0.05 was considered statistically significant. All primers used in CRISPR and in qPCR experiments are provided in Supplementary Table 8.

### Radioimmunoassays

FSH secreted in the medium was assayed, and the reportable range for the FSH assay was 1.1–54.1 ng/mL. The intra-assay and inter-assay %CV for FSH was 7.4% and 9.1%, respectively. These assays were performed at the University of Virginia Core Ligand and Assay Laboratory.

### sn data integration

The snRNAseq, snATACseq, and snMethyl data were integrated in a reference-query based manner, mainly using the “FindTransferAnchors” and “TransferData” functions from the Seurat v3 package^65,66^. The snRNAseq datasets were used as the reference and the other modalities were integrated into them. To integrate snATACseq to snRNAseq, the peak-by-cell accessibility matrix was converted to a gene-by-cell activity matrix based on the chromatin accessibility within each gene’s gene body and a 2 kb upstream region, under the assumption that chromatin accessibility and gene expression were positively correlated. The variable features from the snRNAseq data were used to find the anchors and the snATACseq data in the LSI low-dimensional embedding were used to transfer the data from snRNAseq to snATACseq. To integrate the snMethyl data to snRNAseq, the normalized methylation rates for each gene’s gene body and + /− 2 kb flanking region were used. This gene-by-cell methylation rate matrix was converted to an activity matrix by “activity = 1 / normalized methylation rate”, under the assumption that methylation and gene expression are negatively correlated. The variable features from the snRNAseq data were used to find the anchors and the snMethyl data in the PCA low-dimensional embedding were used to transfer the data from snRNAseq to snMethyl. Co-embedding of the three modalities was done by concatenating snRNAseq with the transferred data of snATACseq and snMethyl, and running dimension reduction on the concatenated dataset.

### Regulon analysis

We used SCENIC^39^ to reconstruct the GRNs from snRNAseq data, with 3 steps: (1) identifying sets of genes that are co-expressed with TFs in the snRNAseq dataset, (2) refining the target genes for each TF based on enrichment of its cis-regulatory binding motifs, and (3) measuring the enrichment of each regulon (consisting of a TF and its target genes) in each nucleus using an AUC score (regulon activity score). SCENIC was run on filtered and pooled datasets of three females and three males with the raw UMI counts used as an input. In each dataset, only genes with UMI count > = 3 in at least 3 cells were kept, and cells identified as doublets were removed.

The output was a regulon-by-cell matrix composed of the activity of each regulon in each cell type. Cell type-level regulon activities were calculated by the average of sn-level regulon activities. For a regulon in a cell type, the relationship between chromatin accessibility and RNA expression of target genes was determined using their relative levels, defined as the ratio between cell type average and whole-dataset average. Chromatin accessibility of the target genes was measured by the accessibility either in the promoter region (500 bp region in the upstream of TSS) or in the gene body region. We determined the relationship between relative gene accessibility and expression by scatter plots and linear regression.

Determination of “relatively high” and “relatively low” expression was done by setting a threshold for defining relatively high and low expression. In the analysis combining multiple samples (e.g., all males), a gene is identified as “high” if it is “high” in at least one sample. To study the target genes specifically turned on in each regulon and each cell type, we identified a target gene as specifically highly expressed in a cell type if it satisfied either of these two conditions: (1) its relative averaged normalized RNA expression in this cell type vs. the whole dataset was greater than 2, and it had non-zero UMI counts in at least 10% of the cells in this cell type; and (2) it had non-zero UMI counts in at least 50% of the cells, and its relative averaged normalized RNA expression in this cell type was greater than 1. The rationale here was to avoid genes being classified as “high” if they were universally lowly expressed across all cells but showed high relative expression because of noise. In the analysis involving multiple samples such as all males, a target gene was defined as specifically highly expressed in a cell type if it was specifically highly expressed in the cell type in at least one sample.

### Regulon activity calculations

Regulon activity scores for each cell were calculated using the AUCell function from the SCENIC pipeline^39^. Basically, the activity of a regulon in a cell was evaluated by the enrichment of the regulon genes in the highly expressed genes of this cell, and the enrichment was measured by the area under the curve (AUC) of recovering the regulon genes from the expression-based ranking of all genes. The cell-type level regulon activity scores were calculated by averaging the sc level regulon activity scores across all the cells of the cell type.

### Co-accessibility and putative regulatory region

Co-accessibility between all pairs of snATACseq peaks within 500 kb was calculated using the Cicero package^31^. To find putative distal regulatory regions for a gene, we used the snATACseq peaks within the gene promoter region, and identified their co-accessible peaks that were at least 5 kb away.

### Functional module analysis of target genes

To identify the functions enriched in the lists of on and off genes in each regulon, we used the functional module detection method from the HumanBase resource (https://hb.flatironinstitute.org/module). The method clusters genes by their connectivities in a tissue-specific functional network and finds enriched GO terms for each of the gene clusters^44^.

### Conservation analysis

PhastCon and PhyloP(60) analyses were performed to analyze conservation among vertebrate species^34,35^. PhyloP was performed on 60 vertebrate species.

### Boxplots

For all box plots comparing ATAC or Methyl between lowly and highly expressed genes, the box plots are plotted using the quantiles described below. Specifically, the geom_boxplot function from the R package ggplot2 is used. This applies to Supplementary Fig. 22d, Supplementary Fig. 24a,c, Supplementary Fig. 26b,c, and Supplementary Fig. 27a. The lower and upper box bounds correspond to the first and third quartiles (the 25th and 75th percentiles). The upper whisker extends from the upper box bound to the largest value no further than 1.5 * IQR (inter-quartile range, or distance between the first and third quartiles) from the upper box bound. The lower whisker extends from the lower box bound to the smallest value at most 1.5 * IQR from the lower box bound. Data points outside of the range of whiskers are plotted as individual points.

Two-sided Wilcoxon rank-sum tests (a.k.a Mann-Whitney U tests) were used, and p values were calculated by normal approximation. Specifically, the R core function wilcox.test was used.

ggboxplot generates a boxplot with the center equal to the 50th percentile, the bounds of the box are the 25th and 75th percentile and the bounds of the whiskers are the smallest/largest values 1.5 times the interquartile range below the 25th percentile or above the 75th percentile, respectively.

### Statistics

For the assessment of sex difference in cell type proportions (Fig. 4e, f), we used a two-way analysis of variance (ANOVA) followed by Bonferroni multiple comparisons post-hoc test, with *n* = 3 biological replicates per cell type, F(11, 47) = 20.80 for snRNAseq, and F(8, 15) = 23.77 for snATACseq.

For analysis of LV sex differences by PLIER (Fig. 7b, Supplementary Fig. 21a), we used a two-tailed Wilcoxon rank-sum test with *n* = 48 (8 cell types, 6 biological samples), 1 degree of freedom, W = 490, *p* = 1.108e-05 for the snRNAseq data (Left panel) and with *n* = 12 (2 cell types, 6 biological samples), 1 degree of freedom, W = 36, *p* = 0.002165 for the lactotrope and somatotrope snATACseq data (Right panel). For evaluating the cell type differences of gonadotrope-specific LVs by PLIER (Fig. 7b, Supplementary Fig. 21b), we used a two-tailed Kruskal–Wallis analysis to test whether all samples originated from the same distribution. For LV2rna applied to snRNAseq data (Left panel), *n* = 48 (8 cell types, 6 biological samples), 7 degrees of freedom, *χ*^2^ = 34.561, *p* = 1.352e-05. For LV2atac applied to snATACseq data (Center panel), *n* = 42 (7 cell types, 6 biological samples), 6 degrees of freedom, *χ*^2^ = 37.34, *p* = 1.512e-06. For LV2rna applied to snATACseq data (Right panel), *n* = 42 (7 cell types, 6 biological samples), 6 degrees of freedom, *χ*^2^ = 30.813, *p* = 2.752e-05.

For analysis of LV sex differences by PLIER applied to the dissociated pituitary dataset (Supplementary Fig. 17), we used a two-tailed Wilcoxon rank-sum test with *n* = 48 (8 cell types over 6 biological samples), 1 degree of freedom, W = 490, *p* = 1.108e-05 for the snap-frozen snRNAseq data (Left panel—as seen in Supplementary Fig. 21a) and with *n* = 64 (up to 8 cell types over 9 biological samples), 1 degree of freedom, W = 905, *p* = 1.142e-08 for the dissociated pituitary RNAseq data (Right panel).

For determining whether the association of PLIER LVs to known prior knowledge gene pathway information was random, we applied a cross-validation test^37^ that determines if each association between LV and prior knowledge pathway was robust to removing random one-fifth subsets of the genes associated with each pathway. AUC values were calculated based upon the ability to recover each pathway for a given LV.

For all the boxplots comparing chromatin accessibility or methylation between highly and lowly expressed genes, two-sided Wilcoxon rank-sum tests (a.k.a. Mann–Whitney *U* tests) were used, and *p* values were calculated by normal approximation. Specifically, the R core function wilcox.test was used. The number of genes tested and the W values from the Wilcoxon rank-sum tests were: 235 highly vs. 75 lowly expressed genes (W = 3388, Supplementary Fig. 22d), and 669 highly vs. 957 lowly expressed genes (W = 158752, Supplementary Fig. 24a). The number of genes tested and the W values from the Wilcoxon rank-sum tests were: in Supplementary Fig. 26b, 232 highly expressed vs. 75 lowly expressed genes (W = 8995); in Supplementary Fig. 26c, 25 highly expressed vs. 25 lowly expressed genes (W = 175); in Supplementary Fig. 27a, 284 highly expressed vs. 112 lowly expressed genes for males (W = 6771), and 332 highly expressed vs. 64 lowly expressed genes for females (W = 4419); in Supplementary Fig. 24c, 871 highly expressed vs. 755 lowly expressed genes (W = 182337).

For *Fshb* expression (Fig. 6d), statistical analyses were all performed using GraphPad Prism version 5.04 (GraphPad Software, San Diego, CA, www.graphpad.com). We used a two-way ANOVA followed by Bonferroni multiple comparisons post-hoc test, with *n* = 4 biological replicates per sample (each measured in technical triplicates), F(1, 29) = 29.54 in the GnRH + activin A treatment in the unedited vs. CRISPR clones, and F(1, 29) = 22 in the CRISPR clone for the basal vs. GnRH + activin A treatment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The datasets (scRNAseq, snRNAseq, snATACseq) and snMethyl data generated in the present study are deposited in GEO (GSE151962 and GSE152011). The sn mouse pituitary multi-omics atlas can be browsed via a web-based portal accessible at snpituitaryatlas.princeton.edu. All data is available from the authors upon reasonable request.

## Code availability

Any computational code used in the paper is available upon request.

# Supplementary material for: Single nucleus multi-omics regulatory landscape of the murine pituitary
**Source:** Nat Commun. 2021 May 11;12:2677. doi: 10.1038/s41467-021-22859-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Ruf-Zamojski et al. Single nucleus multi-omics regulatory landscape of the murine pituitary

SUPPLEMENTARY TABLES

Supplementary Table 1: Summary sample table

a. All Samples

Sample #	Sample name	Dissociation type	Material used	Assay
1	Male mouse pit #2	standard	cells	SC RNAseq v2
2	Male mouse pit #1	standard	cells	SC RNAseq v2
3	Male mouse pit #5	standard	cells	SC RNAseq v3
4	Male mouse pit #6	standard	cells	SC RNAseq v3
5	Female mouse pit #1	gentle	cells	SC RNAseq v3
6	Female mouse pit #1	gentle	nuclei	SN RNAseq v3
7	Male mouse pit #4	standard	cells	SC RNAseq v3
8	Male mouse pit #4	standard	nuclei	SN RNAseq v3
9	Female mouse pit #2	gentle	cells	SC RNAseq v3
10	Female mouse pit #2	gentle	nuclei	SN RNAseq v3
11	Female mouse pit #1	gentle	nuclei	SC ATAC, v1
12	Male mouse pit #4	standard	nuclei	SC ATAC, v1
13	Female mouse pit #2	gentle	nuclei	SC ATAC, v1
14	Male pit#1	none, snap-frozen	nuclei	SN RNAseq v3
15	Male pit#1	none, snap-frozen	nuclei	SC ATAC, v1
16	Male pit#2	none, snap-frozen	nuclei	SN RNAseq v3
17	Male pit#2	none, snap-frozen	nuclei	SC ATAC, v1
18	Male pit#3	none, snap-frozen	nuclei	SN RNAseq v3
19	Male pit#3	none, snap-frozen	nuclei	SC ATAC, v1
20	Female pit#1	none, snap-frozen	nuclei	SN RNAseq v3
21	Female pit#1	none, snap-frozen	nuclei	SC ATAC, v1
22	Female pit#2	none, snap-frozen	nuclei	SN RNAseq v3
23	Female pit#2	none, snap-frozen	nuclei	SC ATAC, v1
24	Female pit#3	none, snap-frozen	nuclei	SN RNAseq v3
25	Female pit#3	none, snap-frozen	nuclei	SC ATAC, v1
26	30 pooled male pituitaries	none, snap-frozen	nuclei	SnmC seq2

Total cells SC RNAseq	31959 cells	from 7 individual animals (5 males and 2 females)
Total cells SN RNAseq	83879 nuclei	from 9 individual animals (5 females and 4 males)
Total cells ATAC seq	54181 nuclei	from 9 individual animals (5 females and 4 males)
Total cells methylation	2756 nuclei	from 30 pooled animals (all males)

b. sc RNAseq metrics

Sample #	Sample name	Number of cells	Mean reads/cell	Median genes/cell	Number of reads	Valid barcodes	median UMI per cell	Sequencing saturation	Reads map to genome	Reads map to transcriptome	total genes detected
1	Male mouse pit #2	1,691	231,650	1,341	391,721,124	97.10%	3,942	95.40%	93.60%	71.70%	17,715
2	Male mouse pit #1	542	619,209	879	335,611,576	97.10%	2,684	97.00%	93.40%	74.10%	14,787
3	Male mouse pit #5	3,037	134,016	2,618	407,008,052	97.40%	7,661	96.20%	94.00%	78.20%	20,204
4	Male mouse pit #6	2,476	174,900	2,279	433,052,748	97.40%	6,275	93.70%	95.60%	76.60%	19,461
5	Female mouse pit #1	11,974	31,577	2,294	378,107,244	97.90%	6,408	57.50%	93.90%	70.50%	22,129
6	Female mouse pit #1	28,109	15,474	1,036	434,978,626	97.00%	3,180	37.90%	93.30%	59%	22,336
7	Male mouse pit #4	2,565	160,128	1,903	410,730,198	97.10%	4,394	86.20%	74.60%	45.20%	20,433
8	Male mouse pit #4	9,901	45,280	1,022	448,323,379	96.70%	2,880	70.40%	91.50%	52%	21,600
9	Female mouse pit #2	9,674	45,283	2,458	438,074,966	97.30%	6,512	66.60%	88.90%	66.50%	21,928
10	Female mouse pit #2	10,162	38,205	1,129	388,244,083	96.60%	3,789	62.50%	93.70%	60.80%	21,131

c. sc ATACseq metrics

Sample #	Sample name	Number of cells	Median fragments/cell	Fraction of fragments overlapping any targeted region	Fraction of transposition events peaks peaks in cell barcode	Total number of read pairs	Fraction of reads with a valid barcode	Enrichment score of transcription start sites	Percent duplicates	Fraction of fragments overlapping called peaks
11	Female mouse pit #1	10,420	14,342	75%	70.20%	806,436,343	94.90%	7.7	33.90%	72.20%
12	Male mouse pit #4	2,536	13,044	55.70%	25.90%	629,110,764	95.10%	3.08	2.70%	27.70%
13	Female mouse pit #2	7,782	14,150	66.40%	37.20%	713,242,457	94.60%	6.92	23.80%	58.70%

a. 

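Supplementary Table 1b lists the metrics of each dissociated pituitary, of which the numbers of barcodes, genes and UMIs can be counted again from the matrices. The median number of genes per barcode was 2294 in Female #1 and 2458 in Female #2. In males the medians were 879 in Male #1, 1341 in Male #2, 1903 in Male #4, 2618 in Male #5 and 2279 in Male #6. The barcodes numbered 11974 in Female #1, 9674 in Female #2, 542 in Male #1, 1691 in Male #2, 2565 in Male #4, 3037 in Male #5 and 2476 in Male #6. Together with the median UMIs, the numbers of genes detected and the total of barcodes, 29 values were compared, and all 29 lay within 1 unit of the table. Read-level metrics cannot be counted from the matrices. The paper's reported share of reads mapped to the transcriptome is 45.2% for Male #4 and between 66.5% and 78.2% for the other 6 samples, and its reported sequencing saturation is between 57.5% and 66.6% in females and between 86.2% and 97.0% in males.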

Table showing all the samples run in the study, along with the dissociation and type of assay performed. b. sc RNAseq metrics for all samples except snap-frozen pituitaries. c. sc ATACseq metrics for all samples except snap-frozen pituitaries.

Supplementary Table 2: Metrics obtained for each of the six snap-frozen pituitary samples for the sn assays.

a. snRNAseq metrics

	Female #1	Female #2	Female #3	Male #1	Male #2	Male #3	Average
Number of cells	7,406	5,725	4,515	7,322	4,726	6,279	5,996
Mean reads/cell	26,738	37,757	45,381	29,171	43,339	34,301	36,115
Median genes/cell	1,934	2,374	1,886	1,791	1,903	1,784	1,945
Number of reads	198,024,328	216,159,707	204,894,708	213,593,436	204,818,325	215,374,733	208,810,873
Valid barcodes	96%	95.90%	96.22%	95.30%	95.60%	95.60%	95.77%
Valid UMI	100%	100%	100%	100%	99.90%	99.90%	99.97%
Sequencing saturation	39.60%	49.20%	67.30%	55.60%	67%	66.50%	57.53%
Reads map to genome	89.80%	90.50%	93.10%	93.20%	94%	94.20%	92.47%
Reads map to transcriptome	46.50%	48.50%	59.10%	50.00%	52%	39.20%	49.23%
Total genes detected	23,958	23,982	22,940	23,684	23,348	23,431	23,557

b. snATACseq metrics

	Female #1	Female #2	Female #3	Male #1	Male #2	Male #3	Average
Number of cells	4,968	10,248	13,338	2,840	967	1,082	5,574
Median fragments/cell	22,722	15,329	11,740	34,043	44,182	48,446	29,410
Fraction of fragments overlapping any targeted region	74.90%	68.60%	71.60%	71.80%	76.10%	71%	72%
Fraction of transposition events in peaks in cell barcodes	73.20%	65.70%	65.80%	65.40%	75.60%	67.80%	68.92%
Total number of read pairs	342,097,953	321,522,809	345,158,674	313,157,573	318,016,006	397,789,926	339,623,824
Fraction of reads with a valid barcode	96.40%	96.10%	96.10%	96.10%	96.50%	96.40%	96.27%
Enrichment score of transcription start sites	11.36	8.26	9.58	9.92	11.82	9.08	10.00333333
Percent duplicates	44.50%	32.70%	32.20%	45%	63.40%	59.70%	46.25%
Fraction of fragments overlapping called peaks	74.70%	67.20%	67.50%	68%	77.20%	69.40%	70.58%

Supplementary Table 3: Cell type proportions identified from the merged analysis of the snap-frozen pituitary samples

a. snRNAseq

FEMALES	
Cell types	%
Corticotropes	2.69
Endothelial	0.55
Gonadotropes (1-2)	1.82
Gonadotropes (3)	0.75
Lactotropes (1-2)	26.31
Lactotropes (3)	10.18
Leukocytes	0.23
Macrophages	0.21
Melanotropes	7.06
Pericytes	1.21
Pit1- lineage	0.41
Pituicytes	0.92
Proliferating	5.31
Somatotropes 0	3.64
Somatotropes	27.33
Stem cells A	5.68
Stem cells B	4.51
Thyrotropes	1.19

MALES	
Cell types	%
Corticotropes	3.11
Endothelial	0.85
Gonadotropes	5.56
Lactotropes	19.51
Leukocytes	0.22
Macrophages	0.21
Melanotropes	7.70
Pericytes	1.09
Pit1- lineage	0.40
Pituicytes	0.88
Proliferating	1.27
Somatotropes 0	6.03
Somatotropes	35.09
Somatotropes (3)	9.50
Stem cells A	3.29
Stem cells B	4.01
Thyrotropes	1.28

b. snATACseq

FEMALES	
Cell types	%
Corticotropes	4.99
Endothelial	0.75
Gonadotropes (1-2)	2.03
Gonadotropes (3)	2.41
Immune cells	1.18
Lactotropes (1-2)	19.77
Lactotropes (3)	16.76
Melanotropes	6.87
Pericytes	1.23
Pituicytes	0.84
Proliferating Lactotropes	1.67
Proliferating Somatotropes	1.39
Somatotropes (1-2)	13.59
Somatotropes (3)	14.72
Stem cells	9.48
Thyrotropes	2.32

MALES	
Cell types	%
Corticotropes	3.63
Endothelial	0.82
Gonadotropes	5.67
Immune cells	0.50
Lactotropes	21.94
Melanotropes	7.27
Pericytes	1.15
Pituicytes	0.73
Somatotropes	44.08
Somatotropes 0	6.47
Stem cells	6.40
Thyrotropes	1.32

Tables showing the percentages of cells obtained after merging the datasets by sex for the snRNAseq (**a.**) and the snATACseq (**b.**). Note that the number in parenthesis next to a cell-type corresponds to the animal(s) in which this cell-type was identified. Also refer to **Fig.4**.

Supplementary Table 4: Cell type proportions identified from the individual sn assays of the snap-frozen pituitary samples

a.

Cell types	FEMALES					MALES					Males/females<br>Stat. sign.
	#1	#2	#3	Average	Std dev	#1	#2	#3	Average	Std dev	
lactotropes (%)	31.22	38.72	37.67	**35.87**	4.06	20.91	15.08	19.30	**18.43**	3.01	Yes
somatotropes (%)	27.32	27.72	36.98	**30.67**	5.47	46.31	56.97	47.17	**50.15**	5.92	Yes
melanotropes (%)	9.11	7.06	5.57	**7.25**	1.78	8.78	5.85	8.80	**7.81**	1.70	No
gonadotropes (%)	3.20	2.84	3.80	**3.28**	0.48	6.55	5.41	6.41	**6.12**	0.62	No
corticotropes (%)	3.48	3.22	2.03	**2.91**	0.77	4.06	1.95	3.68	**3.23**	1.12	No
thyrotropes (%)	1.95	1.38	1.67	**1.67**	0.28	1.47	1.42	1.74	**1.54**	0.17	No
stem cells (%)	12.79	10.22	8.29	**10.43**	2.26	7.33	8.66	7.92	**7.97**	0.67	No
proliferating (%)	6.18	5.04	2.48	**4.57**	1.89	1.13	0.55	1.48	**1.05**	0.47	No
Pericytes (%)	1.64	1.74	0.45	**1.28**	0.72	1.06	1.29	1.37	**1.24**	0.16	No
endothelial (%)	0.89	1.04	0.00	**0.64**	0.56	0.80	1.21	1.03	**1.01**	0.20	No
macrophages (%)	0.64	0.55	0.36	**0.52**	0.14	0.66	0.46	0.36	**0.49**	0.15	No
pituicytes (%)		0.47	0.69	**0.58**	0.16	0.95	1.14	0.75	**0.95**	0.20	No

b.

Cell types	FEMALES					MALES					Males/females<br>Stat. sign.
	#1	#2	#3	Average	Std dev	#1	#2	#3	Average	Std dev	
lactotropes (%)	33.18	40.31	39.14	**37.54**	3.83	23.58	22.61	17.63	**21.27**	3.20	Yes
somatotropes (%)	25.54	27.92	32.30	**28.59**	3.43	43.21	56.48	48.22	**49.30**	6.70	Yes
melanotropes (%)	7.30	5.99	6.35	**6.55**	0.68	7.44	5.00	8.22	**6.89**	1.68	No
gonadotropes (%)	3.67	3.85	4.48	**4.00**	0.42	5.86	5.00	6.03	**5.63**	0.55	No
corticotropes (%)	5.12	4.11	4.82	**4.68**	0.52	4.10	3.52	3.38	**3.67**	0.38	No
thyrotropes (%)	2.50	1.79	2.59	**2.29**	0.43	1.62	1.14	1.19	**1.31**	0.26	No
stem cells (%)	10.40	8.70	9.27	**9.46**	0.86	6.90	6.25	6.85	**6.67**	0.36	No
pituicytes (%)	1.16	0.58	1.06	**0.93**	0.31	0.75		3.74	**2.25**	2.11	No
multiplets (%)	11.14	6.75		**8.94**	3.11	6.54		4.75	**5.65**	1.27	No

c.

Cell types	MALES
	Pooled
lactotropes (%)	20.57
somatotropes (%)	41.80
melanotropes (%)	7.44
gonadotropes (%)	4.75
corticotropes (%)	4.17
thyrotropes (%)	2.21
stem cells (%)	8.13
pericytes (%)	3.16
endothelial (%)	6.39
outliers (%)	1.38

Table showing the percentages of cells obtained after analysis by snRNAseq (a.), snATACseq (b.), and sn-methylation (c.).

Supplementary Table 5: Somatotrope sub-type proportions identified from the individual sn assays of the snap-frozen pituitary samples

a. snRNAseq

Cell types	FEMALES			Average	Std dev
	#1	#2	#3		
Somatotropes 0 (lacto-somatotropes)	0.00	0.00	0.00	**0.00**	0.00
Somatotropes 1	13.88	16.43	22.24	**17.52**	4.29
Somatotropes 2	13.44	11.28	14.74	**13.16**	1.75

MALES			Average	Std dev
#1	#2	#3		
5.23	4.10	5.34	**4.89**	0.69
20.60	27.18	22.71	**23.50**	3.36
20.48	23.87	19.12	**21.15**	2.45

b. snATACseq

Cell types	FEMALES			Average	Std dev
	#1	#2	#3		
Somatotropes 0 (lacto-somatotropes)	0.00	0.00	0.00	**0.00**	0.00
Somatotropes 1	16.22	13.94	20.99	**17.05**	3.60
Somatotropes 2	9.33	13.97	11.31	**11.54**	2.33

MALES			Average	Std dev
#1	#2	#3		
0.00	0.00	0.00	**0.00**	0.00
22.97	31.02	21.46	**25.15**	5.14
20.24	25.45	26.76	**24.15**	3.45

Tables showing the percentages of cells obtained after analysis of the individual animals by snRNAseq (**a.**) and snATACseq (**b.**). Note that Somatotropes 1 and Somatotropes 2 are part of the same main cluster, representing the poles of that cluster, refer to **Supplementary Figs. 4 and 5.**

Supplementary Table 6: Cell type proportions identified from the integrated analysis of the snap-frozen pituitary samples

	Females			Males	Males		
	1	2	3	Methylation	1	2	3
**Corticotropes**	4.35	3.94	4.05	0.77	4.10	2.14	3.57
**Endothelial**	0.75	1.04	0.00	4.60	0.69	1.22	0.96
**Gonadotropes**	3.36	3.28	4.07	9.71	6.36	5.23	6.45
**Lactotropes**	31.44	39.33	38.79	33.96	21.85	16.13	19.25
**Macrophages**	0.68	0.73	1.02	0.81	0.67	0.48	0.36
**Melanotropes**	8.69	6.66	5.92	9.35	8.47	5.72	8.87
**Pericytes**	1.66	1.93	0.95	3.09	0.97	1.46	1.45
**Pituicytes**	1.42	0.55	0.90	1.25	0.88	1.04	0.79
**Proliferating**	5.91	3.76	1.80	0.81	1.15	0.73	1.40
**Somatotropes_0**	0.00	0.00	0.00	0.44	4.74	2.96	5.02
**Somatotropes_1**	15.08	15.74	19.81	18.29	20.80	25.82	22.70
**Somatotropes_2**	12.27	11.99	11.68	5.81	20.51	27.59	19.66
**Stem_cells**	12.23	9.48	8.81	9.60	7.26	8.11	7.80
**Thyrotropes**	2.14	1.58	2.20	1.51	1.54	1.37	1.70
**TOTAL**	100	100	100	100	100	100	100

Indicated in the tables are the percentages of cells identified in each cluster and sub-cluster from the integrated multi-omics analysis of the individual samples.

Supplementary Table 7: SCENIC highest activity regulons per cell type

Cell type												
**Somatotrope 1**	Rora	Nr3c1	Zeb 1	Zbtb16	Tcf4	Nfat5	Pknox2	Cux1	Pou1f1	Pou2f1	Thrb	Tcf12
**Somatotrope 2**	Rora	Nr3c1	Zeb 1	Zbtb16	Nfat5	Tcf4	Cux1	Pou1f1	Thrb	Tcf12	Pou2f1	Smad3
**Lactotropes**	Rora	Zeb1	Thrb	Tcf4	Trps1	Pknox2	Nfat5	Nr1h4	Pou6f2	Myb	Pou1f1	Pou2f1
**Gonadotropes**	Rora	Tcf4	Zeb 1	Tcf12	Nfat5	Pitx1	Smad3	Nr3c1	Pknox2	Gata2	Pou2f1	Foxl2
**Corticotropes**	Rora	Nr3c1	Zeb1	Tcf4	Nfat5	Pknox2	Zbtb16	Pou2f1	Tcf12	Mkx	Cux1	Twist2
**Melanotropes**	Rora	Tcf4	Zeb 1	Nfat5	Mkx	Pax7	Pou2f1	Tcf12	Ascl1	Cux1	Gmeb2	Tbx19
**Thyrotropes**	Rora	Zeb1	Tcf4	Nr3c1	Nfat5	Thrb	Pknox2	Pou2f1	Tcf12	Cux1	Pitx1	Pou1f1
**Stem cells**	Nfat5	Tcf4	Rora	Rfx4	Nr3c1	Zmat4	Pax6	Pou2f1	Cpeb1	Tcf12	Tcf7l2	Tcf7l2

Supplementary Table 8: Primers used and their sequences

Primers	Sequences
<i>Fshb</i> forward	5'-GAAGAGTGCCGTTTCTGCAT-3'
<i>Fshb</i> reverse	5'-CCGAGCTGGGTCCTTATACA-3'
<i>Cga</i> (α -subunit) forward	5'-AGCTAGGAGCCCCATCTAC-3'
<i>Cga</i> (α -subunit) reverse	5'-TTCTCCACTCTGGCATTTC-3'
<i>Gapdh</i> forward	5'-GGCATTGCTCTCAATGACAA-3'
<i>Gapdh</i> reverse	5'-TGTGAGGGAGATGCTCAGTG-3'
primer targeting mouse rs11031006	5'- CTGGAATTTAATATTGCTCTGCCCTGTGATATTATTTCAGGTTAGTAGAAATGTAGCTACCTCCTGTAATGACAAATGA-3'
rs11031006 forward	5'-TGAATGCTATTTTGTGGCAACT-3'
rs11031006 reverse	5'-TCATTGTGCTTACAGGAGGTAGC-3'

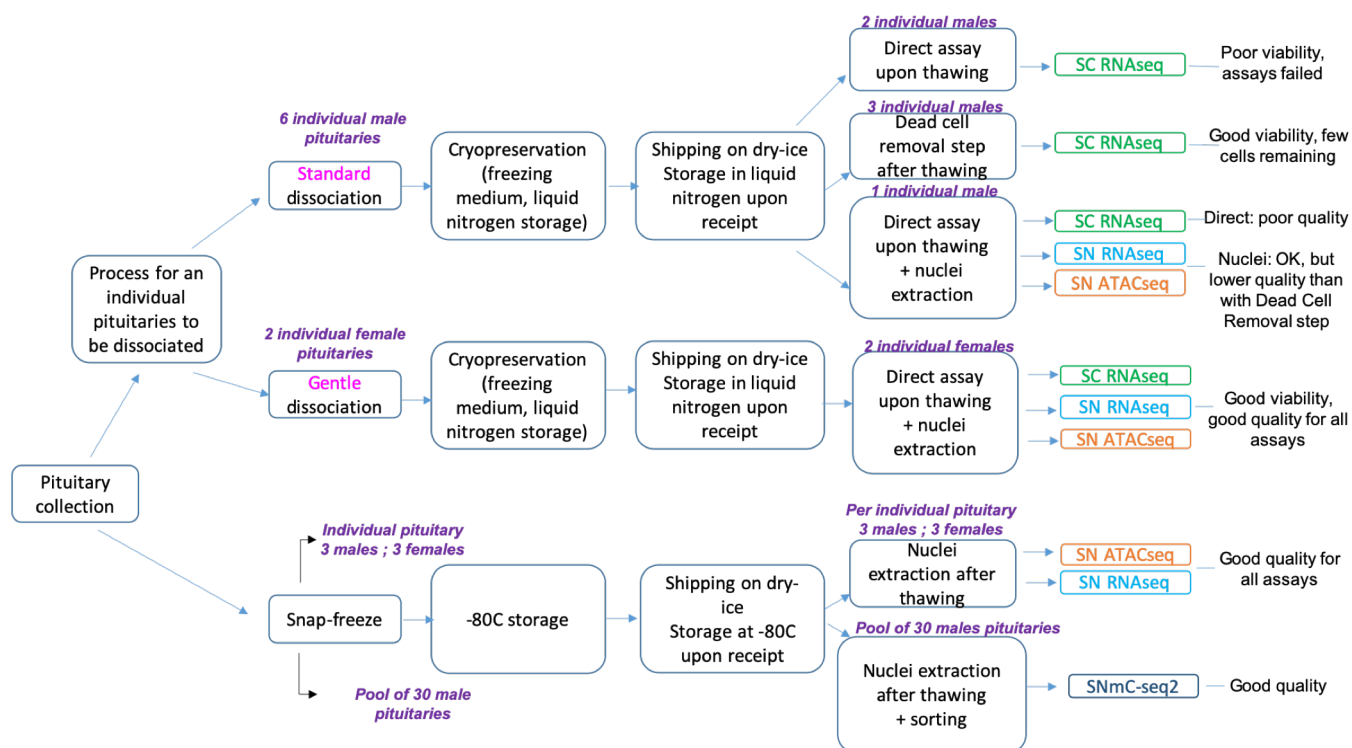

Supplementary Figure 1:

Schematic showing the different experimental strategies that were tested, from dissociated cells to whole snap-frozen pituitaries, standard to gentle cell dispersion, and the sc assays that were performed and their outcomes.

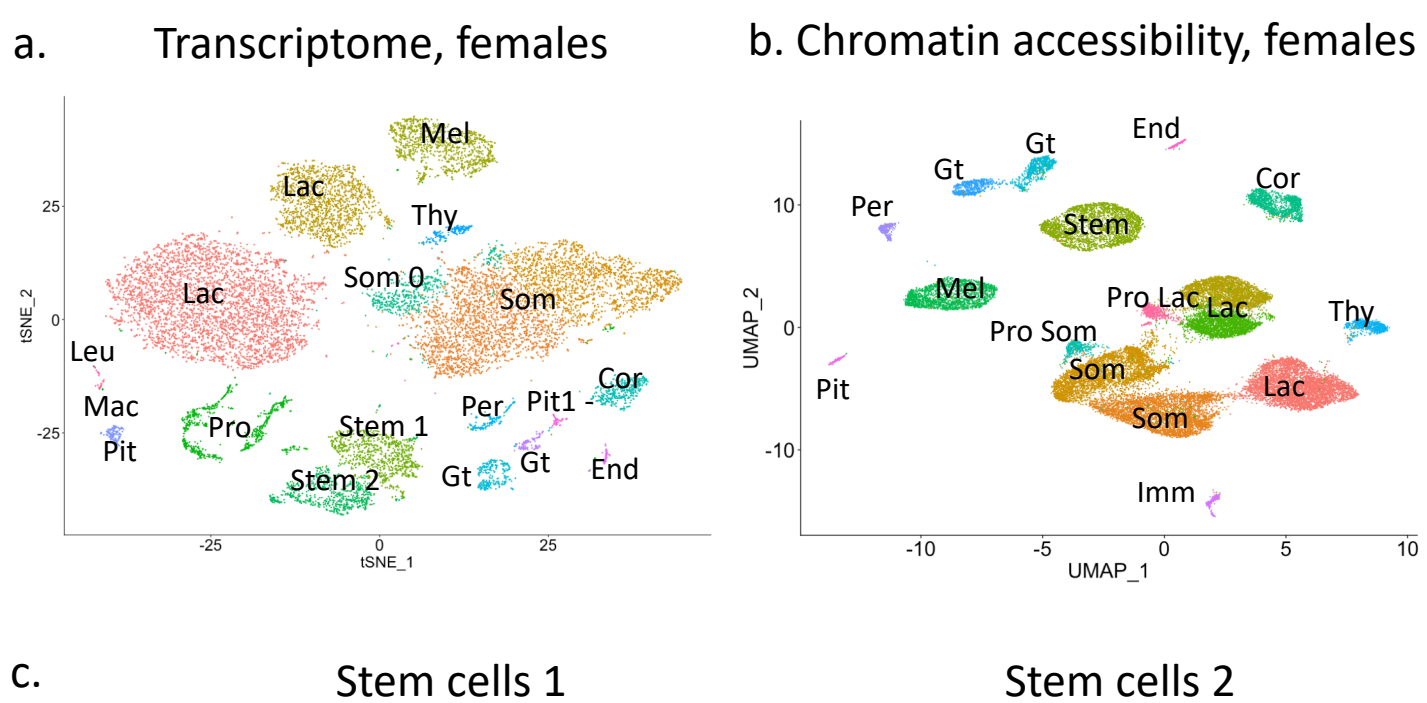

Supplementary Figure 2:

a. SnRNAseq merger of all female samples. Cell types are identified on the t-SNE plot. Multiple clusters of the same cell type were identified in lactotropes, gonadotropes, somatotropes, and stem cells.

b. SnATACseq merger of all female samples. Cell types are identified on the UMAP plot.

c. Heatmap showing the gradient of marker genes expression among stem cells in the snRNAseq merged snap-frozen females pituitary sample. A drop in stem cell 1 markers delimits the two subtypes. (See panel **a**).

Males

Females

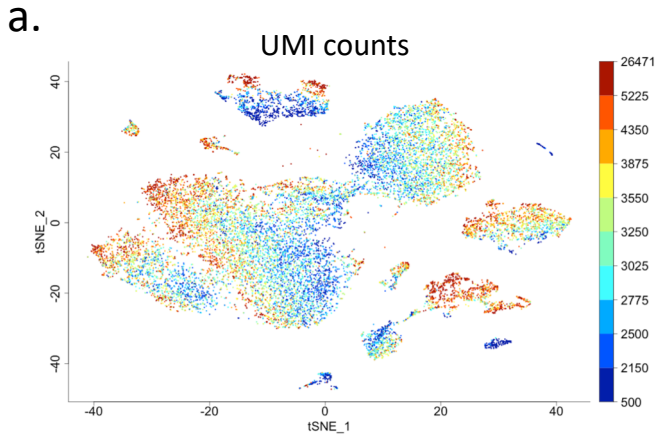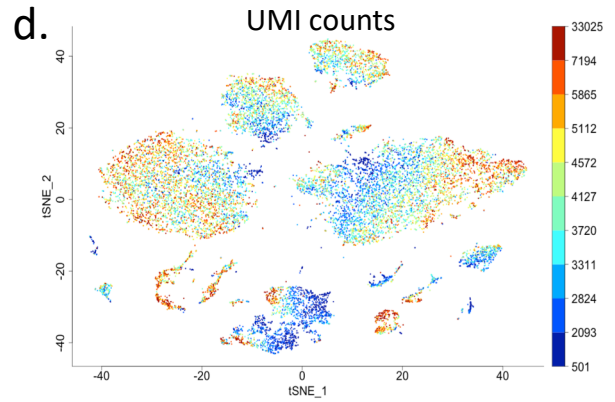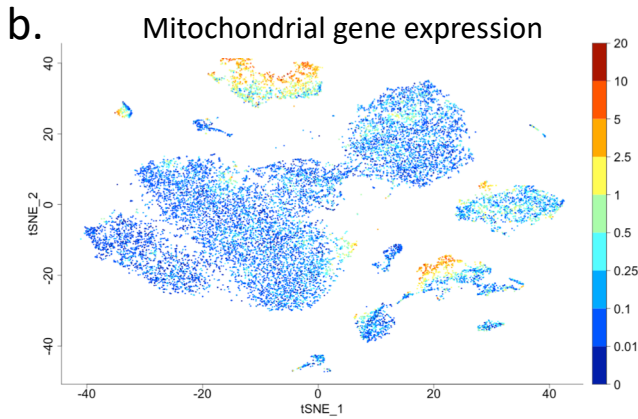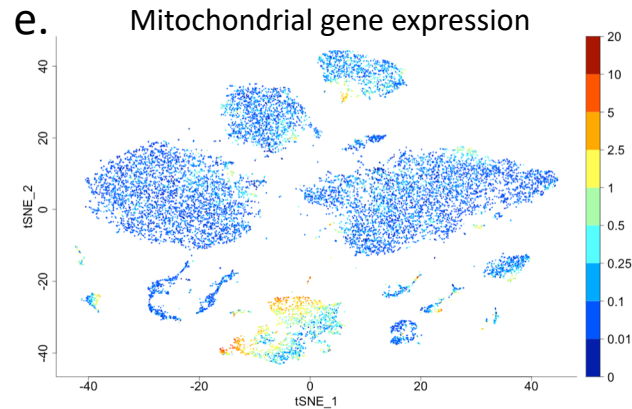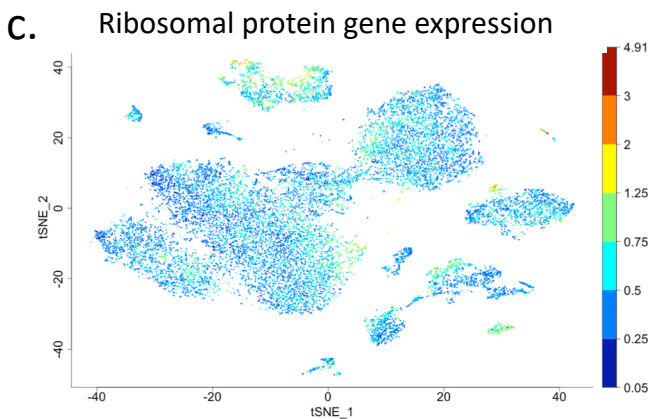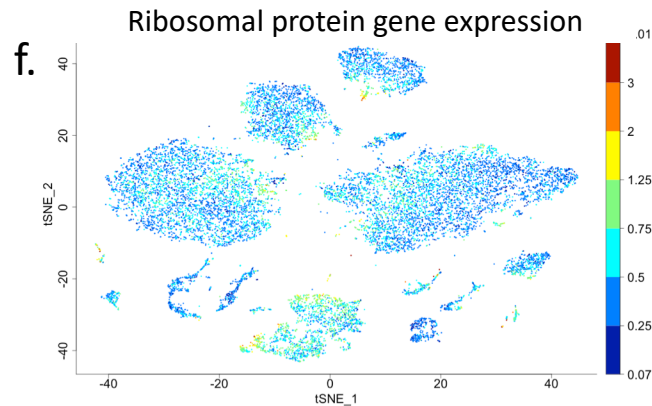

Supplementary Figure 3:

UMI counts (a,d), mitochondrial gene expression (b, e), and ribosomal protein gene expression (c, f) t-SNE for males (left) and females (right). Represented are percentages of total transcripts expressed.

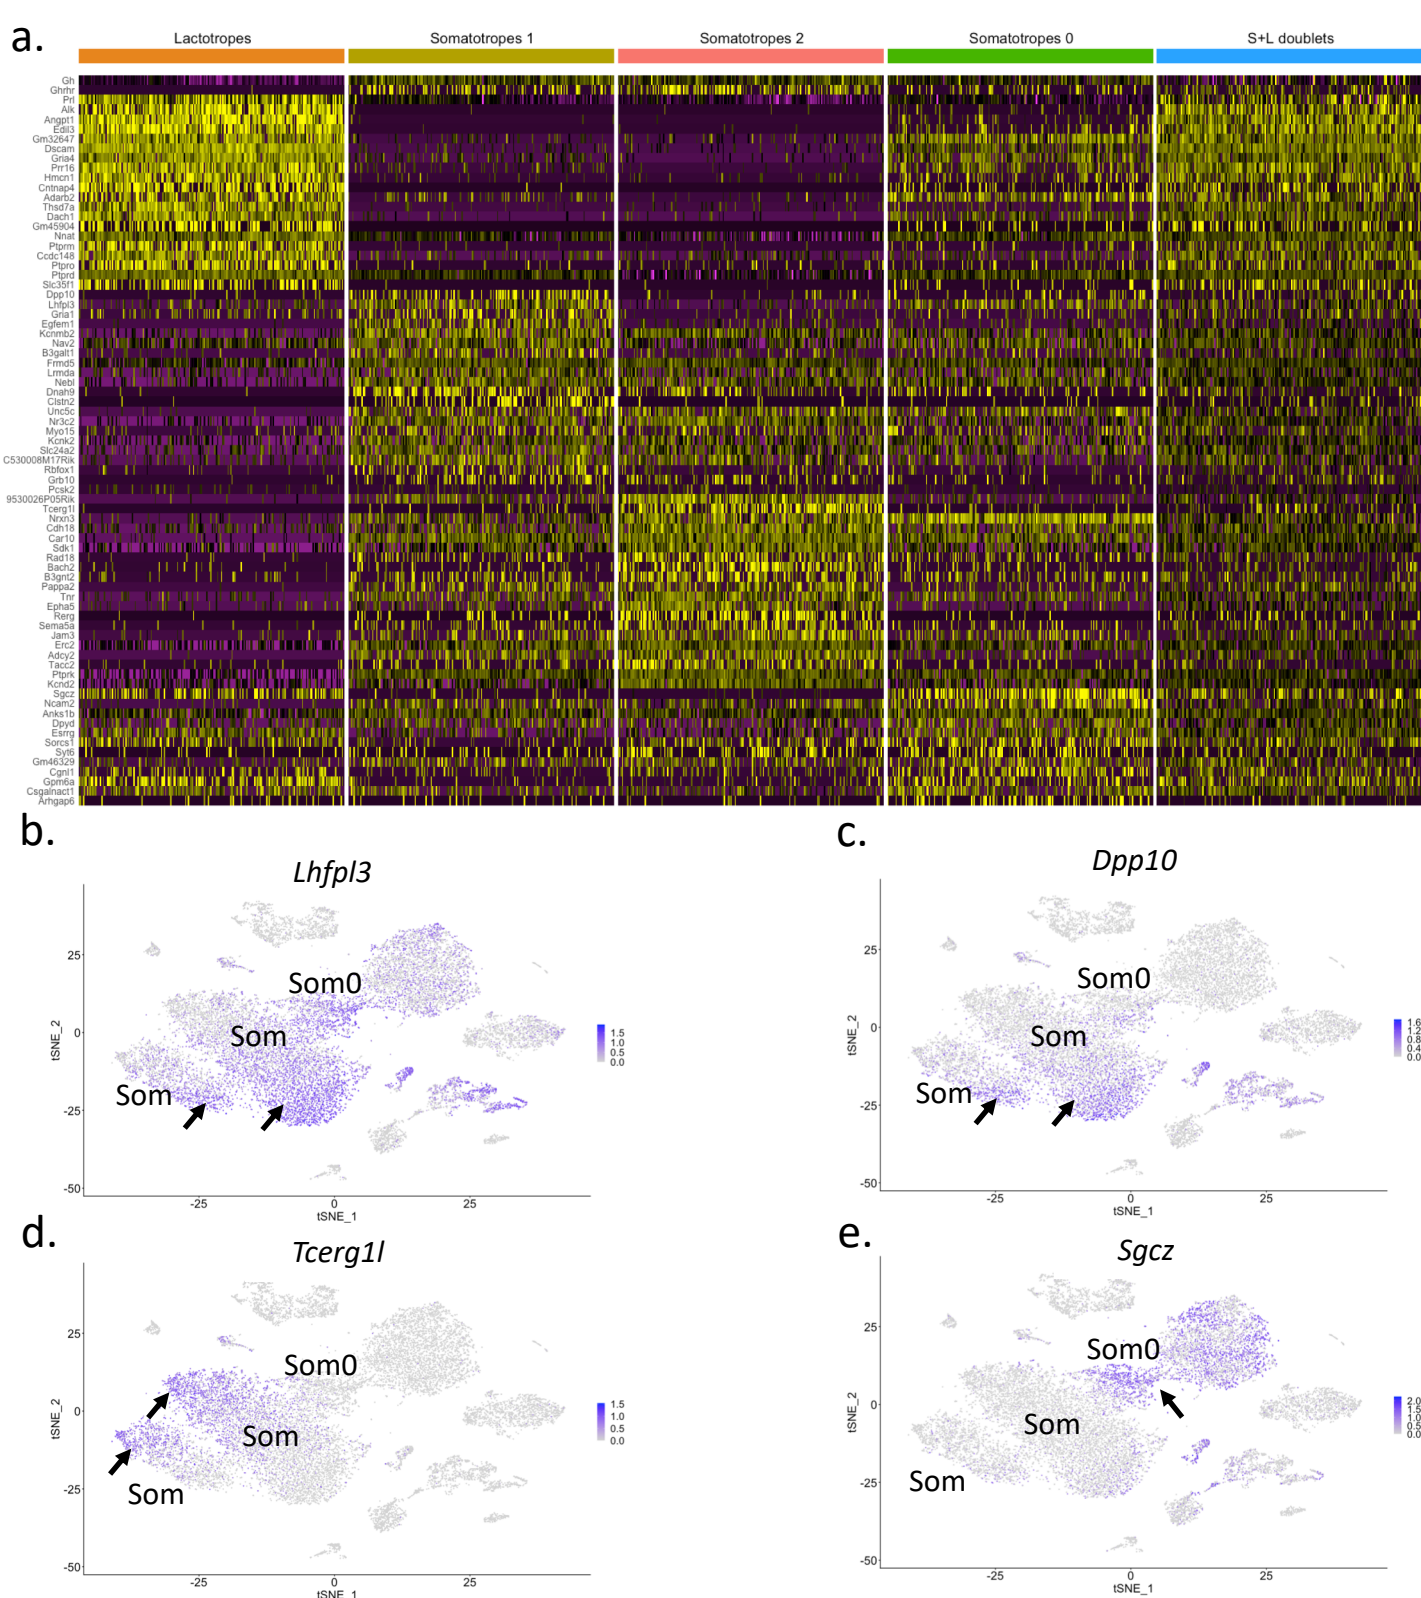

Supplementary Figure 4:

Analysis of the main somatotrope cluster and the link between somatotropes and lactotropes via somatotropes 0 (som 0) in the merged males sample. **a.** Heatmap of a subset of lactotropes, somatotrope sub-types, and somatotrope-lactotrope doublets showing expression of the top differentiating markers. **b-e.** t-SNE plots color-coded by the expression level of *Lhfp13* and *Dpp10* (**b, c**) expressed at one pole (marked with an arrow) of the somatotrope cluster, *Tcerg1l* (**d**) expressed at the other pole, and *Sgc2* expressed in lacto-somatotropes, Som0 (**e**). Refer to **Supplementary Figures 32-34** for the t-SNE, UMI, and mitochondrial gene level analysis for this same sample.

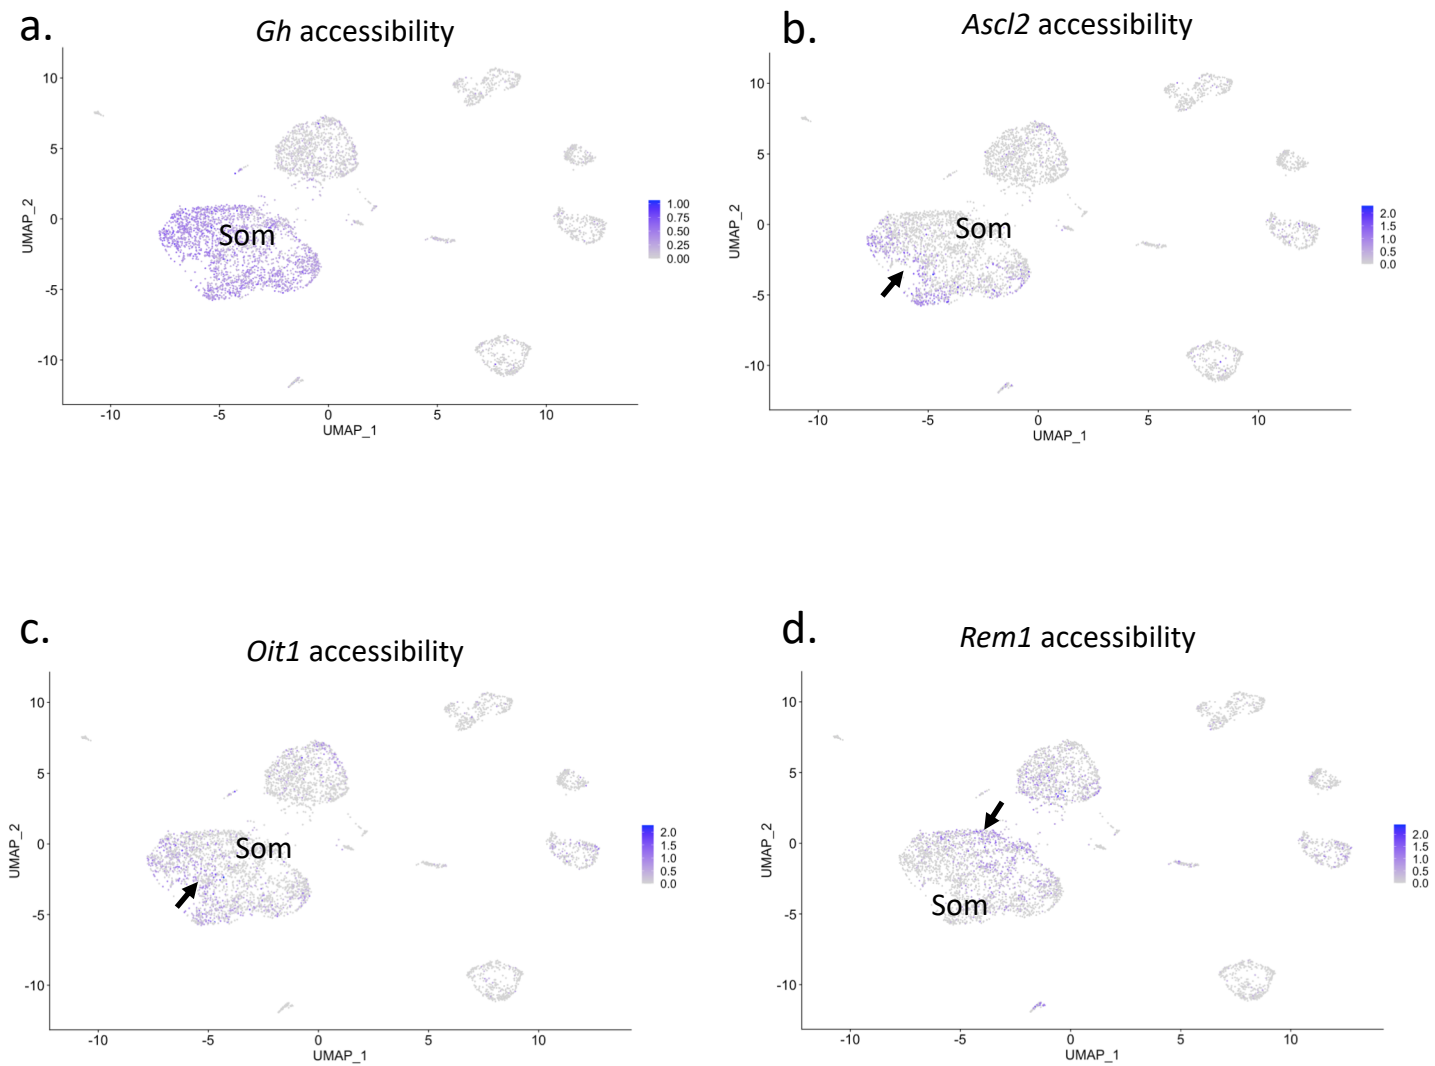

Supplementary Figure 5:

Analysis of the somatotrope cluster by snATACseq in the merged males sample illustrating **a.** homogeneous *Gh* gene accessibility throughout the cluster; **b,c.** accessibility of the *Ascl2* and *Oit1* promoters at one pole; **d.** accessibility of the *Rem1* promoter at the other pole.

Mki67 Promoter Sum

a.

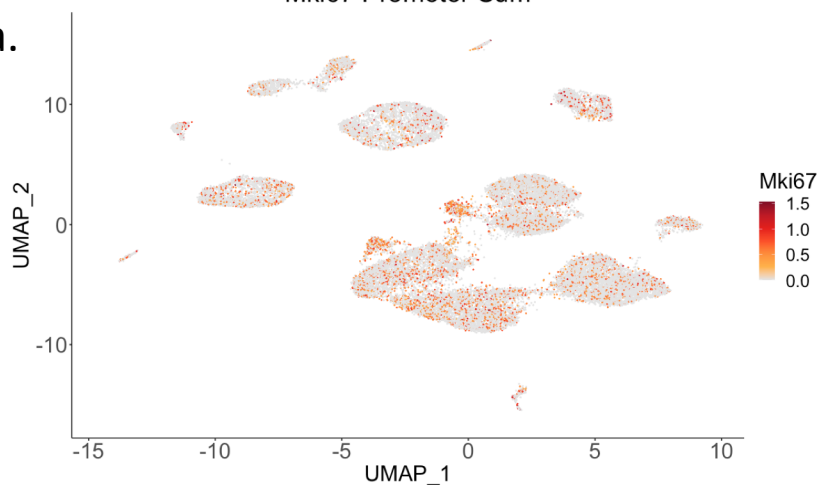

b.

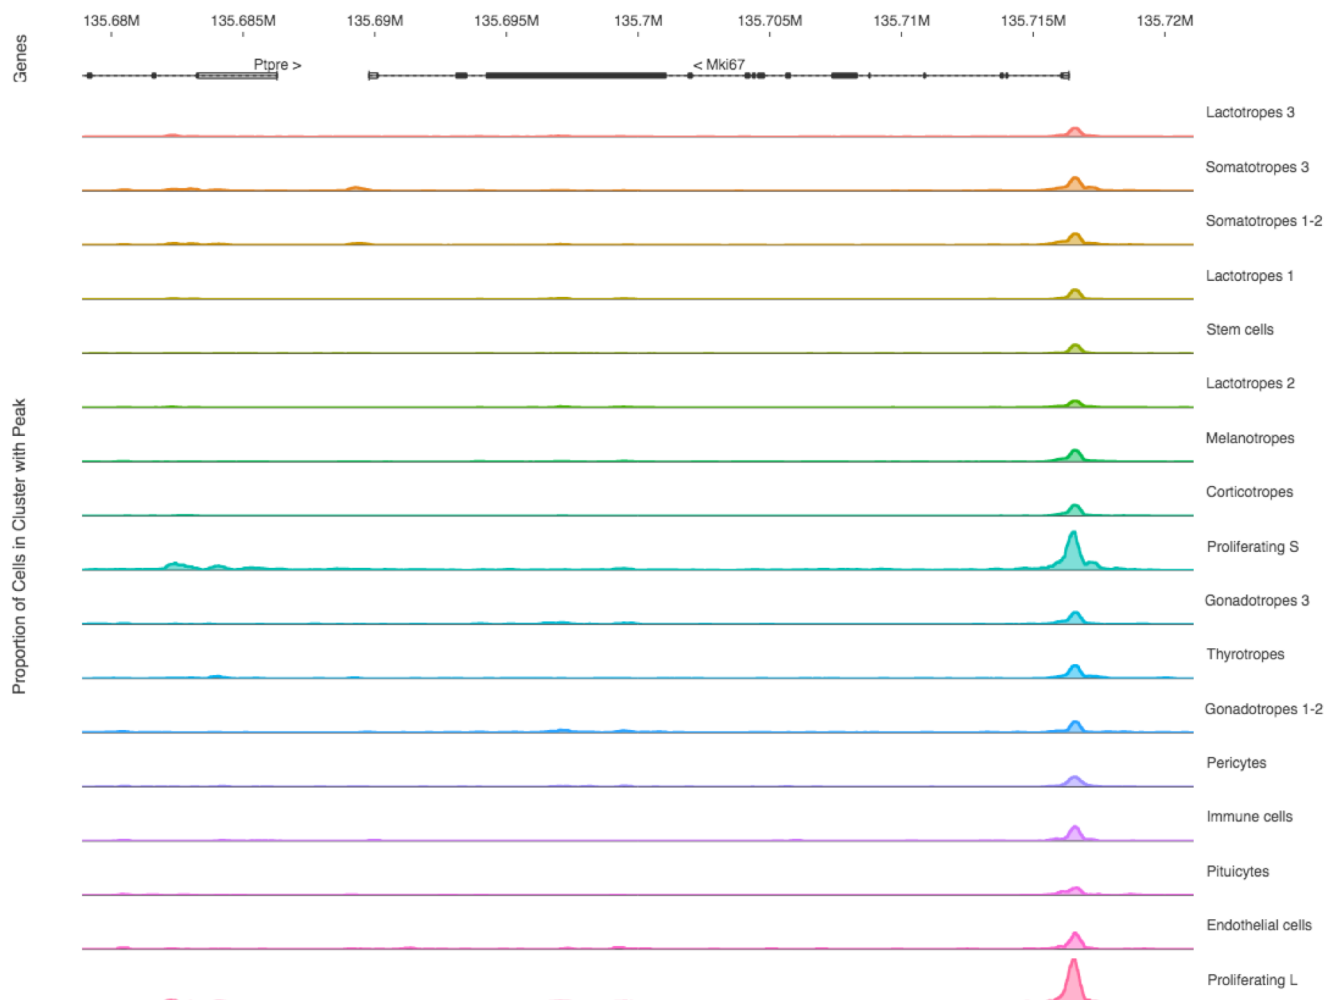

Supplementary Figure 6:

Analysis of the marker of proliferation *Mki67* promoter accessibility in the merged females snATACseq sample. **a.** Levels of promoter accessibility by cell shown on the UMAP projection. **b.** Chromatin accessibility tracks around the *Mki67* gene for each cluster. The females are identified by their animal number (female mouse 1 (1), female mouse 2 (2), female mouse 3 (3)).

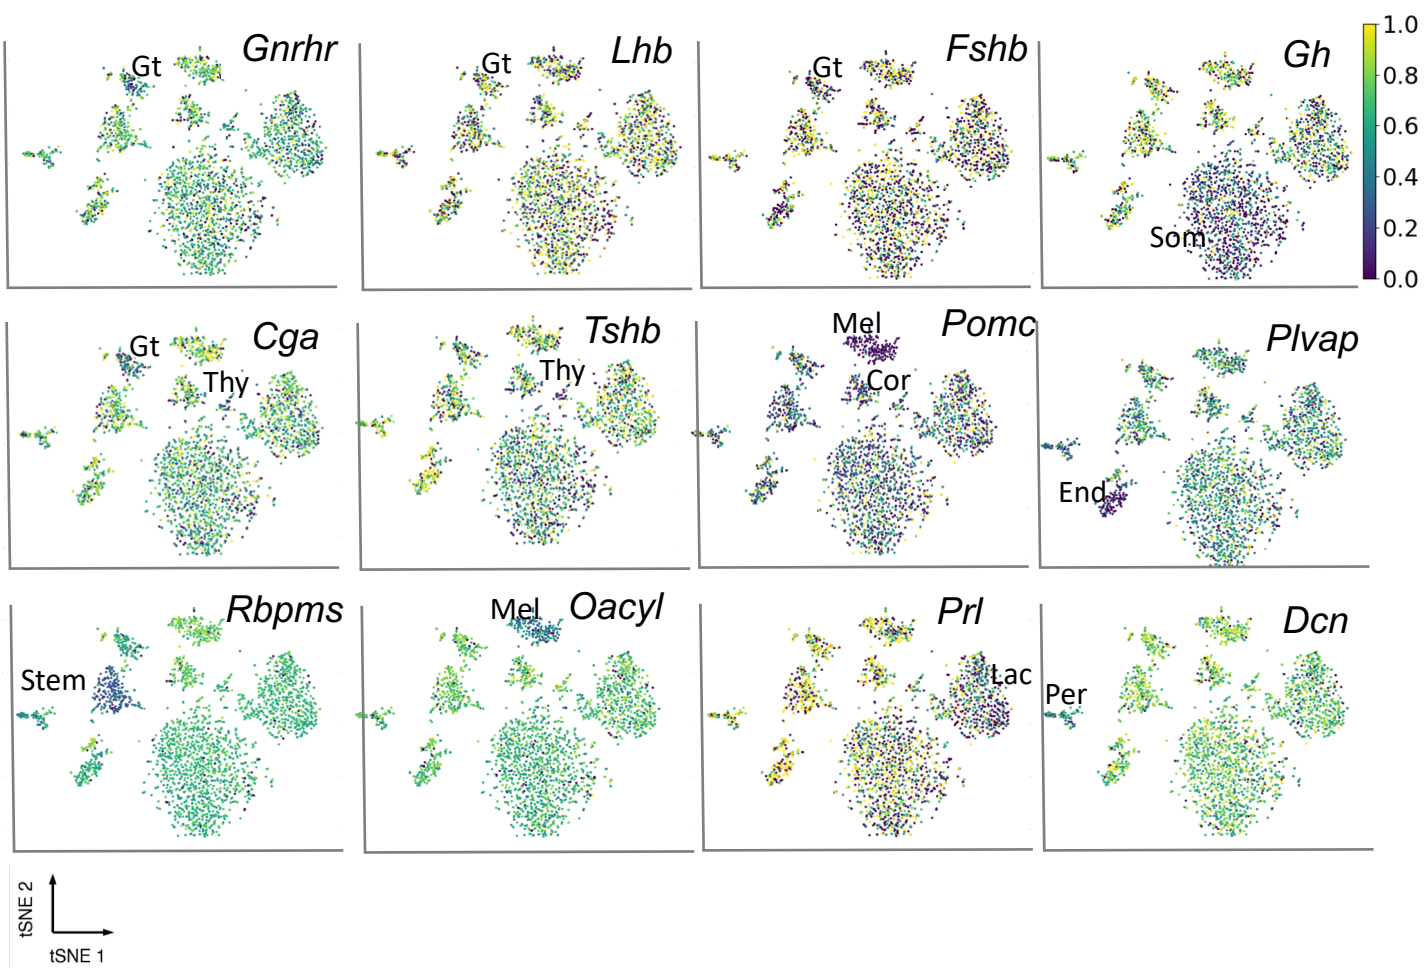

Supplementary Figure 7: Gene expression of key markers for the sn methylation assay.
 Feature plots of key cell markers for cell cluster identification in the sn methylation dataset. The scale is presented on the top right corner.

a.

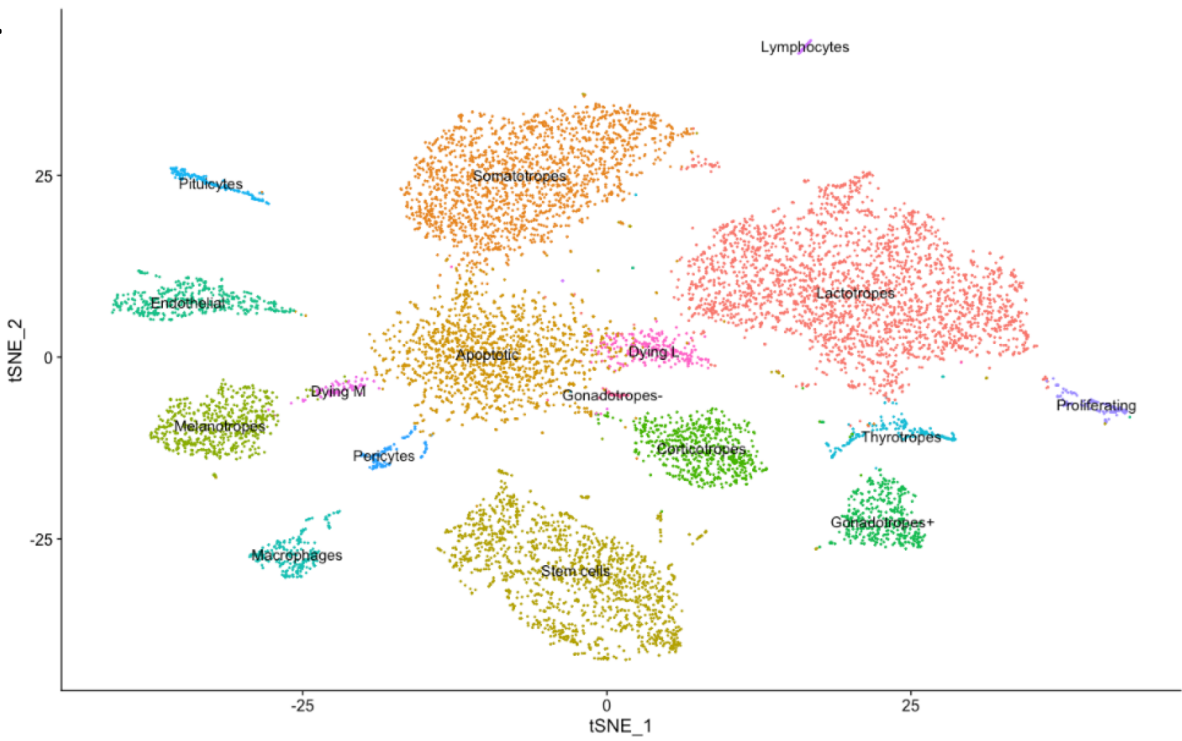

b.

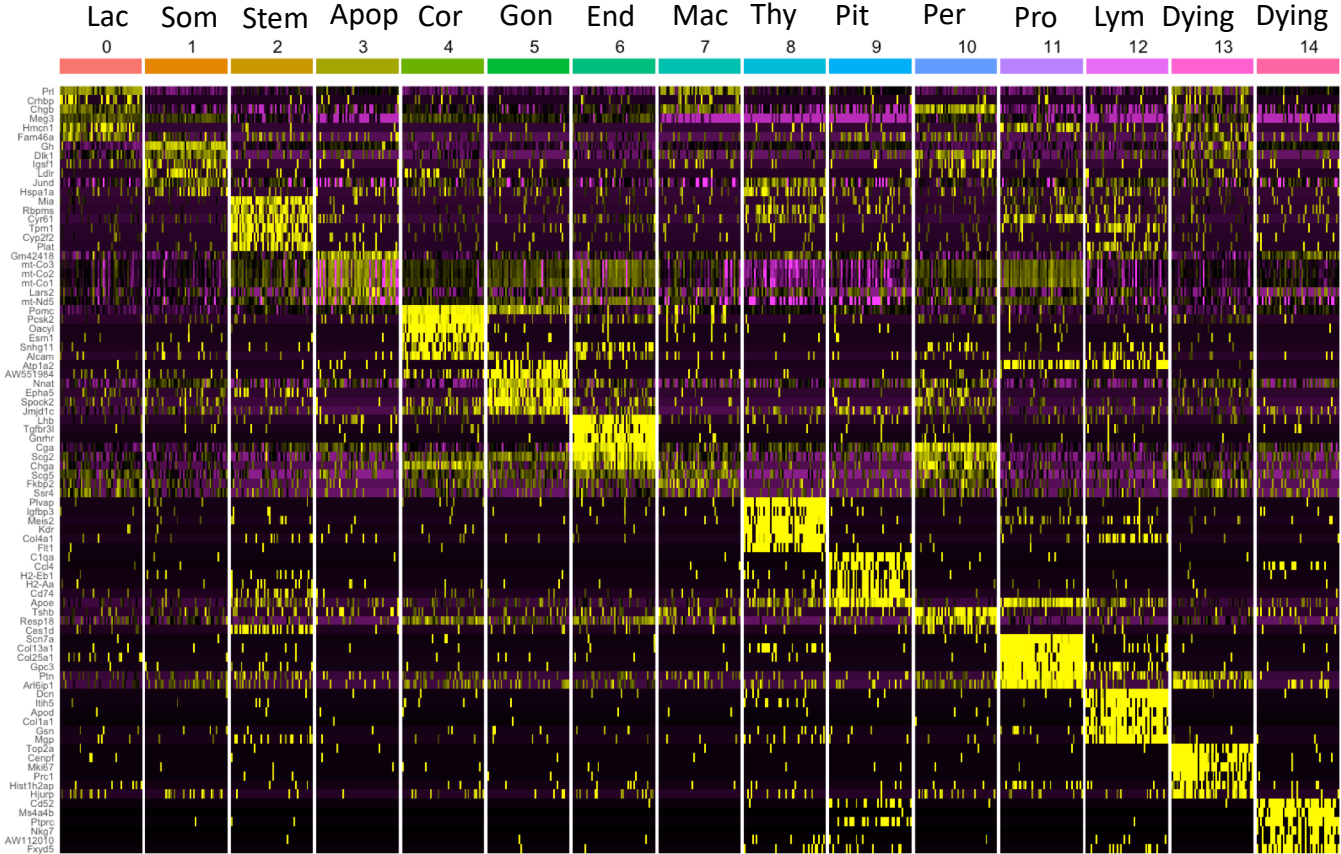

Supplementary Figure 9:
snRNAseq analysis of a gently dissociated female pituitary (refer to **Supplementary Figure 8** for the same sample analyzed by scRNAseq). **a.** t-SNE showing the different clusters that were obtained. **b.** Heatmap of showing cell identity based on gene expression in the sample. Note that contrary in contrast to scRNAseq (**Supplementary Figure 8**) we do not see the low UMIs cell clusters with snRNAseq. Also refer to **Supplementary Figure 10** for samples analyzed by snRNAseq from snap-frozen pituitary.

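In scRNAseq of dissociated pituitaries, low UMI counts were also seen in clusters named after a hormone-producing class. Low means a cluster median under 0.333 of the median of its own samples. These low-UMI clusters of lactotrope-like, somatotrope-like, gonadotrope-like, thyrotrope-like and corticotrope-like cells held 10.6% of the kept cells of Female #1 and 9.43% of those of Female #2. They held between 6.11% and 8.99% in the v3 males, 0.556% in Male #1 and 3.84% in Male #2. Their median was 1289 UMIs in Female #1 and 1274 in Female #2, where the cells outside all low-UMI clusters had 8181 and 7886 UMIs. The low-UMI gonadotrope-like cluster of 639 cells was led by Fshb, Lhb and Cga, which encode gonadotropin subunits, and the low-UMI somatotrope-like cluster of 725 cells was led by Gh. Their mitochondrial UMIs differed, with medians over all samples of 15.4% in the lactotrope-like cluster of 807 cells, which was led by Meg3, and 19.1% in the corticotrope-like cluster of 138 cells, against 1.59% in the somatotrope-like, 1.02% in the gonadotrope-like and 1.25% in the thyrotrope-like cluster. The names of these lactotrope-like and corticotrope-like clusters rest on few markers. Among the top 10 genes, the only lactotrope marker was Hmcn1, without Prl, and the only corticotrope marker was Epha5, without Pomc. Low-UMI clusters of stem-cell-like, macrophage-like and lymphocyte-like cells held a further 2.43% and 1.83% of the females and between 1.26% and 8.67% of each male. The unnamed cluster led by Pomc was also low in UMIs, with a median of 893, and held 3.14% and 2.75% of the females and up to 7.22% of each male.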

a. Male #1

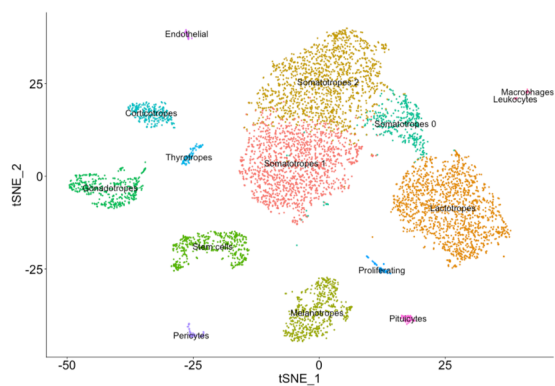

b. Female #1

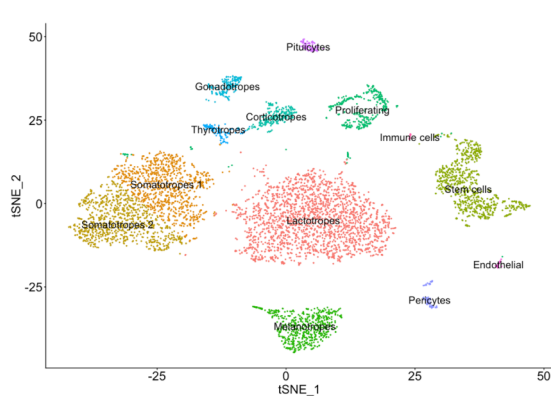

Male #2

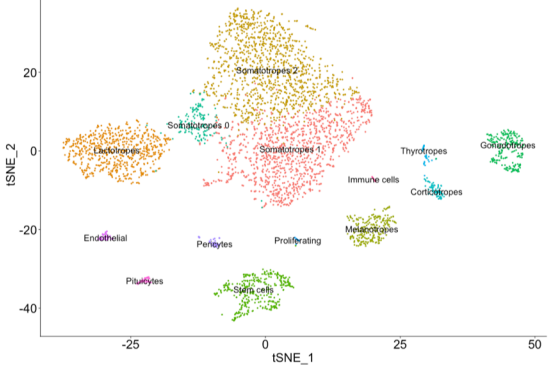

Female #2

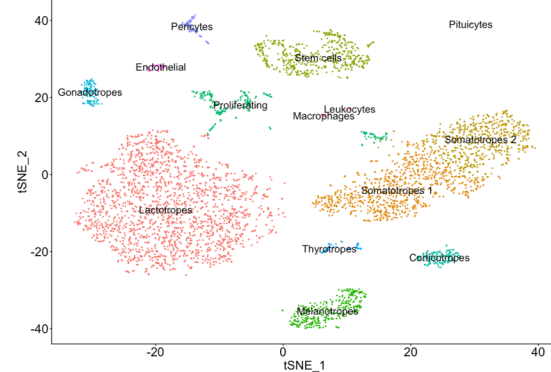

Male #3

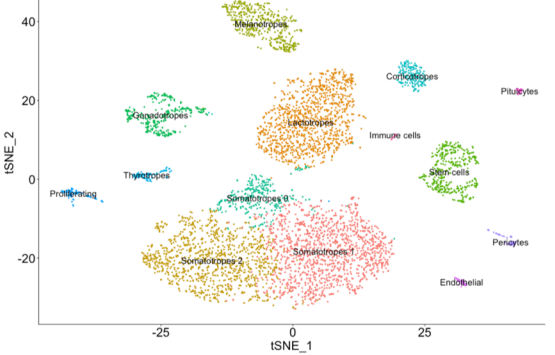

Female #3

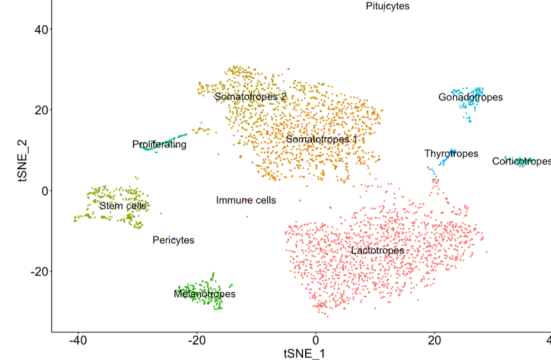

Supplementary Figure 10:

Results obtained for the snap-frozen pituitaries that were processed for snRNAseq. t-SNE of all individual animals processed for snRNAseq from individually snap-frozen pituitaries (3 males, panel a; and 3 females, panel b). The main somatotrope cluster is presented with the two subtypes Som1 and Som2 representing the two poles. Refer to **Supplementary Figures 32-34** for the t-SNE, UMI, and mitochondrial gene level analysis for all samples.

a.

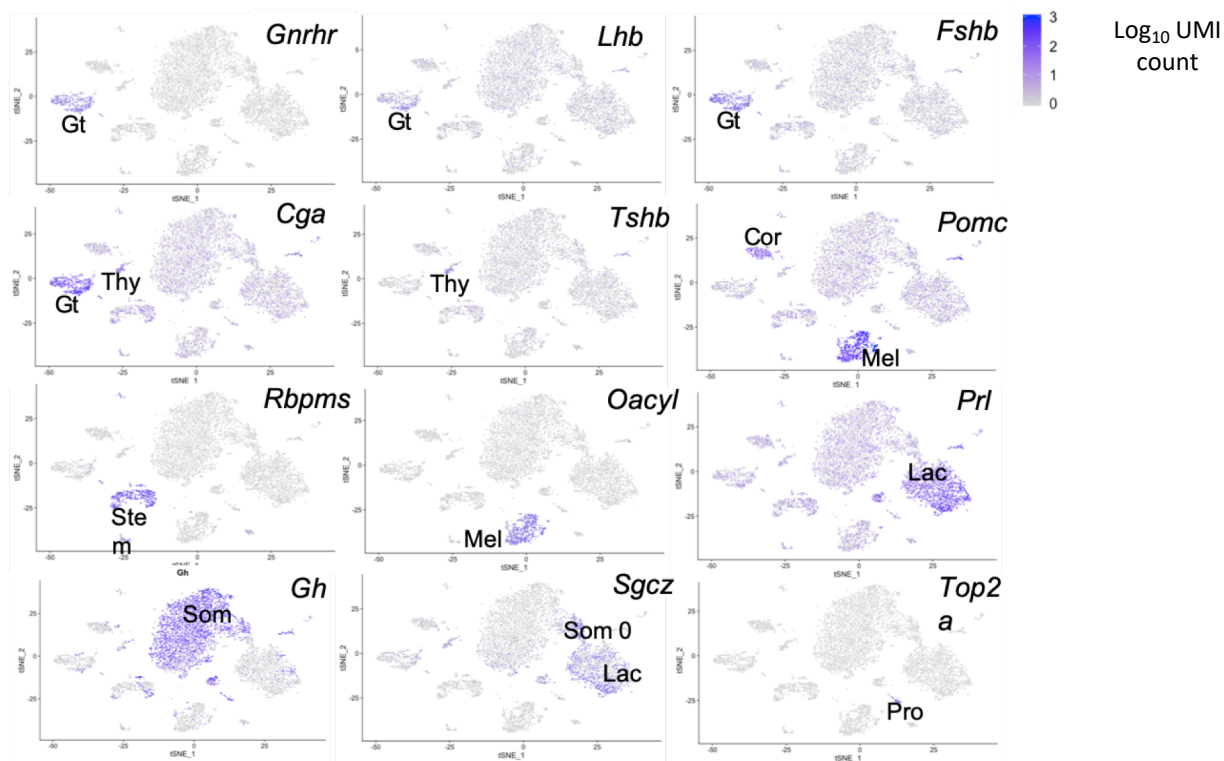

b.

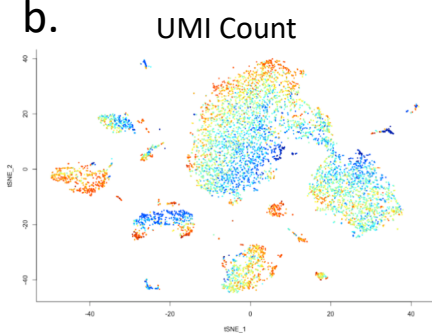

c. Mitochondrial gene expression (%)

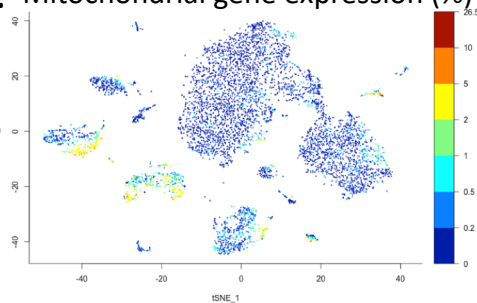

Supplementary Figure 11:

Identification of mouse pituitary cell types by sn transcriptomic analysis

a. Individual feature plots for transcripts used to identify major cell types in one male pituitary. b. UMI count graph showing the number of individual transcripts in one male pituitary. c. Graph showing mitochondrial gene expression in one male pituitary. a-c show the same male pituitary (Mouse 1).

a.

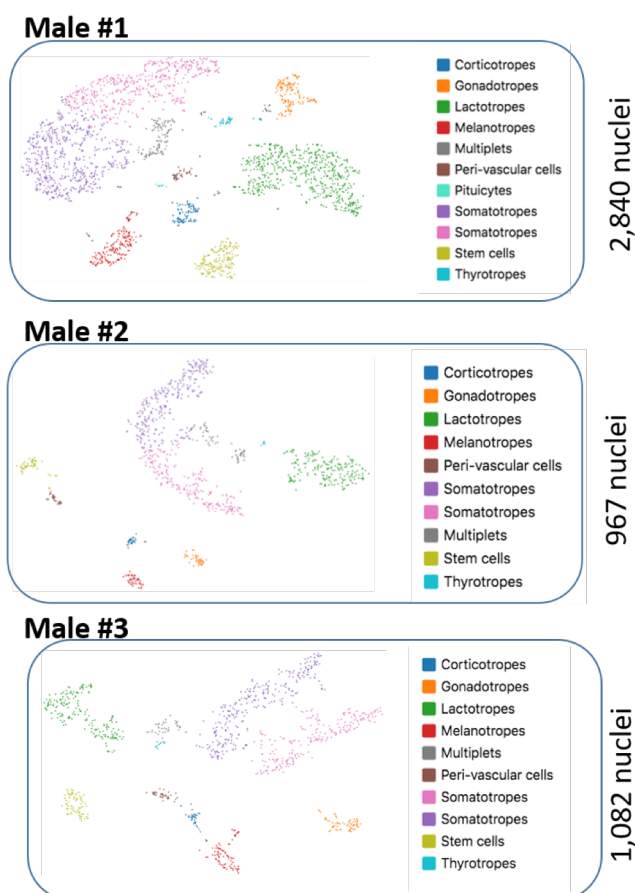

b.

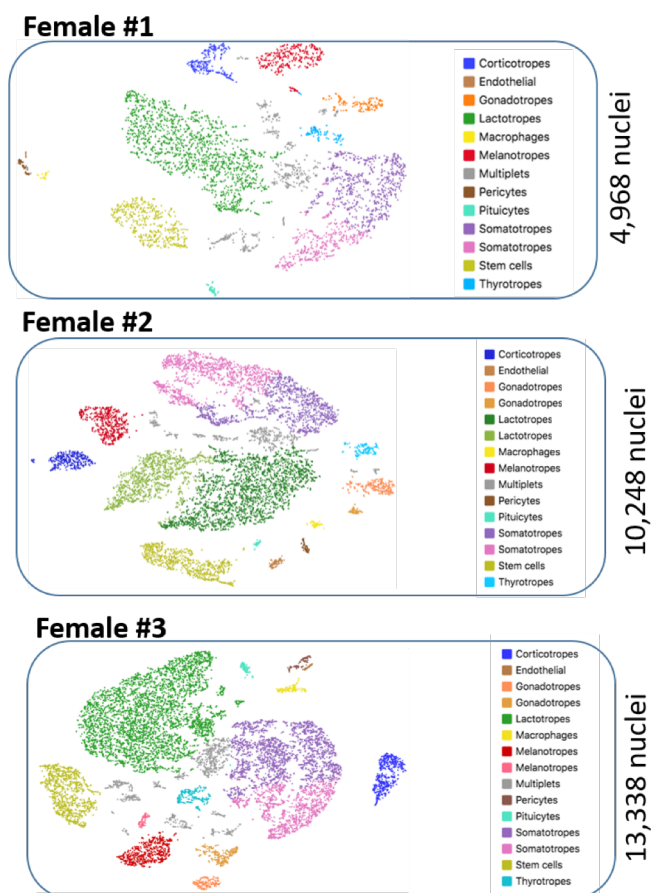

Supplementary Figure 13:
Results obtained for snap-frozen pituitaries that were processed for snATACseq. **a.** tSNE of all individual animals processed for snATACseq from individually snap-frozen pituitaries (3 males, panel a; and 3 females, panel b). These are the same samples that were processed for snRNAseq (Supplementary Figure 10).

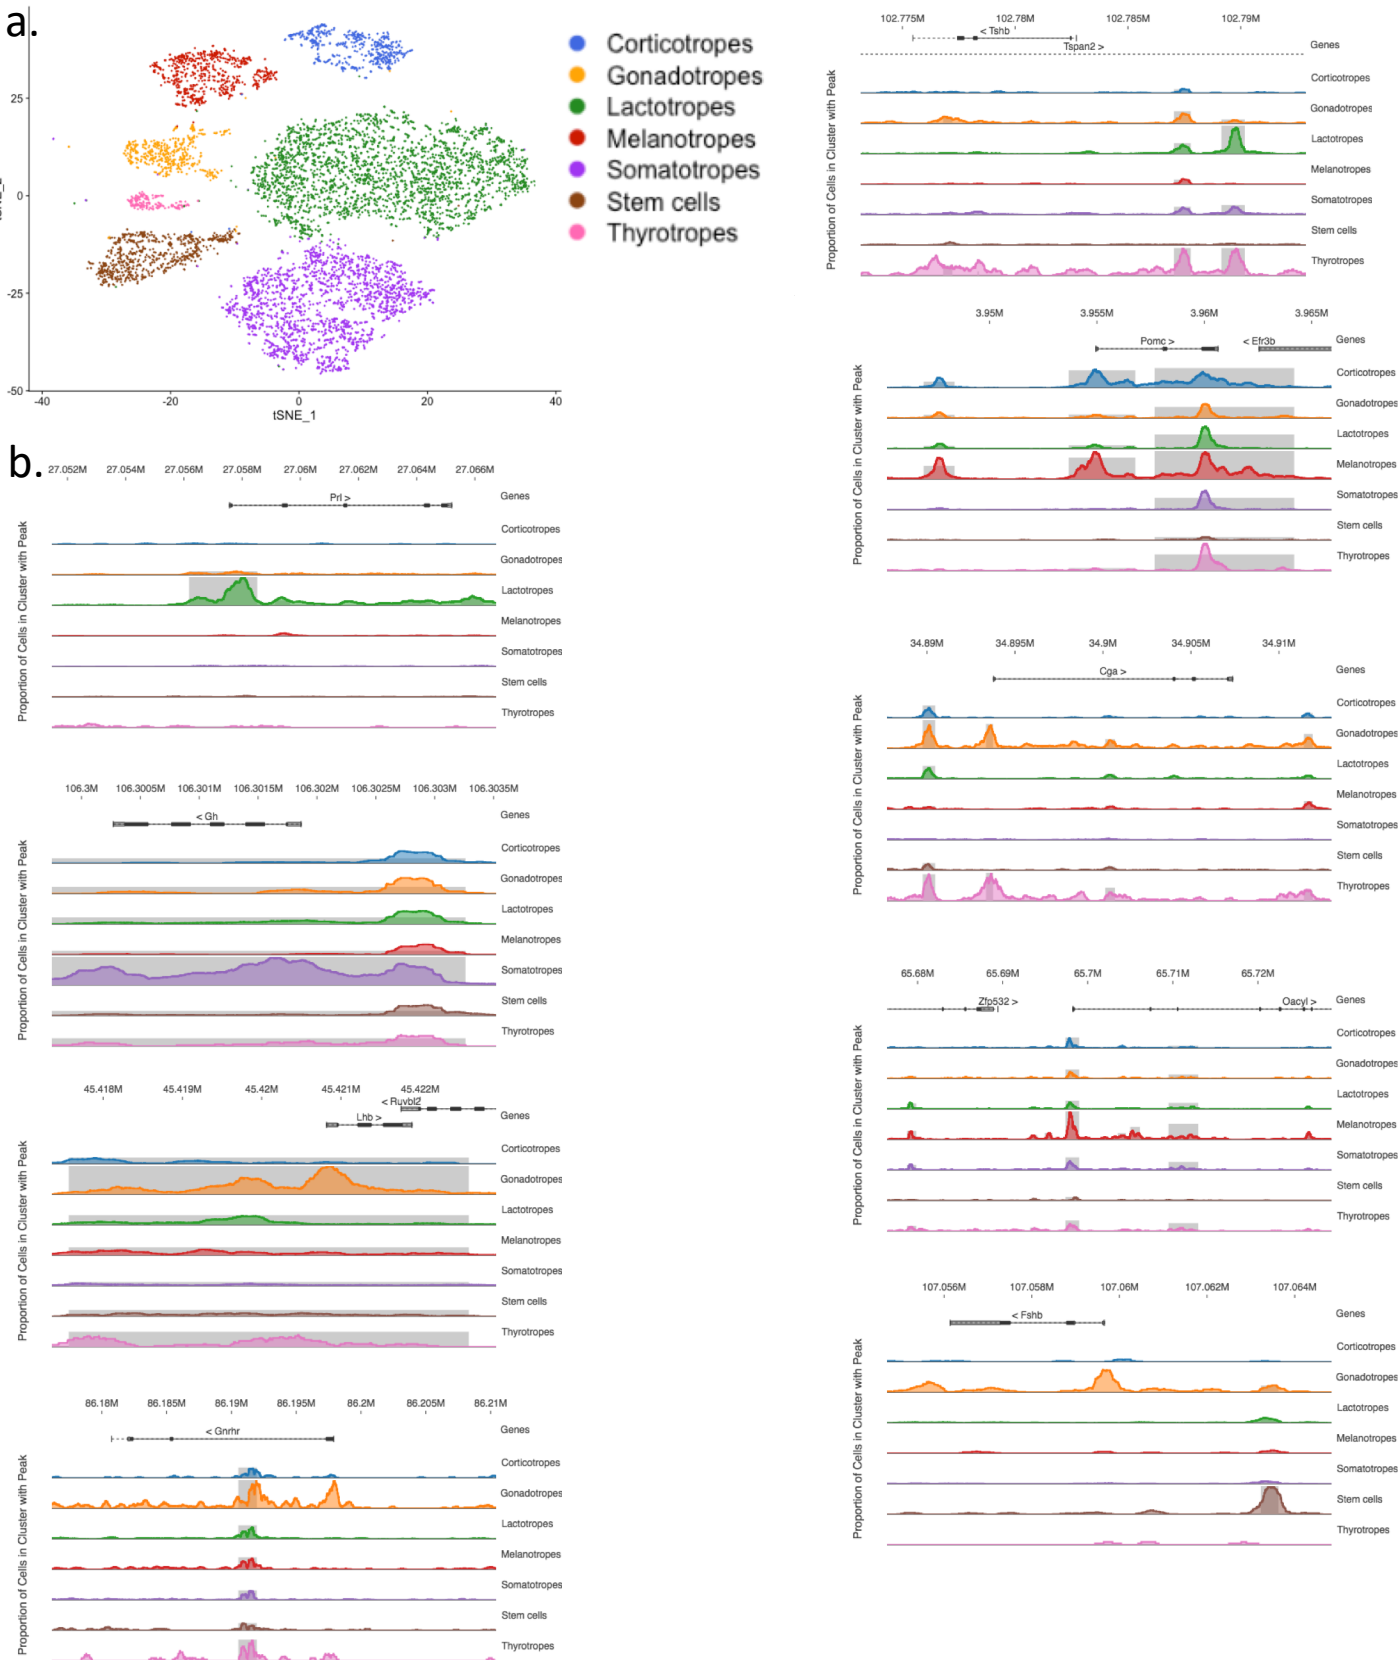

Supplementary Figure 14:

SnATACseq analysis of a gently dissociated female pituitary (refer to **Supplementary Figure 8** for the same sample analyzed by scRNAseq, and **Supplementary Figure 9** for the same sample analyzed by snRNAseq). **a.** tSNE identifying the different clusters that were obtained. **b.** Chromatin accessibility tracks around canonical markers of pituitary cell-types.

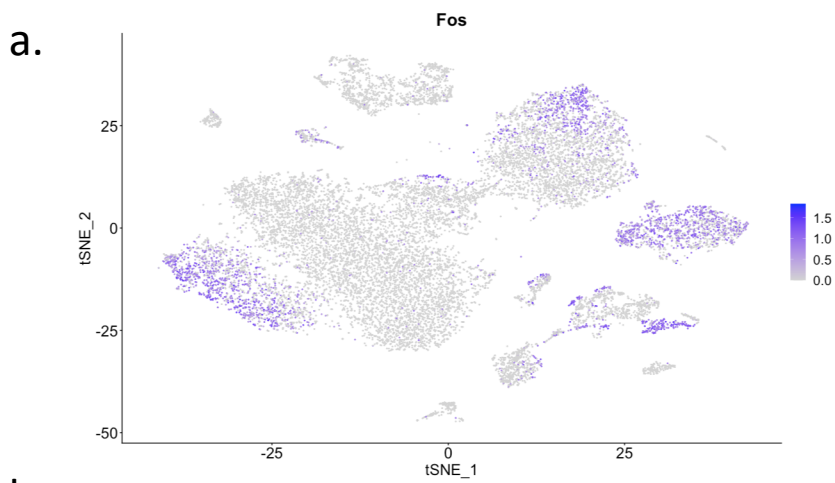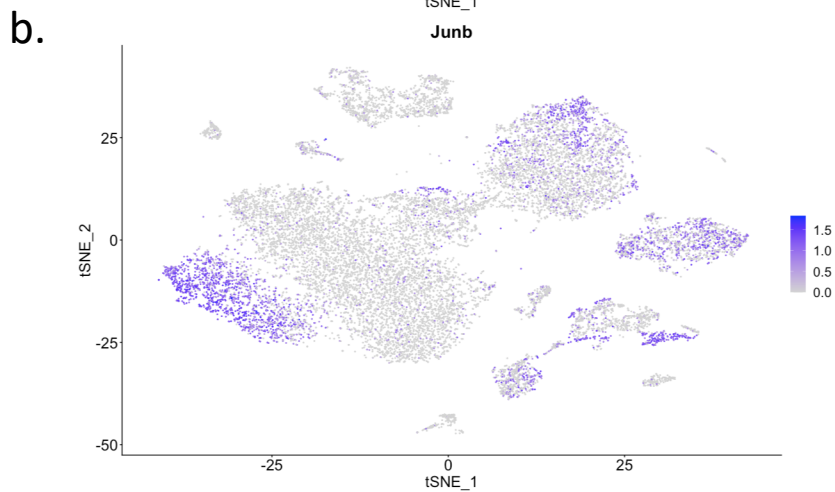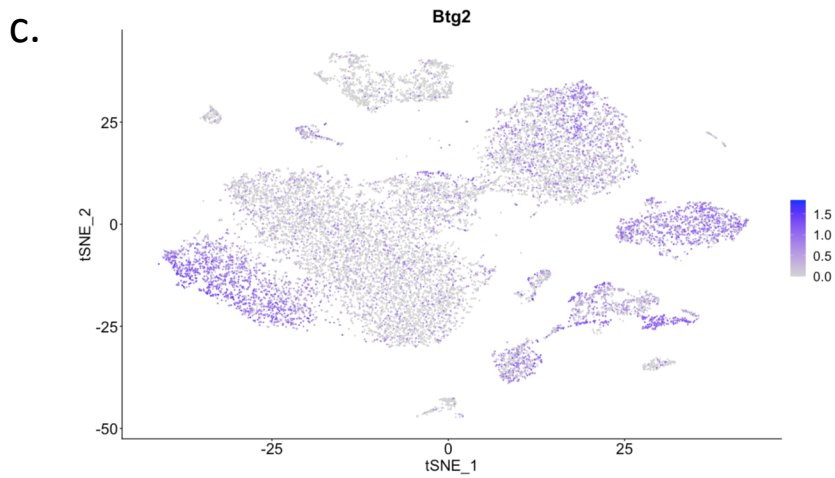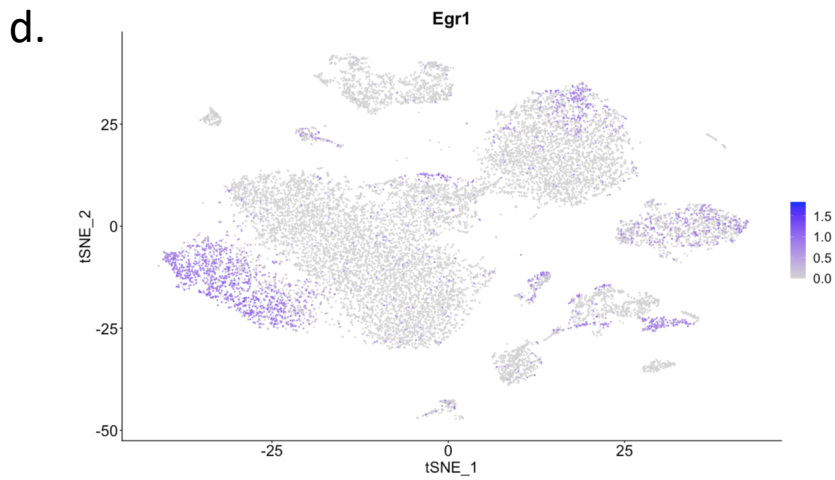

Supplementary Figure 15:
Feature plots in merged males
sample showing *IEGs* expression.
Fos (a), *Junb* (b), *Btg2* (c), and
Egr1 (d).

a.

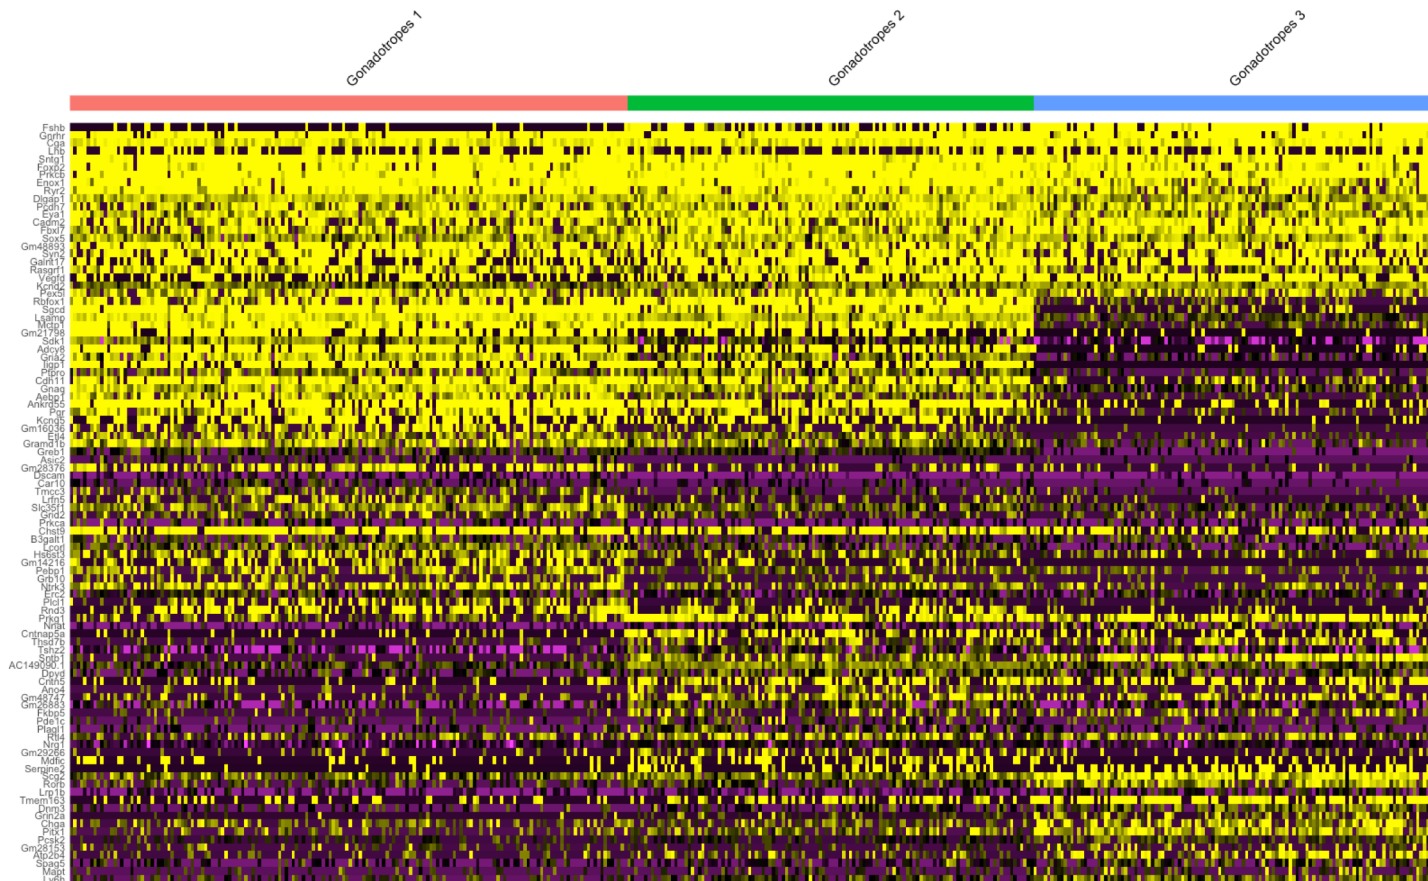

b.

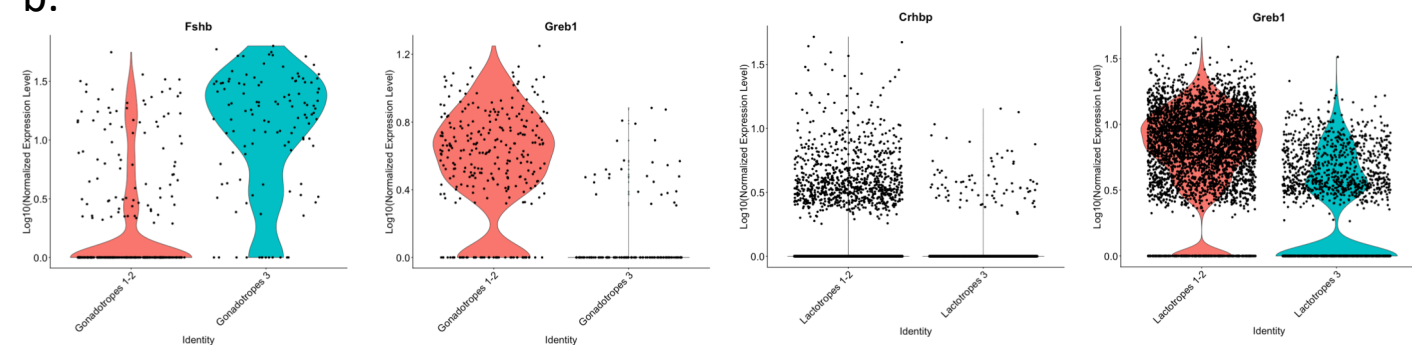

Supplementary Figure 16:

Markers differentiating individual animals in the merged analysis of female samples. **a.** Heatmap showing common and differentiating markers of gonadotropes. **b.** Examples of differential gene expression among gonadotropes and lactotropes. The individual females are identified by their number (1-3).

LV1rna, sex differences

LV applied to snap-frozen

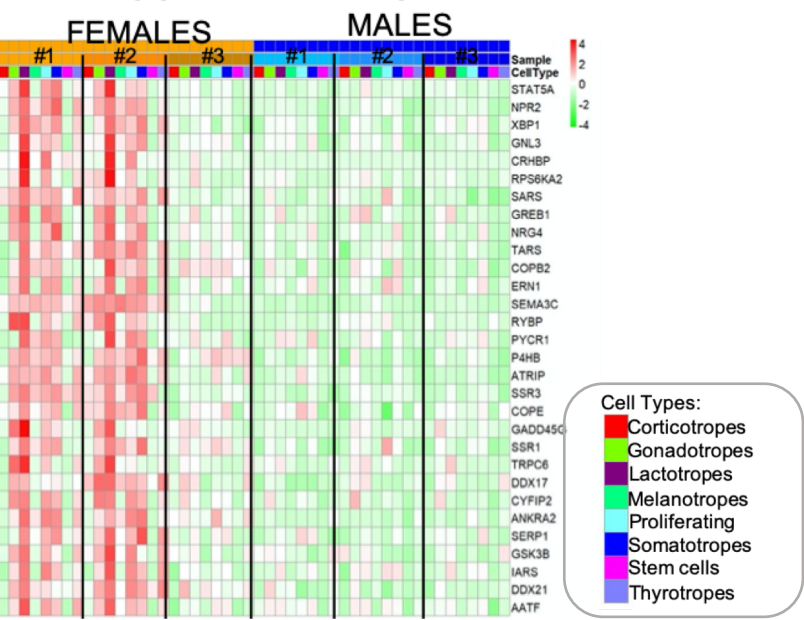

LV applied to dissociated

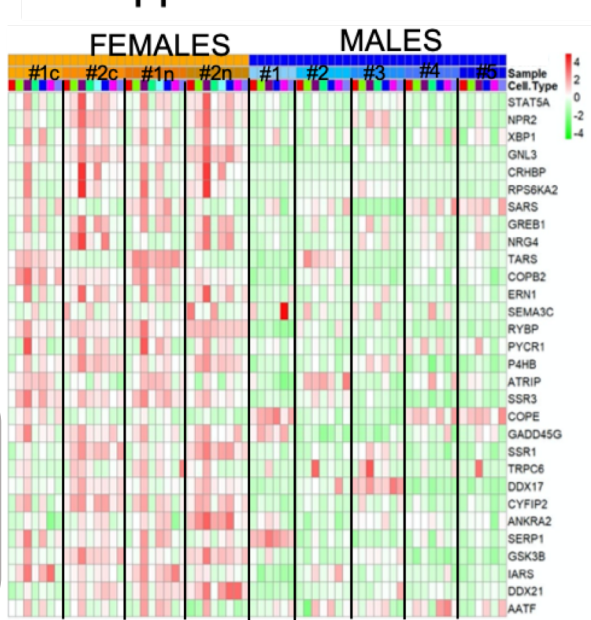

Wilcoxon, $p = 1.1e^{-5}$

Wilcoxon, $p = 1.1e^{-8}$

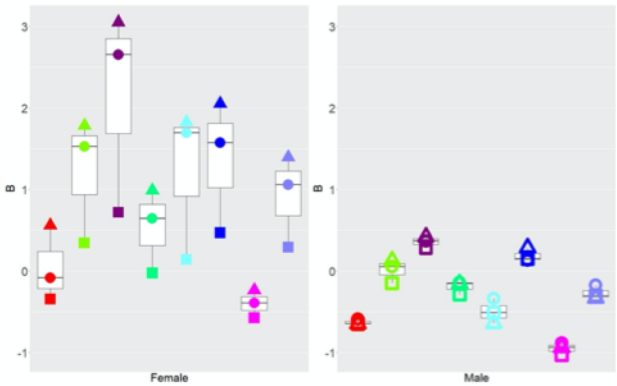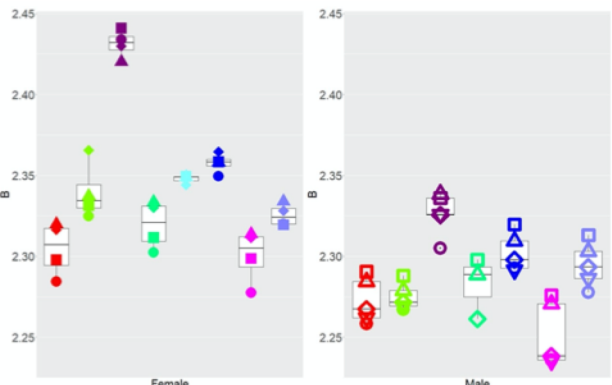

- Female #1
- ▲ Female #2
- Female #3
- Male #1
- △ Male #2
- Male #3

- Female #1 (c)
- ▲ Female #2 (c)
- Female #1 (n)
- ◆ Female #2 (n)
- Male #1
- △ Male #2
- Male #3
- ◇ Male #4
- ▽ Male #5

Supplementary Figure 17: PLIER analysis showing comparison of the sex differentiating LV (LV1rna) in snap-frozen pituitaries (Left panels), vs. in dissociated and cryopreserved pituitaries (Right panels, also presented in **Supplementary Figure 21**). Top panels: heatmaps showing the top 30 genes of the sex differentiating LV1rna. Bottom panels: boxplots showing the statistical analysis. LV1 RNAseq showed increased expression in females compared to males in the snap-frozen pituitaries (Wilcoxon $p = 1.1e^{-5}$; refer to **Supplementary Figure 7b**), as well as in the dissociated pituitaries (Wilcoxon $p = 1.1e^{-8}$). Dissociated female pituitary sample were analyzed by scRNAseq (c) and snRNAseq (n). Dissociated male pituitary samples were analyzed in scRNAseq only. A definition of B score is provided in the Methods. For the box plots, $n = 3$ independent animals were used for the first two panels, $n = 4$ for the third panel and $n = 5$ for the fourth panel. ggboxplot generates a boxplot with the center equal to the 50th percentile, the bounds of the box are the 25th and 75th percentile and the bounds of the whiskers are the smallest/largest values 1.5 times the interquartile range below the 25th percentile or above the 75th percentile, respectively. Statistical analysis was done with the Wilcoxon ranked-sum test.

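Gonadotrope-like cells also differed between dissociated female and male pituitaries. Neurod4, a neurogenic transcription factor, was higher in females by a log2 fold change of 7.11 (standard error 0.49, adjusted p = 2.47e-10), Rnd3 by 7.06 (standard error 0.51) and Iigp1, an interferon-inducible GTPase, by 5.91 (standard error 0.51). Pgr was higher by 3.51 (standard error 0.40) and Gal by 3.26 (standard error 0.35). Of 12 heat shock genes, 4 were lower and none was higher in females (4 when adjusted over the list alone, edgeR, 0 higher and 5 lower at an unadjusted p under 0.05, and 0 and 4 by DESeq2), with Hspa1b at -4.75, Hspa1a at -4.24 and Hspb1 at -3.39. The set passed the test (camera, adjusted p = 0.00144), but not with an estimated correlation (adjusted p = 0.444, over alternatives from 0.000204 to 0.444). In gonadotrope-like cells 1184 of 10731 genes were higher and 983 lower in females at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), from 16 to 770 cells per sample, with cluster 26 nearly all male. Among v3 samples alone 1669 genes were called. Females and males did not overlap in 24.7% of the genes tested, against 9.52% by chance, and in 1260 of the 2167 called. The count of 2167 became 488 without Female #1, 297 without Female #2, 606 without Male #5, 855 without Male #6, 6151 without Male #4 and 587 with DESeq2.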

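Stem-cell-like cells of females and males also differed. Tac1, which encodes the precursor of substance P, had a log2 fold change of -4.44 between females and males (standard error 0.56, adjusted p = 4.26e-06), Fkbp5, a glucocorticoid-induced gene, of -3.94 (standard error 0.49) and Lcn2, which encodes lipocalin 2, of -3.70 (standard error 0.50). At an adjusted p under 0.05, 18 of 9236 genes were higher and 88 lower in females (edgeR, Benjamini-Hochberg), from 24 to 1235 cells and 36425 to 6661750 UMIs per sample, with 68 genes called among v3 samples alone. Females and males did not overlap in 14.8% of the genes tested, against 9.52% by chance, and in 57 of the 106 called. The count of 106 became 36 without Female #1, 23 without Female #2, 42 without Male #1, 38 without Male #2, 145 without Male #5 and 3333 without Male #4. Prl was among the higher genes, at 0.691% and 0.983% of the UMIs of the females. Corticotrope-like cells, which do not make prolactin, held 0.663% and 0.935%, so these counts are read as background and not as expression. Between lactotrope-like and somatotrope-like cells the female to male difference itself differed in 4013 of 13162 genes (interaction with sample as a block, edgeR, Benjamini-Hochberg, 1992 with a higher and 2021 with a lower signed log2 fold change in lactotrope-like cells, 4097 in all among v3 samples). The count became 2620 without Female #1 and 2603 without Female #2. The difference of log2 fold changes was 0.92 for Prl (standard error 0.09), 1.67 for Pgr (standard error 0.50) and -1.93 for Gal (standard error 0.25). In somatotrope-like cells Prl took 1.50% and 1.39% of the UMIs of the females, and background was not removed. Part of the Prl counts there may therefore be background, which limits the reading of its difference.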

Fshb

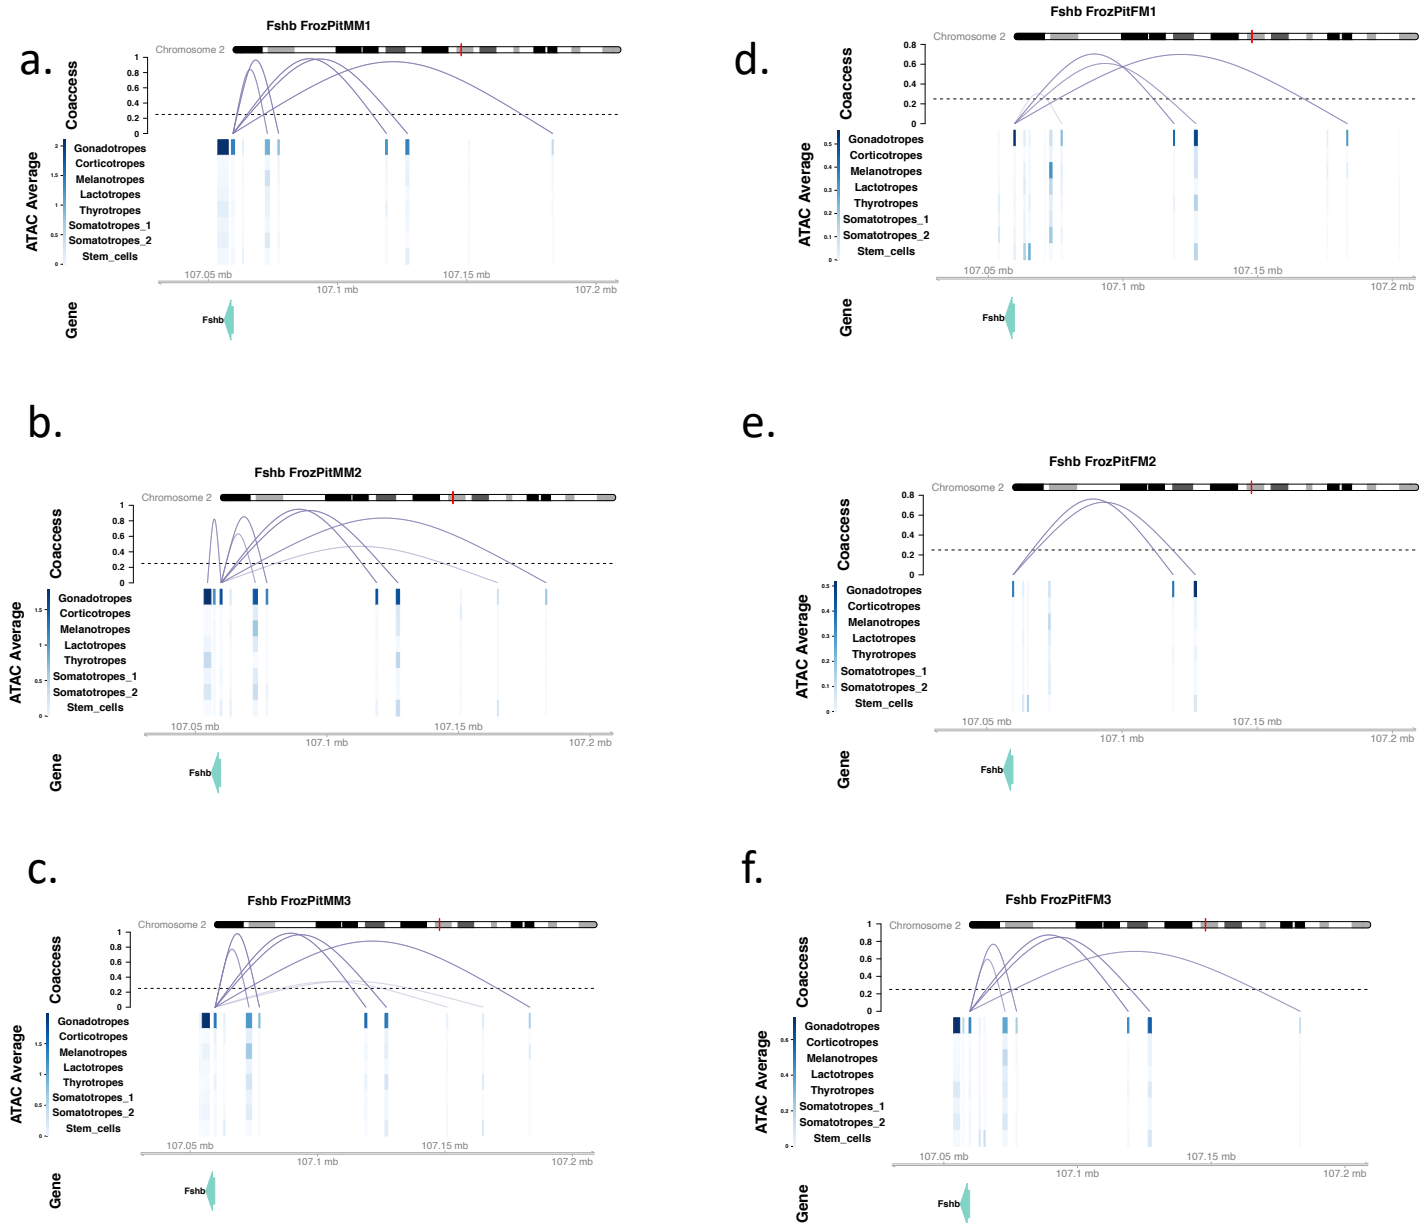

Supplementary Figure 18:

Co-accessibility analysis for the *Fshb* promoter in all 6 individual snap-frozen pituitaries (3 males (a-c) and 3 females (d-f)). Refer to **Fig. 6a**.

C.

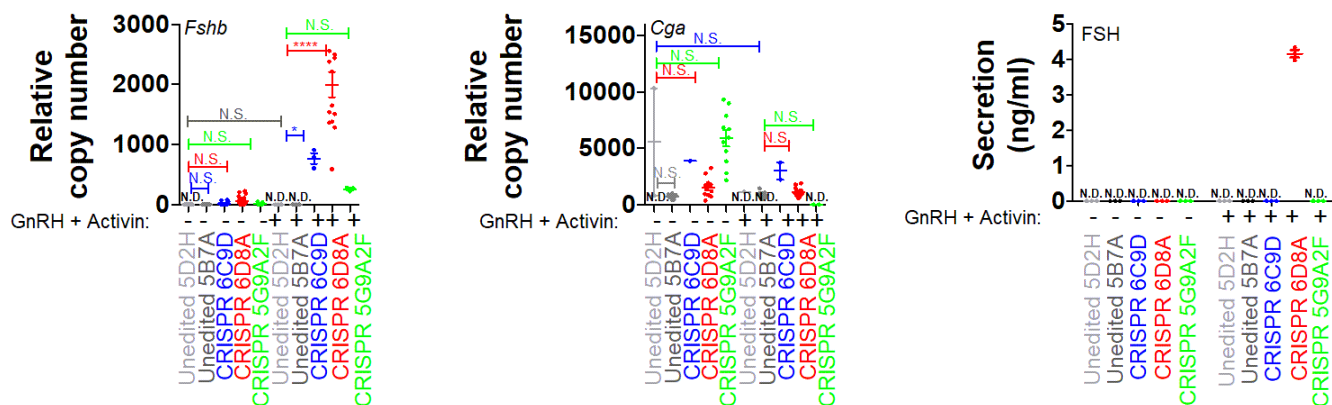

Clone Name	Edited sequence
5D2H	Wild type unedited
5B7A	Wild type unedited
6D8A	Del TTATTT
6C9D	Del TTT
5G9A2F	Del T/Insert TATT

Supplementary Figure 19:

Shown are *Fshb* (a, Left panel) and *Cga* (b, Center panel) gene expression, and FSH secretion levels (c, Right panel) in unedited gonadotrope cell line clones either at baseline (-), or following GnRH (grey, clone 5D2H and 5B7A) and in three CRISPR deletion mutant lines (blue clone 6C9D, red clone 6D8A, green clone 5G9A2F), and activin A treatment (+). Each data point is shown. Data are from 6 independent experiments. Error bars represent s.e.m. Significance was determined by 2-way ANOVA with Bonferroni corrections. N.S: not significant, $p>0.05$; *: $p<0.1$; **: $p<0.01$; ****: $p<0.0001$. N.D.: Not detected. Presented below is a table identifying all the clones and their edited sequence.

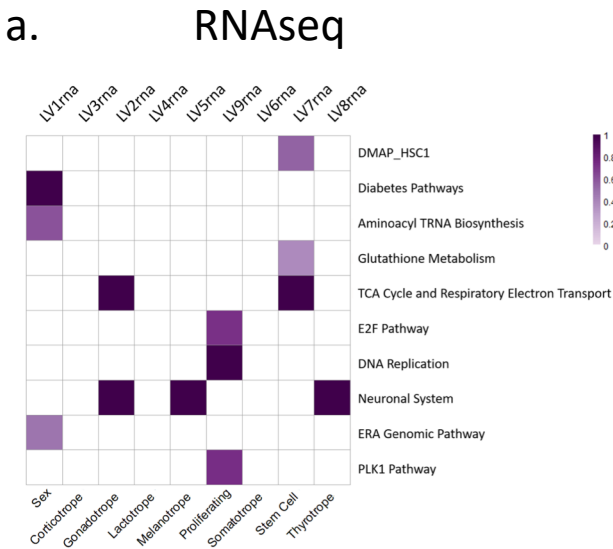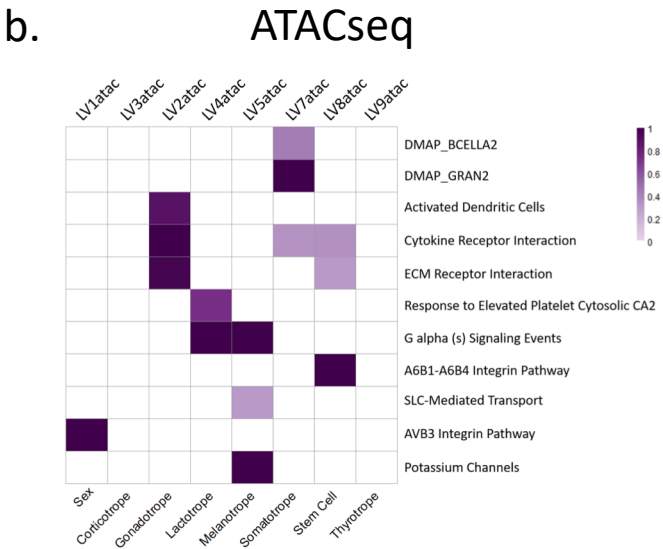

Supplementary Figure 20:
a,b. PLIER analysis of the snRNAseq (**a.**) and snATACseq data (**b.**) from the six individual snap-frozen pituitaries. The panel shows the pathways associated with each sex or cell type-specific latent variable (LV) obtained from the given PLIER analysis. Refer to **Fig. 7**.

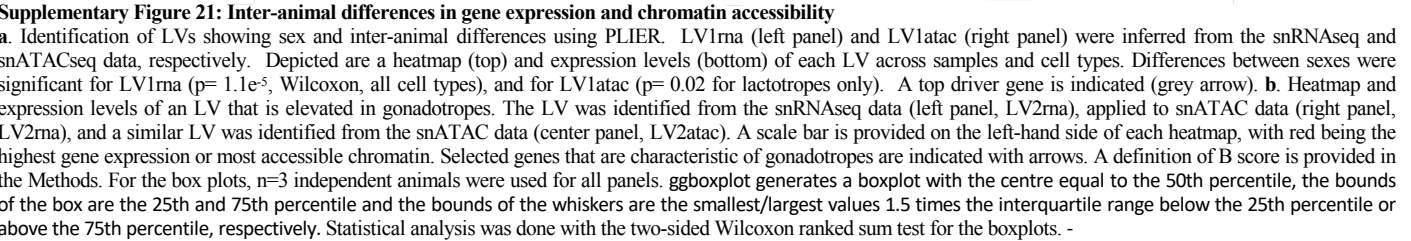

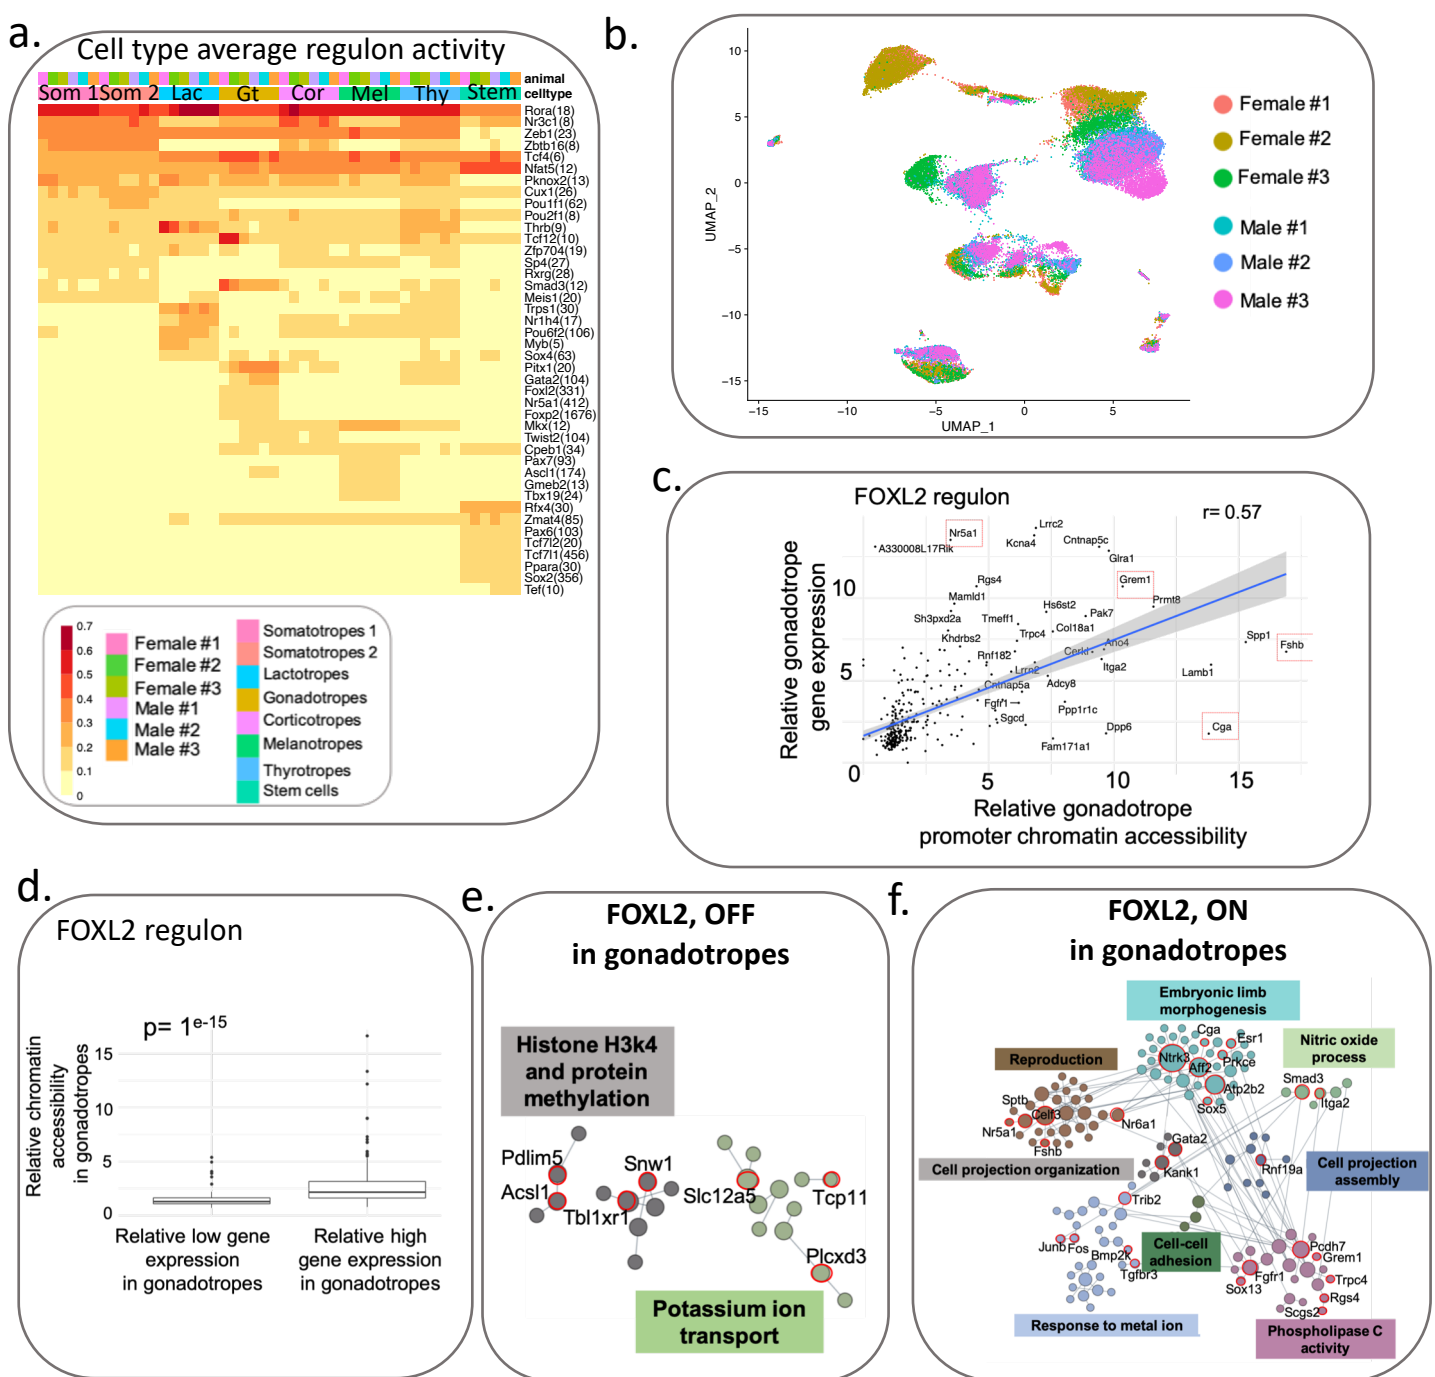

Supplementary Figure 22: Gonadotrope-specific regulon activity

a. Heatmap of the SCENIC cell type average regulon activity scores per animal. The color scale for the heatmap, samples and cell type legend is presented below the heatmap. **b.** UMAP of the individual animal samples overlaid on the cell clusters obtained with the SCENIC analysis shows animal variations (Fig.8c). **c.** Scatter plot and correlation of the 331 genes composing the FOXL2 regulon based on their relative gene expression and relative TSS chromatin accessibility in male gonadotropes. Selected genes are boxed in red. **d.** Boxplots of the relative chromatin accessibility within gene bodies for the FOXL2 regulon separated into relatively low expression vs. relatively high expression in male gonadotropes. Two-sided Wilcoxon rank-sum tests ($W = 3388$). Left (low): min 0.72, max 5.39, lower whisker 0.72, lower box 1.10, median 1.30, upper box 1.65, upper whisker 2.21. Right (high): min 0.81, max 16.63, lower whisker 0.81, lower box 1.63, median 2.17, upper box 3.16, upper whisker 5.32. **e.** Annotated gene modules based on FOXL2 regulon genes that are not expressed (off) in male gonadotropes. **f.** Annotated gene modules based on FOXL2 regulon genes expressed (on) in male gonadotropes. Panels c-f are based on data from 3 individual male samples merged as a consensus male animal. See **Supplementary Figure 25** for corresponding analysis of female samples and **Supplementary Figure 27** for another gonadotrope-specific regulon NR5A1. Refer to the Method section for the definition of ‘relatively high’ and ‘relatively low’.

FOXP2 regulon, male stem cells

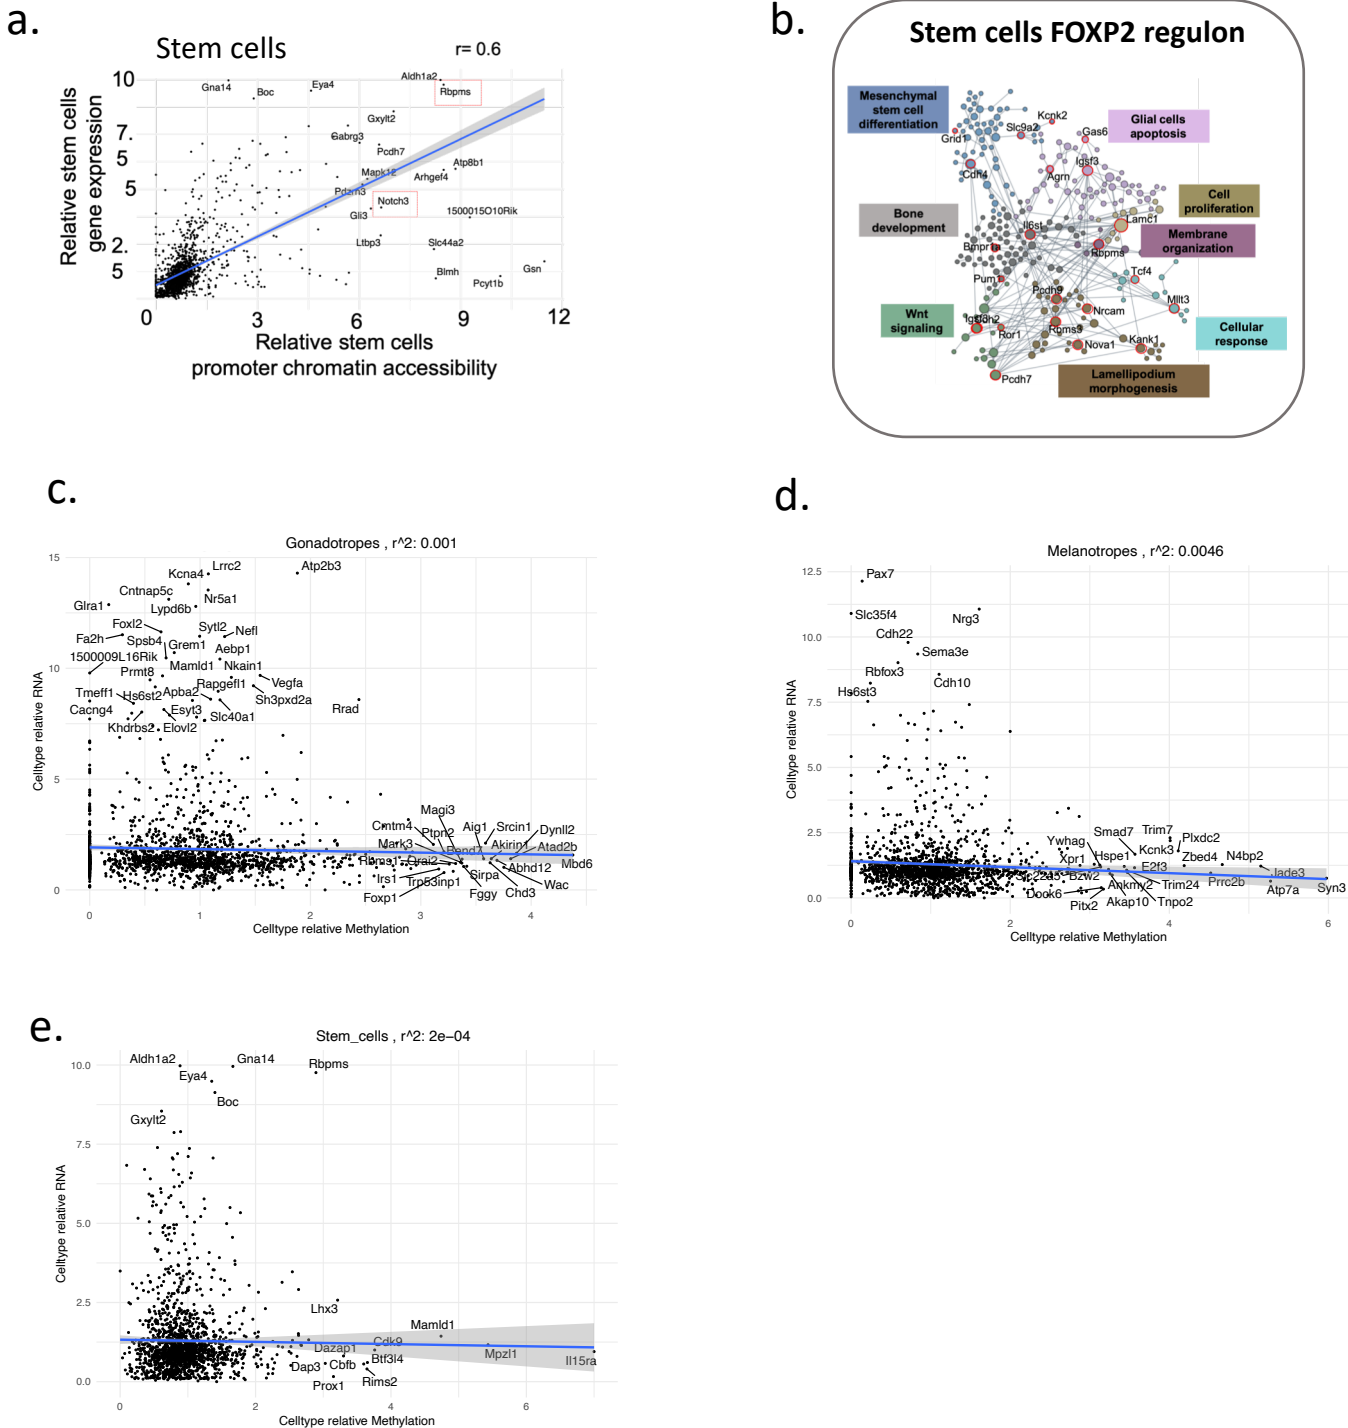

Supplementary Figure 23:

a. Scatter plot and correlation of the genes composing the FOXP2 regulon based on their relative gene expression and relative TSS chromatin accessibility in male stem cells (consensus male from 3 individual male samples). Boxed in red are genes that are related to stem cell regulation. **b.** Gene network for the FOXP2 regulon targets that are ON in male stem (consensus male from 3 individual male samples). **c-e.** Scatter plot and correlation of the genes composing the FOXP2 regulon based on their relative gene expression and relative methylation in male gonadotropes (c), melanotropes (d), and stem cells (e; consensus male from 3 individual male samples).

a. Males

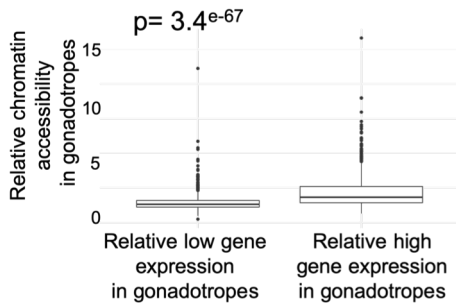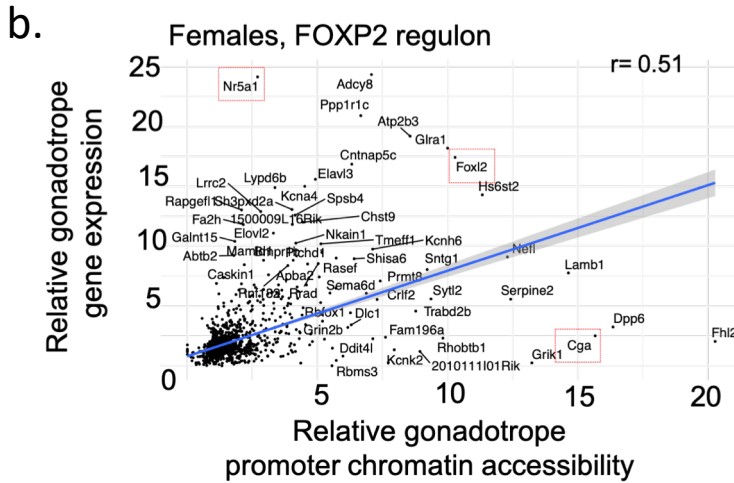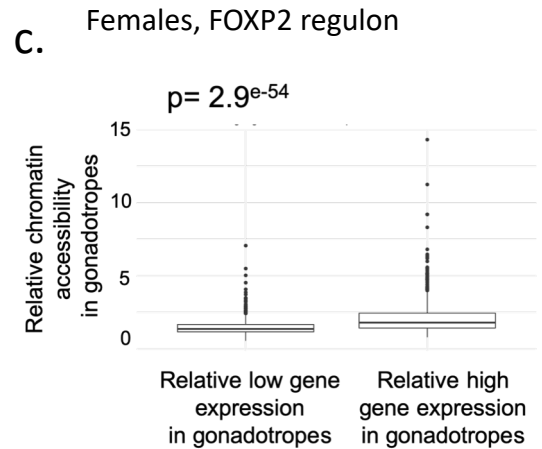

Supplementary Figure 24:

a. Boxplots of the relative chromatin accessibility within gene bodies for the 1676 genes composing the FOXP2 regulon separated into relatively low expression vs. relatively high expression in female (right) gonadotropes (consensus from 3 individual female samples). Two-sided Wilcoxon rank-sum tests ($W = 158752$). Left (low): min 0.22, max 11.13, lower whisker 0.46, lower box 1.10, median 1.30, upper box 1.58, upper whisker 2.30. Right (high): min 0.63, max 13.33, lower whisker 0.63, lower box 1.41, median 1.81, upper box 2.59, upper whisker 4.30. **b.** Scatter plot and correlation of the 1676 genes composing the FOXP2 regulon based on their relative gene expression and relative TSS chromatin accessibility in female gonadotropes (consensus from 3 individual female samples). Boxed in red are genes that are related to gonadotrope regulation. **c.** Boxplots of the relative chromatin accessibility within gene bodies for the FOXP2 regulon separated into relatively low expression vs. relatively high expression in female gonadotropes. Two-sided Wilcoxon rank-sum tests ($W = 182337$). Left (low): min 0.55, max 7.06, lower whisker 0.55, lower box 1.17, median 1.37, upper box 1.67, upper whisker 2.43. Right (high): min 0.80, max 14.32, lower whisker 0.80, lower box 1.43, median 1.80, upper box 2.45, upper whisker 3.96. Refer to **Fig. 8** for analysis of the FOXP2 regulon in males.

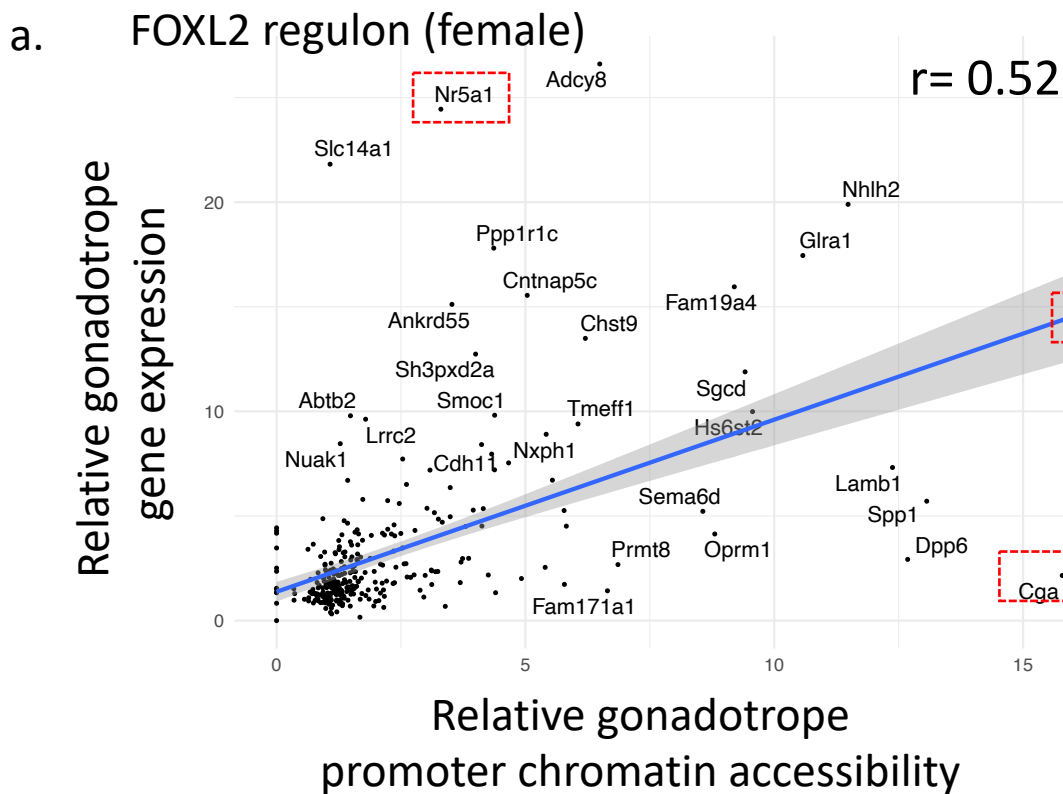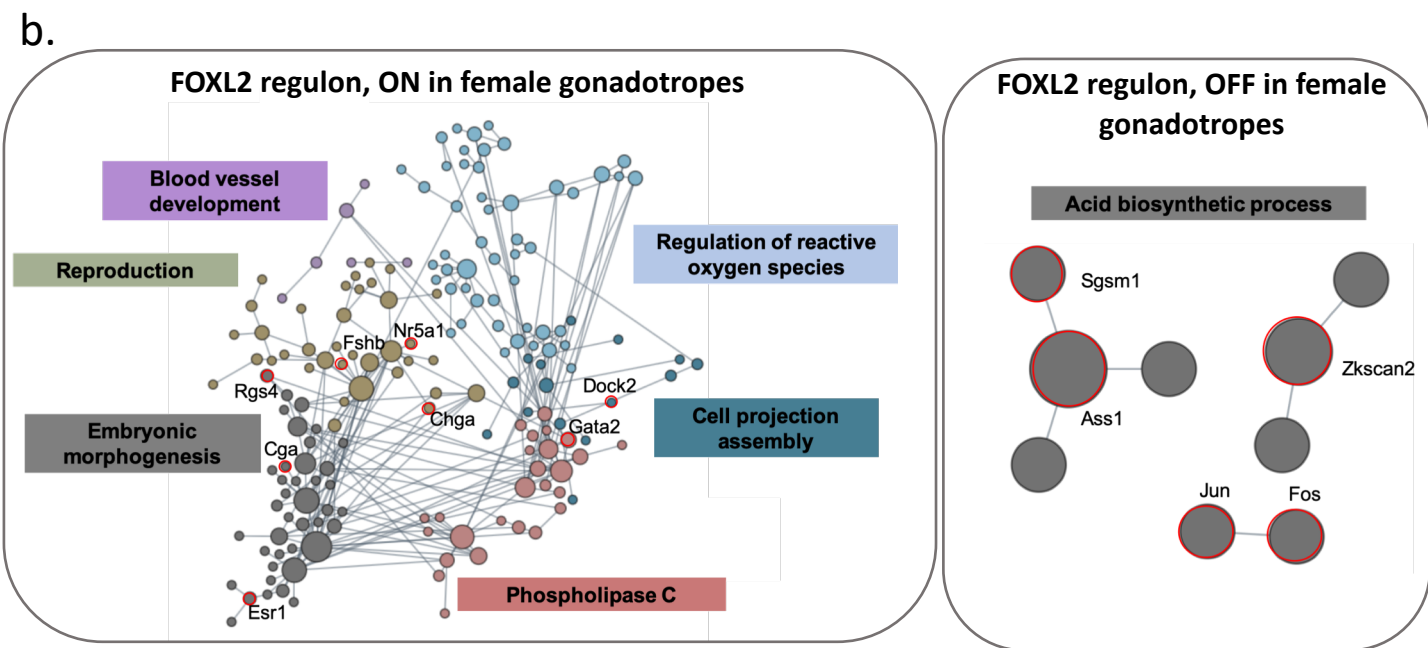

Supplementary Figure 25:

a. Scatter plot and correlation of the 331 genes composing the FOXL2 regulon based on their relative gene expression and relative TSS chromatin accessibility in female gonadotropes (consensus female from 3 individual female samples). Boxed in red are genes that are related to gonadotrope regulation. b. Gene network for the FOXL2 regulon targets that are ON in female gonadotropes (Left panel), and regulon targets that are OFF in female gonadotropes (Right panel; consensus female from 3 individual female samples).

FOXL2 regulon, gonadotropes

a.

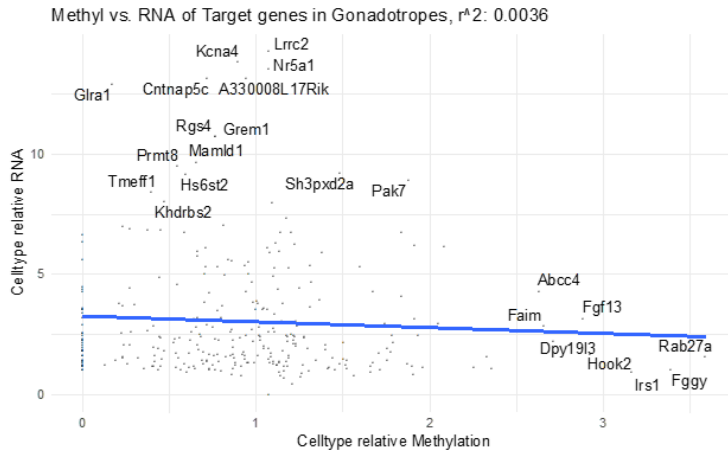

b.

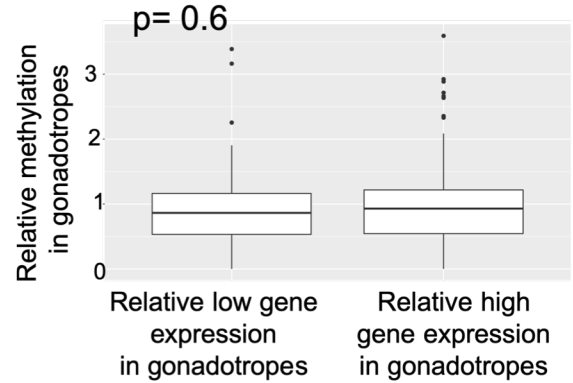

c.

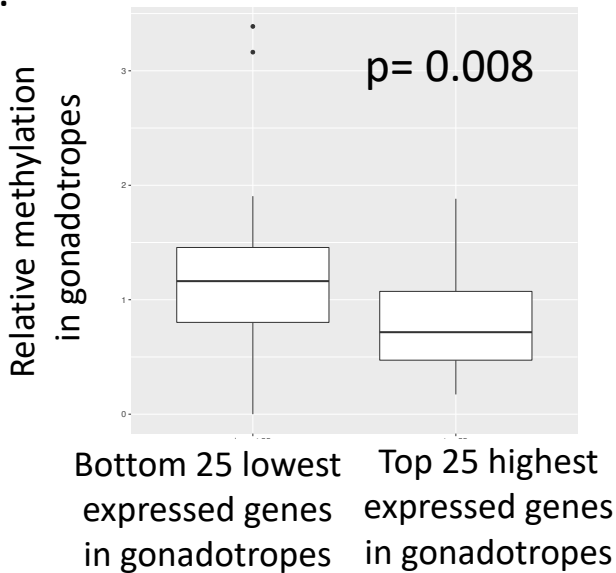

Supplementary Figure 26:

a. Scatter plot and correlation of the 331 genes composing the FOXL2 regulon based on their relative gene expression and relative methylation in male gonadotropes (consensus male from 3 individual male samples). **b.** Boxplots of relative methylation at the TSS for all 331 genes composing the FOXL2 regulon, separated into relatively low expression vs. relatively high expression in male gonadotropes (consensus male from 3 individual male samples). Two-sided Wilcoxon rank-sum tests ($W = 8995$). Left (low): min 0.00 max 3.39, lower whisker 0.00, lower box 0.53, median 0.86, upper box 1.16, upper whisker 1.90. Right (high): min 0.00, max 3.59, lower whisker 0.00, lower box 0.54, median 0.93, upper box 1.21, upper whisker 2.09. **c.** Boxplots of the relative methylation at the TSS for the 25 lowest and 25 highest expressed genes of the FOXL2 regulon in male gonadotropes (consensus male from 3 individual male samples). Two-sided Wilcoxon rank-sum tests ($W = 175$). Left (low): min 0.00, max 3.39, lower whisker 0.00, lower box 0.80, median 1.16, upper box 1.46, upper whisker 1.90. Right (high): min 0.17, max 1.88, lower whisker 0.17, lower box 0.47, median 0.72, upper box 1.07, upper whisker 1.88.

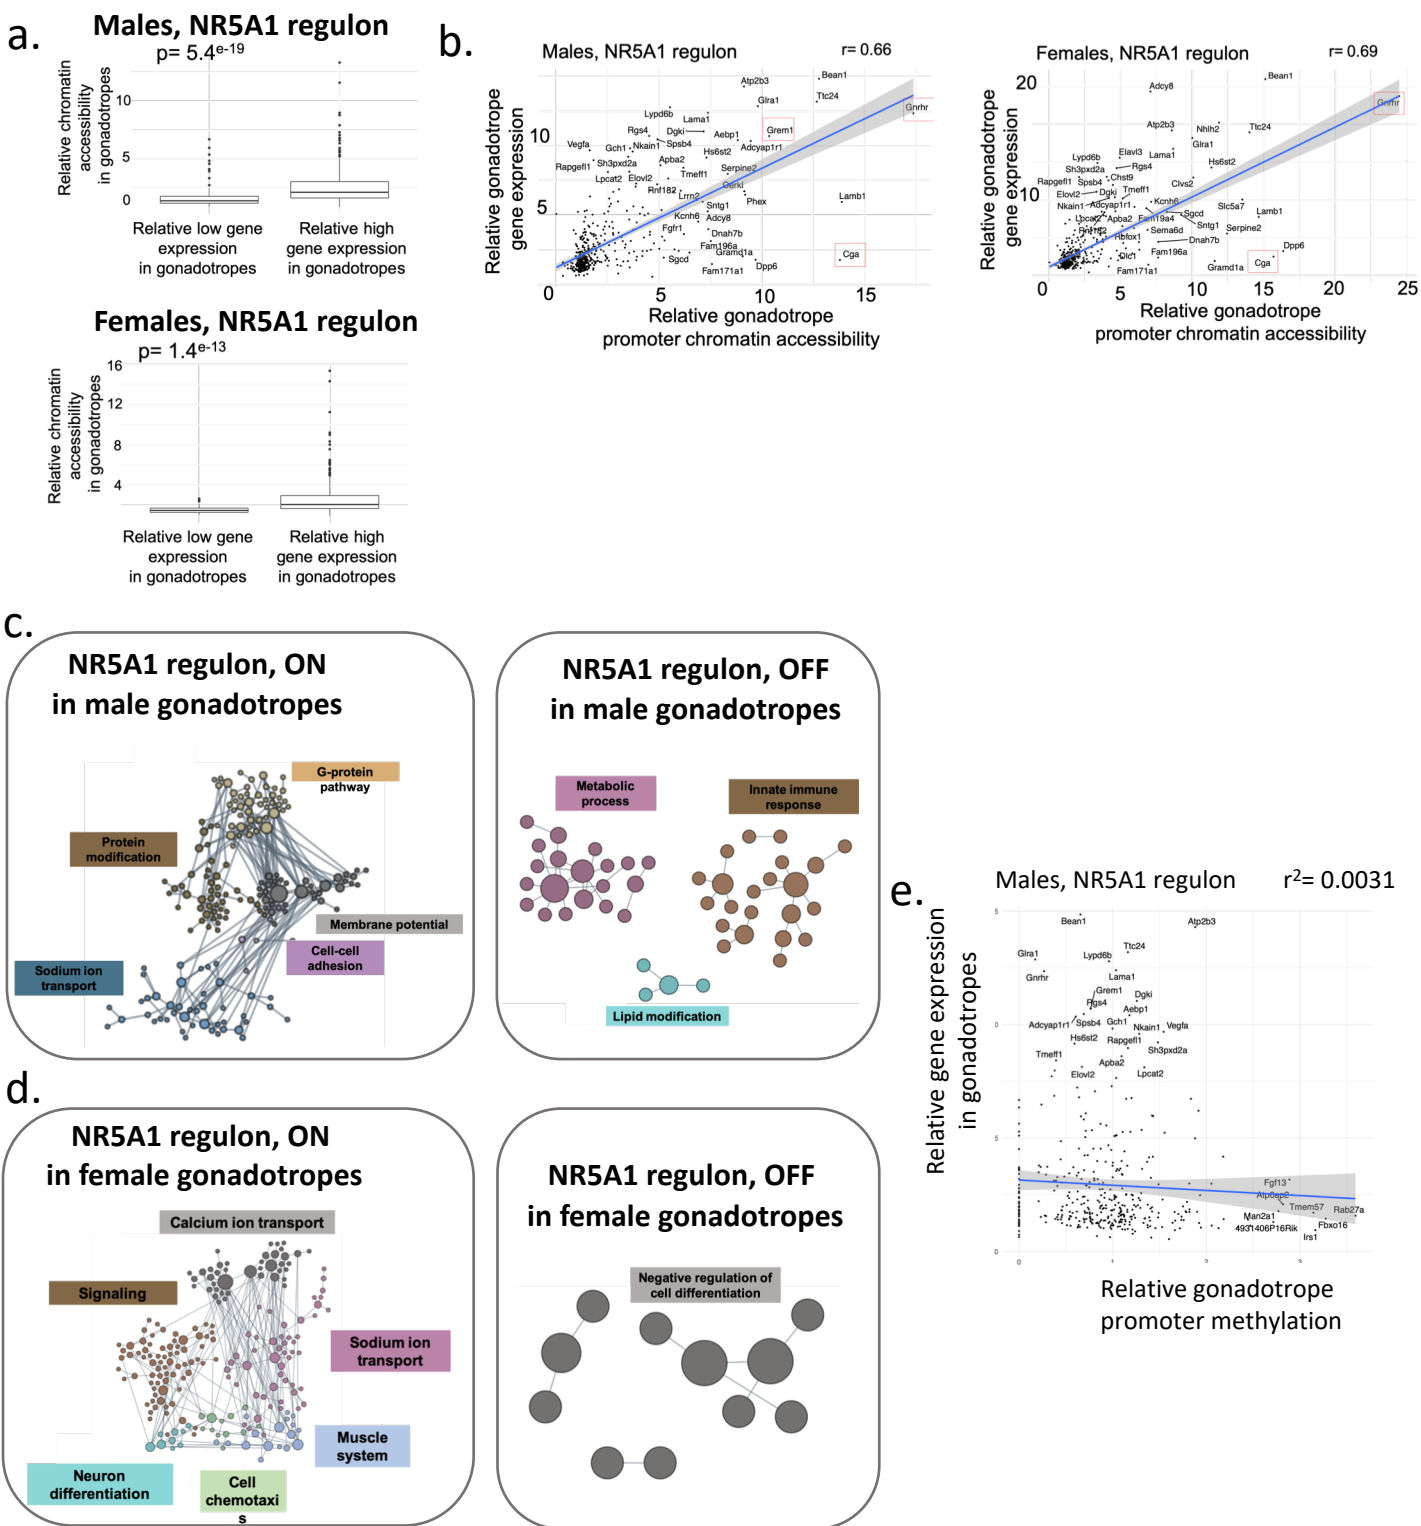

Supplementary Figure 27:

a. Boxplots of the relative chromatin accessibility within gene bodies for all 412 genes composing the NR5A1 regulon separated into relatively low expression vs. relatively high expression in male (Top panel) and female (Bottom panel) gonadotropes. Upper panel, Males: Two-sided Wilcoxon rank-sum tests ($W = 6771$). Left (low): min 0.83, max 6.69, lower whisker 0.83, lower box 1.15, median 1.35, upper box 1.74, upper whisker 2.45. Right (high): min 0.81, max 13.33, lower whisker 0.81, lower box 1.59, median 2.09, upper box 3.02, upper whisker 5.05. Lower panel, Females: Two-sided Wilcoxon rank-sum tests ($W = 4419$). Left (low): min 1.04, max 2.63, lower whisker 1.04, lower box 1.26, median 1.45, upper box 1.69, upper whisker 2.12. Right (high): min 0.94, max 15.36, lower whisker 0.94, lower box 1.64, median 2.04, upper box 2.94, upper whisker 4.85. **b.** Scatter plot and correlation of the 412 genes composing the NR5A1 regulon based on their relative gene expression and relative TSS chromatin accessibility in male (Left panel) and female (Right panel) gonadotropes. Boxed in red are genes that are related to gonadotrope regulation. **c.** Gene network for the NR5A1 regulon targets that are ON (Left panel), and regulon targets that are OFF in male gonadotropes (Right panel). **d.** Gene network for the NR5A1 regulon targets that are ON (Left panel), and regulon targets that are OFF in female gonadotropes (Right panel). **e.** Scatter plot and correlation of the 412 genes composing the NR5A1 regulon based on their relative gene expression and relative methylation in male gonadotropes. All panels are consensus from 3 animals.

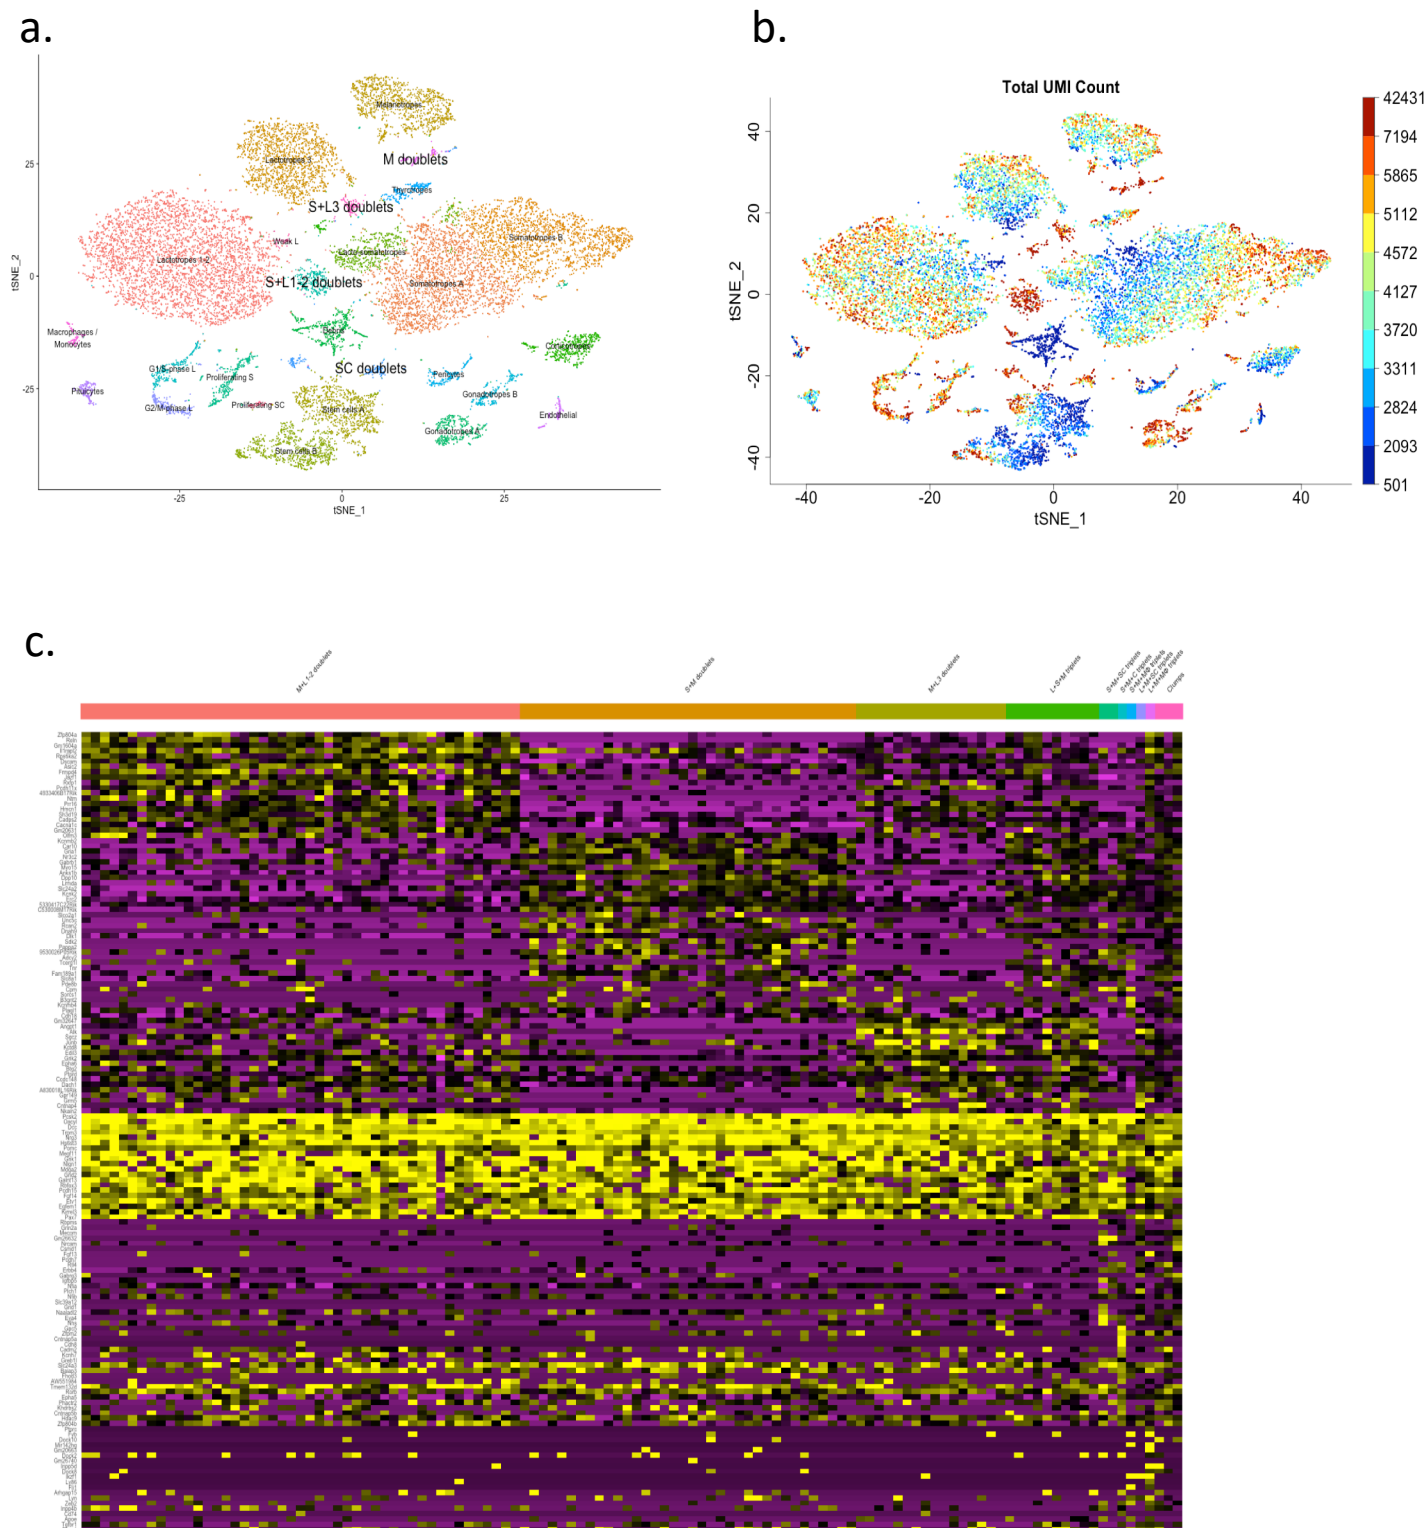

Supplementary Figure 28:

Doublet identification. **a.** Initial clustering with four doublet clusters highlighted.

We used the main markers of each cluster to annotate them. Doublet clusters were identified as such because they display gene expression programs of two main clusters simultaneously. **b.** t-SNE plot color-coded by total UMI count. Doublet clusters consist mainly of barcodes with UMI counts in the highest 10th quantile, and, on average, twice as high as the median. **c.** heatmap of gene expression of the top-20 markers of a subset of main cell types for barcodes classified as Melanotrope doublets in our clustering analysis. Melanotropes doublets can be seen simultaneously expressing the melanotrope gene program as well as at least one other gene program. The doublet (multiplet) cell type(s) can be inferred based on which gene programs are expressed.

a.

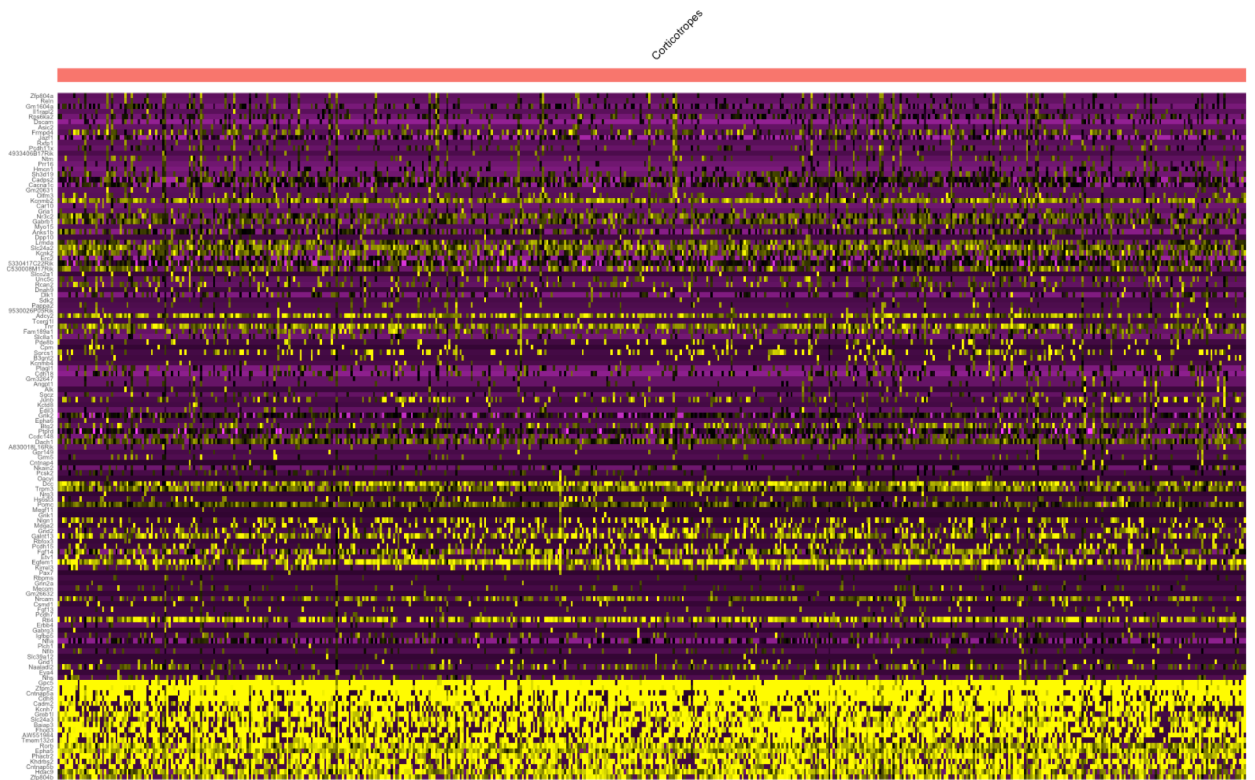

b.

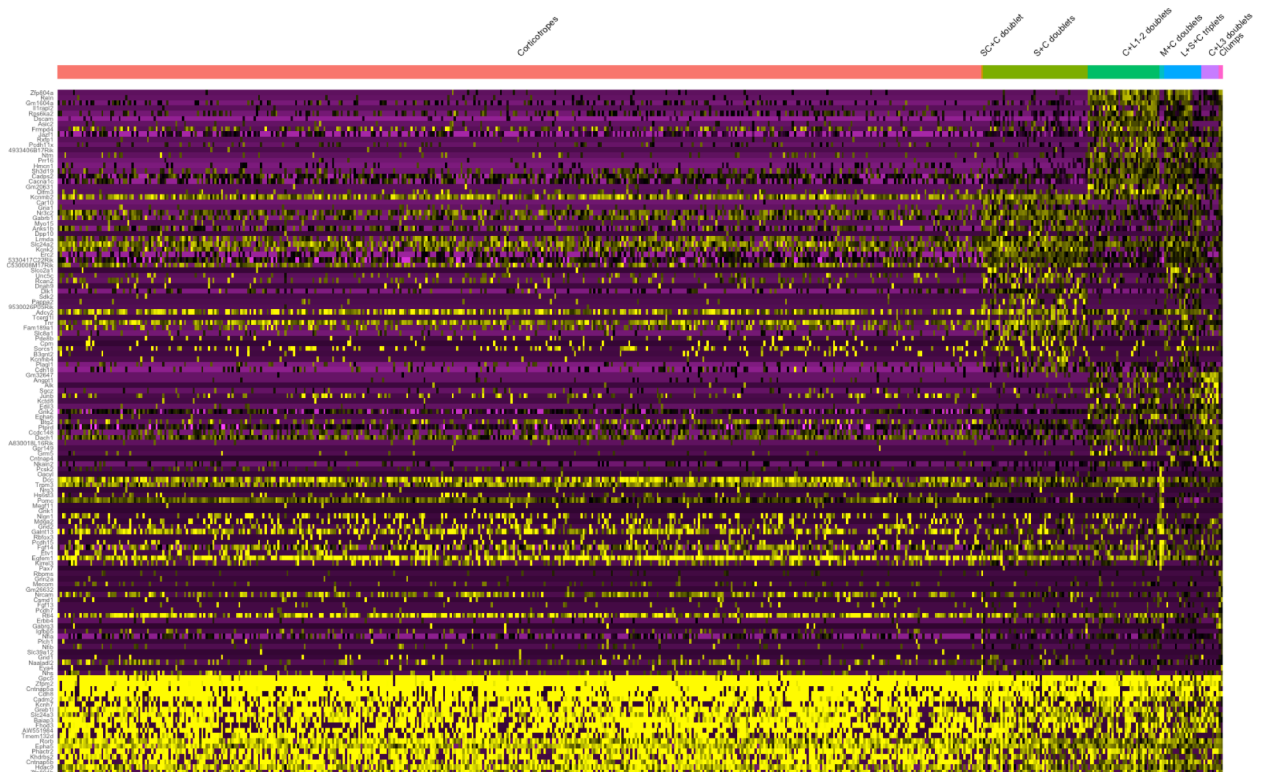

Supplementary Figure 29:

a. Heatmap of the Corticotropes cluster after our initial clustering analysis. Many doublets, represented by vertical streaks, which are gene expression from a different cell type, can be observed. b. Heatmap of the initial Corticotropes cluster after doublet/multiplet identification. The Corticotropes are now clean of other cell type contamination.

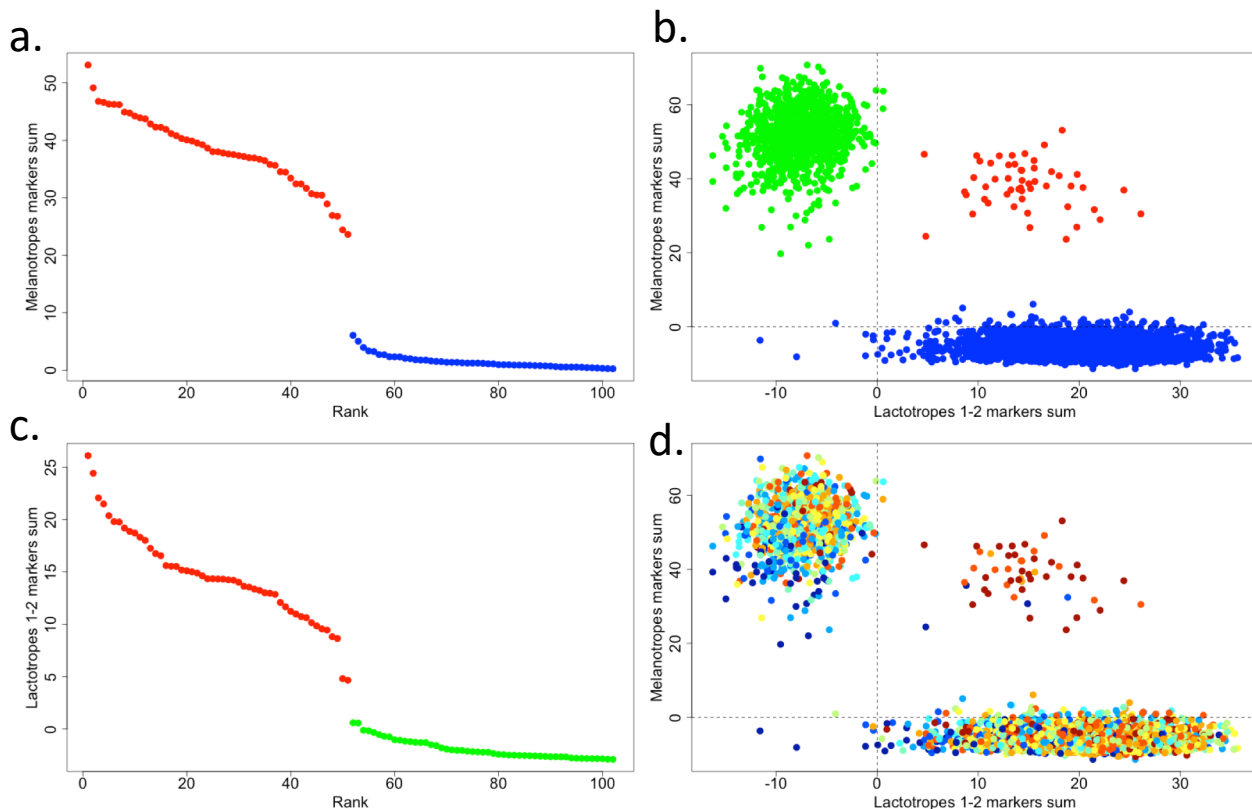

Supplementary Figure 30:

Example of verification plots for doublet identities; here Melanotropes - Lactotropes1-2 doublets. a. Rank plot of M+L1-2 doublets (red) and Lactotropes 1-2 (blue) ranked by the sum of their (scaled) expression of melanotrope markers. M+L1-2 doublets break from the rest of lactotropes. b. Rank plot of M+L1-2 doublets (red) and Melanotropes (green) ranked by the sum of their (scaled) expression of lactotropes1-2 markers. c, d. Combined markers plots color-coded by cell identity (c) and UMI count (d).

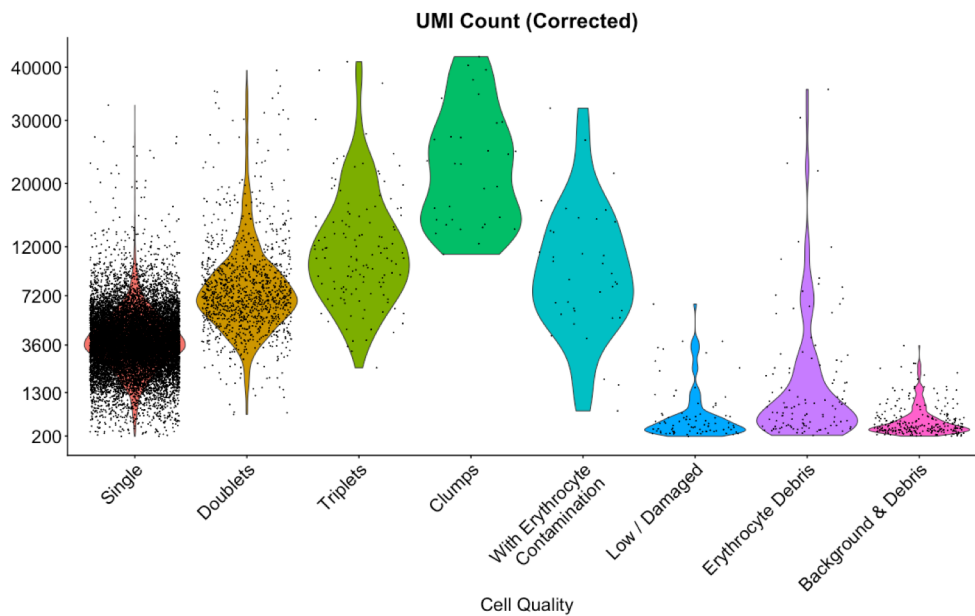

Supplementary Figure 31:

UMI Count distributions per cell quality and multiplet order in the merged females sample. UMI counts were corrected, on a per sample basis, for background (ambient RNA) by the mean UMI count in background barcodes (barcodes not called as cells in the CellRanger pipeline). A few background barcodes got passed the cell calling threshold, and thus appear in this figure. Only single-cell barcodes were retained for downstream analysis.

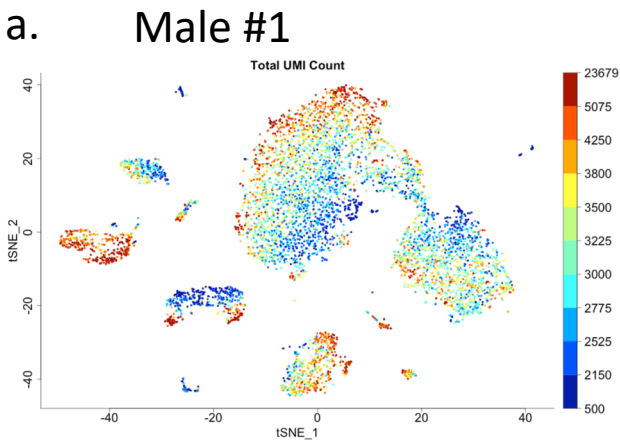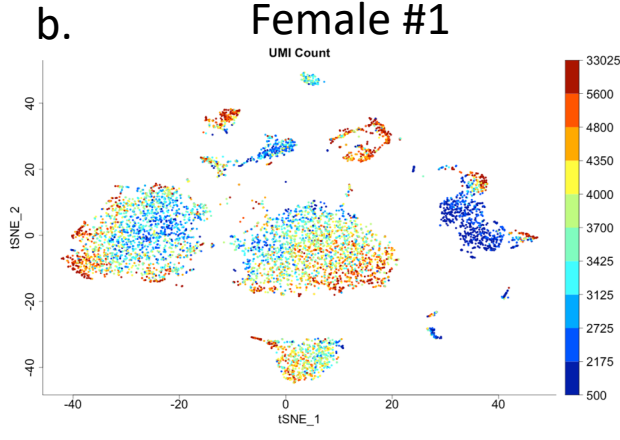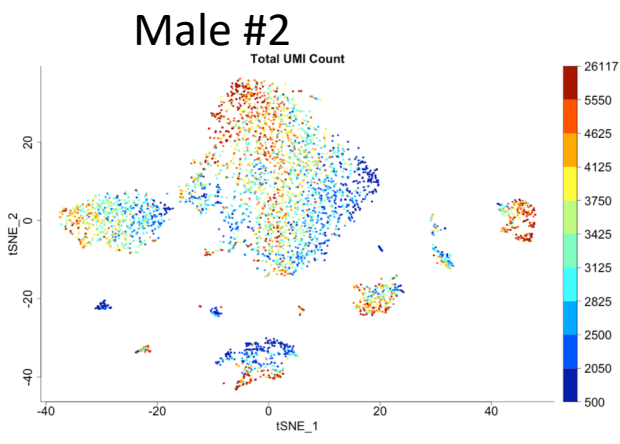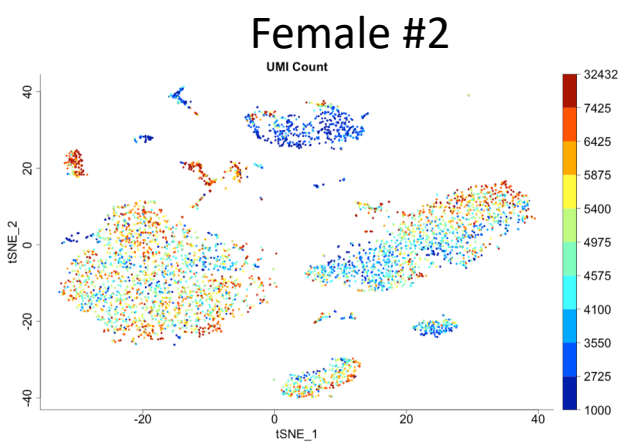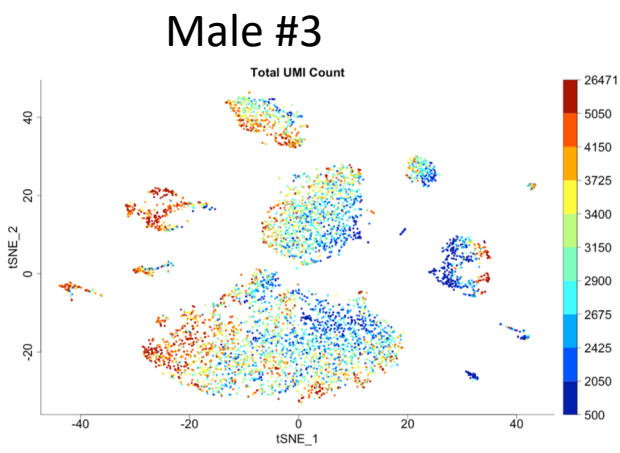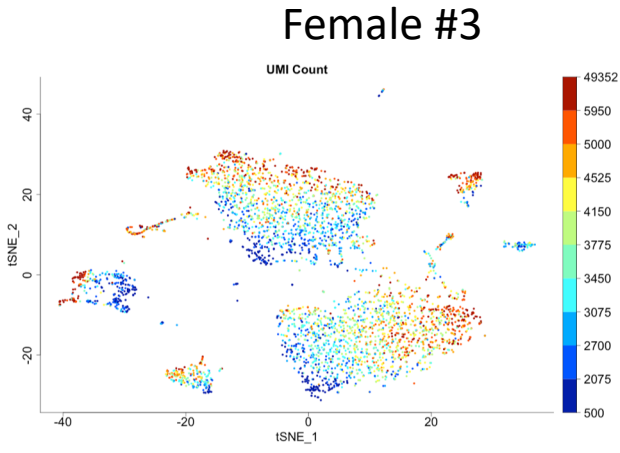

Supplementary Figure 32: UMI count individual snap-frozen pituitary samples
UMI counts are shown for each individual male (a) and female (b) samples after removal of doublets and debris.

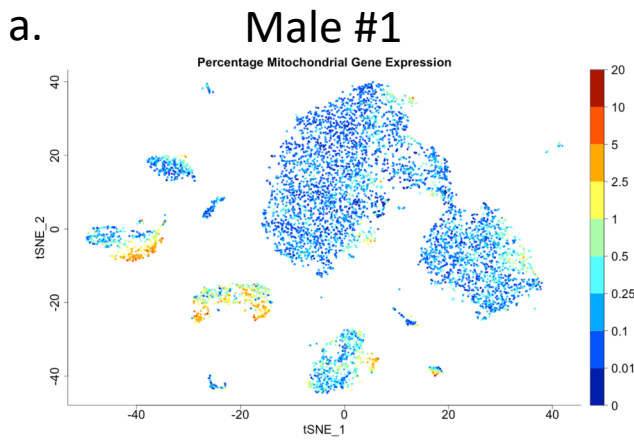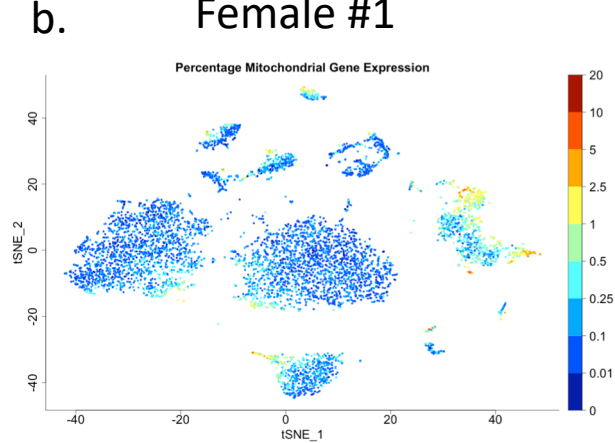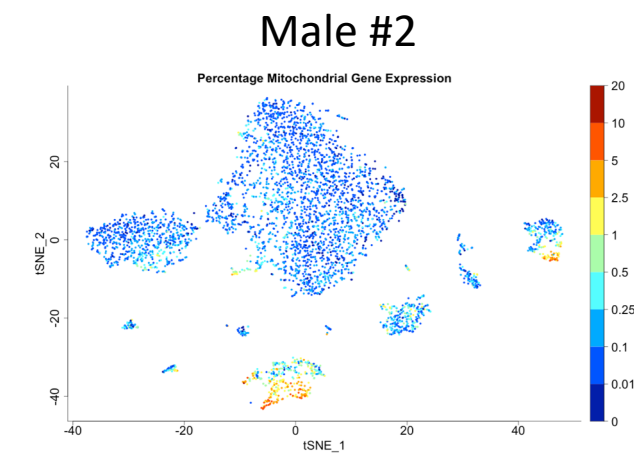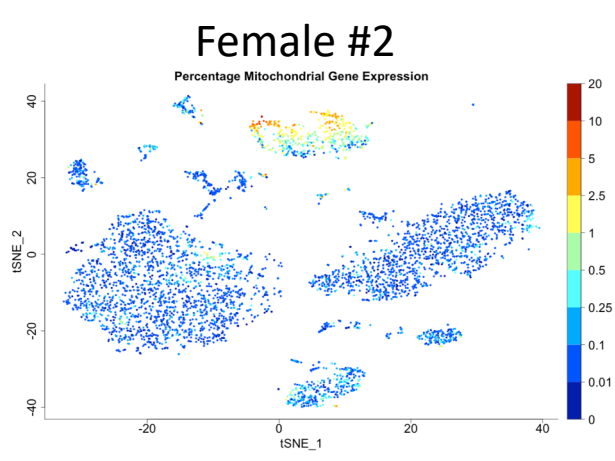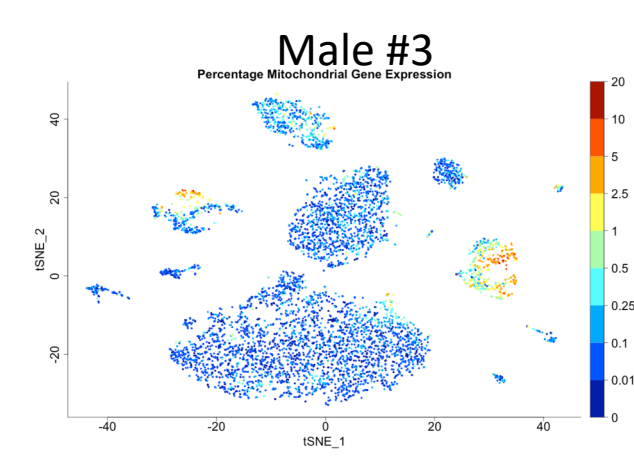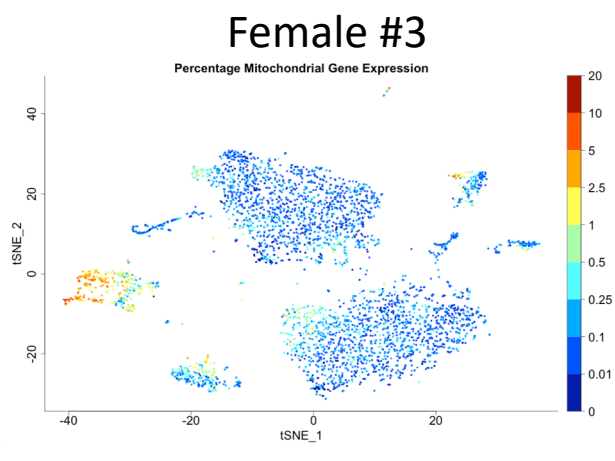

Supplementary Figure 33: Percentage of mitochondrial gene expression for individual snap-frozen pituitary samples

Mitochondrial gene expression t-SNE are shown for each individual male (a) and female (b) samples after removal of doublets and debris.

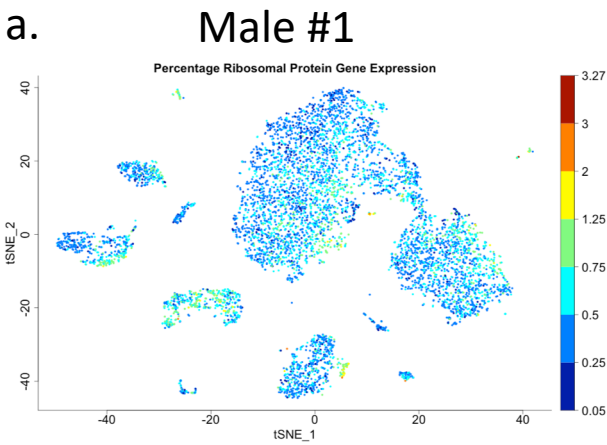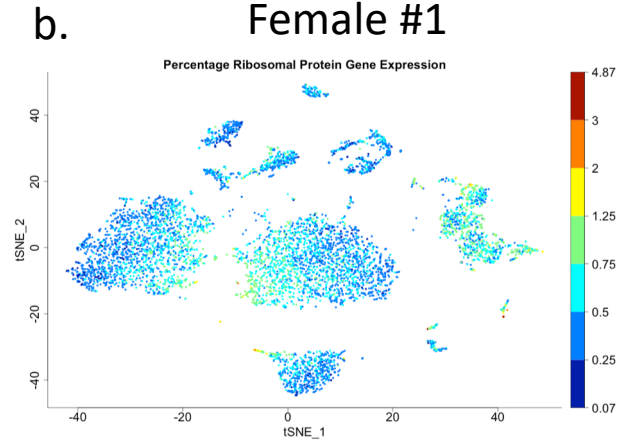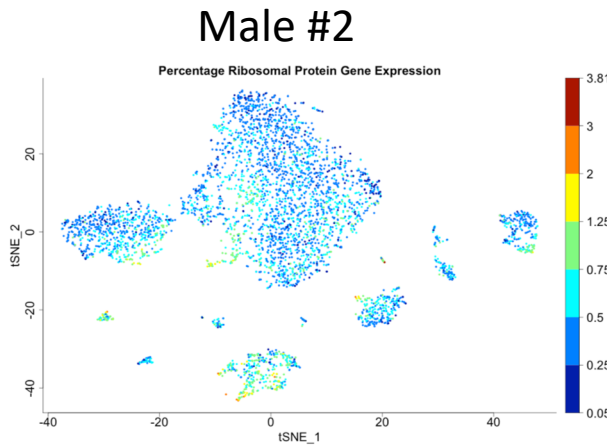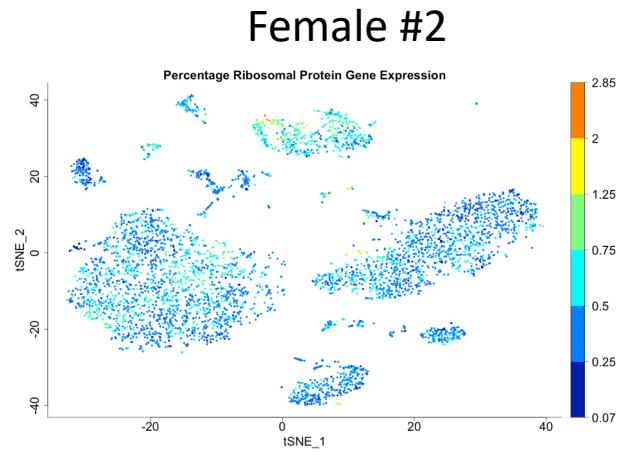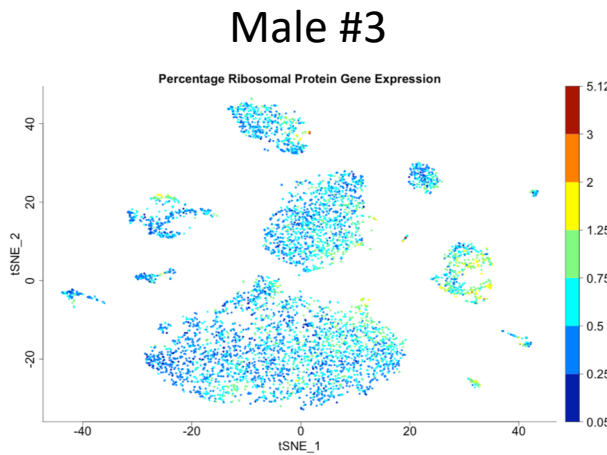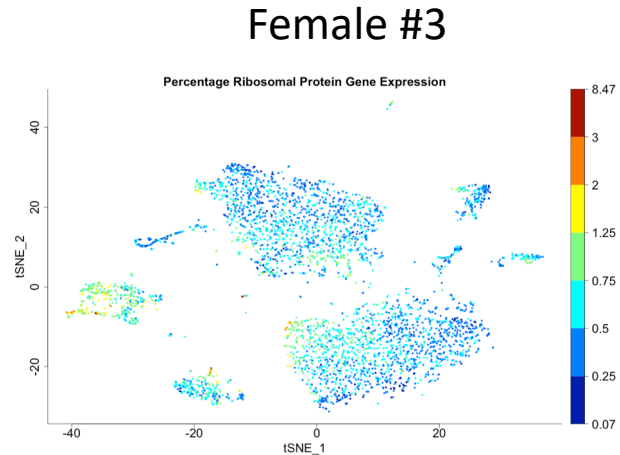

Supplementary Figure 34: Percentages of ribosomal gene expression for individual snap-frozen pituitary samples

Ribosomal gene expression t-SNE are shown for each individual male (a) and female (b) samples after removal of doublets and debris.

# Supplementary material for: Single nucleus multi-omics regulatory landscape of the murine pituitary
**Source:** Nat Commun. 2021 May 11;12:2677. doi: 10.1038/s41467-021-22859-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	A methylation mapping pipeline (cemba-data.rtd.io) was implemented for all the sn methylome-based technologies developed by the Ecker Lab and described in the Methods.<br>Single nuclei RNA and single nuclei ATAC libraries were sequenced at the New York Genome Center, and Fastq files were created from Bcl files in Cell Ranger.
Data analysis	R was used for analysis, with specific packages including Seurat v3.1.1, Cell Ranger pipeline v3.0.2, Cell Ranger-ATAC pipeline version 1.2.0, Pathway Level Information Extractor framework (PLIER), SCENIC, and Cicero packages. Signac v. 0.1.5 was used to confirm clustering. The functional regulon modules were obtained from the HumanBase resource (https://hb.flatironinstitute.org/module). Conservation analysis were performed using the PhastCon and PhyloP(60) packages.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets (scRNAseq, snRNAseq, snATACseq) and sn methylation data generated in the present study are deposited in GEO. The sn mouse pituitary multi-omics atlas can be browsed via a web-based portal accessible at snpituitaryatlas.princeton.edu.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We performed single nuclei analysis on 3 male and 3 female murine samples. We also processed samples for single cell RNAseq on 5 male and 2 female pituitaries (Supplementary data).
Data exclusions	No data were excluded from analyses.
Replication	The data were reproducible. We performed single nuclei analysis on 3 male and 3 female murine samples. We also processed samples for single cell RNAseq on 5 male and 2 female pituitaries (Supplementary data).
Randomization	We did not do any randomization. For nuclei extraction, the 3 male samples were processed together on a single day, and the 3 female samples were processed together on another single day.
Blinding	We did not do any blinding. It was not relevant for the study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	The parent LbT2 cell line was given as a gift by Dr Pamela Mellon (UCSD) and obtained under an MTA.
Authentication	We confirmed expression of Fshb, Lhb and Cga from the mouse pituitary cell line. The expression of these genes are gonadotrope specific, confirming the source of the cells. The cells have now been authenticated by STR fingerprinting.
Mycoplasma contamination	The cells were not tested for mycoplasma at the time of the experiments.
Commonly misidentified lines (See ICLAC register)	N/A

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Male and randomly-cycling C57BL/6 female mice aged 10-12 weeks. Animals were on a 12-hour on, 12-hour off light cycle (lights on at 7 AM; off at 7 PM).
Wild animals	N/A

Field-collected samples	N/A
Ethics oversight	All murine work was conducted at McGill University (Montreal, Quebec, Canada) under animal use protocol 5204, as approved by the Facility Animal Care Committee of the Goodman Cancer Research Centre.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

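Single pituitaries of 2 female and 5 male mice were measured by scRNAseq after dissociation and cryopreservation. The deposited files are filtered matrices of raw UMI counts, one per pituitary, which the submitters made with Cell Ranger 3.0.2 on mm10. Snap-frozen pituitaries, nuclei and ATACseq libraries are not among the files and were not analysed here. The values of LV1rna could not be computed, since its gene weights are not held as text. Females and males differ in dissociation protocol as well as in sex, and the 2 samples of v2 chemistry are male, so chemistry was a term of the models and dissociation could not be.

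Barcodes with 500 to 45000 UMIs and at most 0.5% hemoglobin UMIs were kept. The paper's text gives these limits for nuclei and names none for dissociated cells. Doublets were scored within each sample as the share of simulated pairs among 30 nearest neighbours, and the highest scores were removed at 0.8% per 1000 barcodes. Counts were log-normalized, scaled within samples over 2000 variable genes, reduced to 30 principal components and clustered with the Leiden algorithm on a graph of 20 neighbours at resolution 1 (Python 3.11.15, leidenalg 0.10.2, igraph 0.11.9). Genes of the tested lists, Crhbp and mitochondrial, ribosomal and hemoglobin genes were left out of the clustering genes. Samples were not integrated, and several classes formed separate clusters by sex, chemistry or sample.

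Clusters were named from marker lists written before the data were examined, by the markers among the 10 genes, then the 50 genes, with the highest fold over the other cells of the same sample among genes detected in at least 25% of the cluster, with at least 3 markers detected in 10% of its cells. The fold within samples and the order of these steps were set after the clusters were seen, because pooled folds hid Prl in male lactotropes. A low-transcript cluster had a median UMI count under 0.333 of the median of its own samples and no marker among its top 10 genes.

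Counts were summed per sample and class over at least 10 cells and compared between females and males with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, Benjamini-Hochberg, with chemistry and sex as terms) in R 4.3.3. Standard errors are the log2 fold change divided by the square root of F. The functions were tested on simulated data with known changes. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, adjusted over lists and classes. The lists were ER and unfolded protein response, aminoacyl-tRNA synthetases, estrogen-responsive, immediate early genes, heat shock, apoptosis and p53, and the markers of lactotropes and somatotropes. They were written after the heatmap of Supplementary Fig. 17 had been looked at. Its right panel shows LV1rna genes in dissociated pituitaries of both sexes, these samples among them. The list tests are therefore not independent of what had been seen. Values per sample were compared by two-sided exact permutation tests, for which 2 against 5 samples give no p under 0.0952. Intervals are exact at 95% and cover counting error only.

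The genes named are the 10 with the largest change per class among those past the threshold with a mean of at least 20 CPM and no overlap between the sexes, 3 members of each list, genes that the paper names and sex chromosome genes, a rule set before the data were examined. Some genes that the rule selects are not reported here. Male samples held 4 Xist UMIs in total and females 3 UMIs of 4 Y-linked genes. The tests, rule for names and alternatives were chosen before the data were examined, with exceptions. The gene lists were written before the matrices were examined, but after the heatmap of Supplementary Fig. 17 had been seen. Chosen afterwards were the exclusion of Prl and Gh counts, the naming steps above and the tests of explanations. So were the tests of class shares other than those of lactotrope-like and somatotrope-like cells, and the comparison with the paper's snap-frozen female. The CPM of Greb1 before TMM normalization and the grouping of low-UMI clusters by class were also chosen afterwards. Alternatives were v3 samples alone, no chemistry term, DESeq2 1.42.0, RLE size factors, no filter on low counts, a block for replicate numbers, each sample left out, no doublet removal, resolutions of 0.5 and 2, all barcodes, and barcodes with at least 1000 UMIs and at most 20% mitochondrial UMIs. Gene positions are from GENCODE (GRCm38).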

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

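All tests of explanations in this part were chosen after the results were seen, while the tests for samples apart and for the difference between lactotrope-like and somatotrope-like cells were set before.

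Male #4 stood apart from the other 4 males in the share of endothelial-like cells (13.3%), melanotrope-like cells (3.70%), pituicyte-like cells (4.70%) and stem-cell-like cells (18.1%), and in the mean log2 CPM of apoptosis and p53 genes in somatotrope-like cells (4.03). The melanotrope-like share leaves out the unnamed cluster led by Pomc, which held 84 cells of Male #4, 148 of Male #5 and 175 of Male #6, where 77, 17 and 12 cells were melanotrope-like. Male #1, with the fewest cells, stood apart in the mean log2 CPM of aminoacyl-tRNA synthetases in gonadotrope-like cells (3.40) and stem-cell-like cells (3.52), of estrogen-responsive genes in the same classes (3.66 and 3.68), and of ER and unfolded protein response genes in lactotrope-like cells (6.90). Among the named genes, 1 male stood apart for 6 of 49 in lactotrope-like, 2 of 42 in somatotrope-like, 4 of 47 in gonadotrope-like and 2 of 29 in stem-cell-like cells. In all, 10 of 49 other groups of 5 males had such a sample, where chance flags about 1 in 20 groups.

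The female to male log2 fold change, taken with its sign, was higher in lactotrope-like than in somatotrope-like cells (interaction test, edgeR) for Rnd3 (difference 4.12), Cyr61 (3.62), Tcerg1l (3.44), Nrxn3 (2.64), Sgcz (1.76), Pgr (1.67), Ern1 (1.45), Lhfpl3 (1.43), Oit1 (1.43), Prl (0.92), Eprs (0.91), Klf4 (0.65), Rars (0.60), Serp1 (0.56), Grcc10 (0.44) and Pitx1 (0.36). It was lower for Ramp1 (-6.03), Dapl1 (-5.56), Klf2 (-4.91), Wfdc2 (-3.21), Gm26802 (-2.12), Gal (-1.93), Ngb (-1.93), Hspb1 (-1.76), Hspa1a (-1.55), Egr1 (-1.37), Hspa1b (-1.33), Hsph1 (-1.30), 2900060B14Rik (-1.27), Fos (-0.95), Il11ra1 (-0.90), Junb (-0.70), Atf3 (-0.66), Cga (-0.43) and Greb1 (-0.38). These are among the 37 genes that passed this test, of 55 genes named by the rule and tested for it. A lower value can be a stronger drop in females, as for Ramp1, with -7.92 in lactotrope-like and -1.95 in somatotrope-like cells. A higher value can be a weaker drop, as for Grcc10, with -2.07 and -2.53.

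Crhbp, Greb1 and Gal were higher in female than in male somatotrope-like cells, where RNA from lactotropes could add counts. The call of Greb1 (adjusted p = 0.0122, edgeR) was lost without Female #2 (0.167), without Male #5 (0.0660) and with strict barcodes (0.108). For Crhbp this explanation is open and may suffice, since its counts per Prl UMI in female somatotrope-like cells were on average 0.807 times those in lactotrope-like cells of the same animals. For Greb1 and Gal it is argued against, since their counts per Prl UMI were at least 19.0 times those in lactotrope-like cells in both females. A difference in expression by sex or by dissociation stays open for these 2 genes and was not tested.

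The genes that differed between female and male lactotrope-like cells could reflect a few genes taking most of the counts, 10x chemistry version or the dissociation protocol as well as sex. Loss of counts to Prl would lower all other genes in females. It is argued against as the whole cause, since without normalization factors 36.0% of the called genes other than Prl had a larger share of the UMIs in the females than in the v3 males. For 15.3% both females lay above all 3. With Prl and Gh counts left out before normalization, 2741 genes were called, and 2612 of the 2688 called genes kept their call and direction. Chemistry is argued against, since the sex term of the model compares females with males of v3 chemistry, and 2379 genes were called among the 5 v3 samples alone. Sex and dissociation protocol cannot be told apart, since 0 samples had a protocol other than that of their sex.

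Male #4 differed from the other males in class shares. Among the named genes, Male #4 was the male apart for 3 of 49 in lactotrope-like and 2 of 47 in gonadotrope-like cells. It was so for 0 of 42 in somatotrope-like and 0 of 29 in stem-cell-like cells. Chance flags about 5 in 100 genes when any of the 5 males may be the one apart. For Male #4 alone the chance rate is lower, so these counts cannot be read against that figure. Lactotrope-like counts of Male #4 lay at a median absolute log2 difference of 0.59 from Male #5, where Male #5 and Male #6 lay at 0.09. Male #1 and Male #2 were not part of that comparison. Low depth is argued against, since in stem-cell-like cells Male #4 held 2171563 UMIs, more than Male #5 (749133) and Male #6 (740275), and yet lay at a median absolute log2 difference of at least 0.67 from them, where they lay at 0.22 from each other. A mislabelled sex is argued against, since Xist as a share of UMIs was in Male #4 0.0374% of those of the lower female. Library quality stays open, since the paper's reported share of reads on the transcriptome was 45.2% for this sample, with no repeat of the library to test it. In Male #4, 7.76% of the barcodes held over 20% mitochondrial UMIs. That share was 0.369% to 2.71% in the other males, and 7.91% and 4.49% in the females. Supplementary Fig. 1 shows that cells of Male #4 were assayed directly on thawing, which the figure describes as giving poor quality, while some other males had a dead-cell removal step. That difference in handling stays open and was not tested, since the males with that step are not named, and a biological difference between animals was not tested.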

How the results depend on the processing

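The exclusion of Prl and Gh counts was chosen after the results were seen, and all other alternatives were set before. Over the alternatives, the main results gave 221 values on the same side of the threshold or within 1.5 times the count, 39 counts that moved further, 11 calls that were lost and 1 change of sign. Single genes and other lists gave 3596 values on the same side, 272 lost calls, 90 gained calls and 17 changes of direction. The cause was not tested unless stated. Few samples, 2 females and as few as 16 cells in a sum, limit every count, and without 1 female the other is assumed to vary like the males.

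Counts of differing genes without 1 sample ranged from 794 to 7435 in lactotrope-like cells, 52 to 5216 in somatotrope-like cells, 297 to 6151 in gonadotrope-like cells and 23 to 3333 in stem-cell-like cells, lowest without Female #2 and highest without Male #4, and from 2603 to 4094 for the difference between lactotrope-like and somatotrope-like cells, lowest without Female #2 and highest without Male #1. In somatotrope-like cells the count was 257 in v3 samples, 151 without a chemistry term, 1237 without the low-count filter, 5345 with the replicate block (3238 in lactotrope-like cells, which reverses the order of these classes) and 202 with strict barcodes. Without Male #5 it was 129, under the 145 of stem-cell-like cells. In gonadotrope-like cells it was 1335 without a chemistry term, 587 with DESeq2 and 889 with the block. In stem-cell-like cells it was 68 in v3 samples, 43 without a chemistry term, 70 with DESeq2, 69 with RLE size factors, 299 without the filter and 435 with the block. The interaction count was 2094 with DESeq2. The share of somatotrope-like cells changed sign among v3 samples, to 7.69 points higher in females (exact permutation test, p = 0.200), since both v2 samples are male.

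The block for replicate numbers had no chemistry term, a choice set before, so that within numbers 1 and 2 it compares a v3 female with a v2 male and mixes sex with chemistry. With 1 residual degree of freedom left, it ended the calls of the ER list in lactotrope-like (adjusted p = 0.362) and somatotrope-like cells (0.451), the aminoacyl-tRNA synthetases in lactotrope-like cells (0.0520), the immediate early genes in somatotrope-like cells (0.177) and heat shock in gonadotrope-like cells (0.350). An estimated correlation gave 0.306 for both lactotrope lists, 0.414 for ER and 0.444 for immediate early genes in somatotrope-like cells and 0.444 for heat shock in gonadotrope-like cells. Immediate early genes in somatotrope-like cells ranged from 6.29e-05 without Male #6 to 0.332 without Male #4. The same list in gonadotrope-like cells turned upward at resolution 2 (0.00172) and with strict barcodes (0.00246).

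With the block, log2 fold changes turned for Cga (-3.48), Lhb (-7.31) and Sgcz (-0.0775) in lactotrope-like cells, Hspa1b (2.16), Cga (-3.91) and Lhb (-7.79) in somatotrope-like cells, Mars (1.30), Bcl2l11 (-0.15) and Gh (-5.71) in gonadotrope-like cells, and Hspb1 (0.0130), Cga (-2.24), Lhb (-5.61) and Gh (-4.75) in stem-cell-like cells. Without doublet removal Gh turned in lactotrope-like cells (2.09) and Pou1f1 in gonadotrope-like cells (1.19). Deviations from the mean of their sex had correlations of -0.13 to 0.06 between samples of 1 replicate number. These cannot show whether the numbers pair the animals, since the deviations of 2 females from their own mean are exact opposites. Strict barcodes leave no low-transcript cluster and so give no value for it.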

Other observations

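The comparison with the snap-frozen female below and the tests of class shares other than lactotrope-like and somatotrope-like were chosen after the results were seen. Proliferating cells made up 1.41 ± 0.07% of the cells in named clusters in females (SD, n = 2) and 0.185 ± 0.030% in males (SD, n = 5). The male shares rest on 1 cell of Male #1, 3 each of Male #2 and Male #4, and 5 each of Male #5 and Male #6. Exact intervals were 0.0047% to 1.04% in Male #1 and 0.0739% to 0.530% in Male #6, so the male SD understates the counting error. They were 1.14% to 1.61% in Female #1 (132 cells) and 1.21% to 1.74% in Female #2 (118 cells). Lymphocyte-like cells were lower in females, at 0.732 ± 0.046% against 4.62 ± 2.86%. In both cases the 2 groups did not overlap, with an exact permutation p of 0.0952, the smallest possible, and 13 classes were compared. Among v3 samples the differences were 1.22 points for proliferating and -4.86 for lymphocyte-like cells (exact permutation test, p = 0.200 each, the smallest possible). Melanotrope-like cells made up 4.42 ± 0.40% in females and 1.11 ± 1.45% in males, shares that rest on the naming of clusters, since they leave out the unnamed cluster led by Pomc, in which markers of corticotropes and melanotropes were tied. That cluster held 339 and 245 cells of the females, where 402 and 381 were melanotrope-like, and 148 and 175 cells of Male #5 and Male #6, where 17 and 12 were melanotrope-like. The sample labels describe removal of the posterior lobe in the gentle protocol. In snap-frozen nuclei, the paper reports a significantly larger share of lactotropes and a smaller share of somatotropes in females. Here lactotrope-like cells made up 23.8 ± 8.93% in males (exact permutation test against females, p = 0.571), and for somatotrope-like cells the exact p over all samples was 0.952. Among v3 samples the lactotrope-like share differed by 0.714 points (exact permutation test, p = 1), and the somatotrope-like share was 7.69 points higher in females, without overlap (exact permutation test, p = 0.200, the smallest possible).

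In gonadotrope-like cells Smad3, a mediator of activin signalling, was higher in females by a log2 fold change of 1.76 (standard error 0.33) and Cdh11 by 4.41 (standard error 0.41). Of 11 estrogen-responsive genes in these cells 4 were higher and 2 lower (5 and 2 when adjusted over the list alone, edgeR, set adjusted p = 0.211), and of 10 genes of apoptosis and p53 4 were higher and none was lower (edgeR, 4 when adjusted over the list alone, 4 and 0 at an unadjusted p under 0.05, 2 and 0 by DESeq2, set adjusted p = 0.154). Immediate early genes went both ways there, 3 higher and 4 lower of 21 (4 and 5 when adjusted over the list alone), with a median log2 fold change of -0.06 and a mean of 0.13 (set adjusted p = 0.638). The set adjusted p of ER genes was 0.138 and that of aminoacyl-tRNA synthetases 0.390. In somatotrope-like cells it was 0.0518 for estrogen-responsive genes, 0.345 for apoptosis, 0.613 for heat shock and 0.258 for aminoacyl-tRNA synthetases. In stem-cell-like cells it was 0.102 for ER genes, 0.953 for aminoacyl-tRNA synthetases, 0.575 for estrogen-responsive genes, 0.701 for immediate early genes, 0.638 for heat shock and 0.138 for apoptosis.

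For 1 snap-frozen female, the paper reports higher Fshb and Pitx1 and lower Greb1, Gnaq and Pgr in gonadotropes and lower Greb1 and Crhbp in lactotropes, and proposes a different reproductive state. Dissociated males differed from females in the same direction for all 7. In gonadotrope-like cells the female to male log2 fold change was -2.43 for Fshb, whose groups overlapped, -1.11 for Pitx1, 1.28 for Greb1 and 1.75 for Gnaq. The call of Greb1 there was lost without Female #1 (adjusted p = 0.0566), Female #2 (0.289) or Male #6 (0.0884), over alternatives from 9.05e-06 to 0.348. That of Pitx1 was lost without Female #1 (0.150), Female #2 (0.406), Male #5 (0.124) or Male #6 (0.148), over alternatives from 4.67e-08 to 0.648 (edgeR, Benjamini-Hochberg).

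Prl, a marker of lactotropes, was called higher in female stem-cell-like cells (log2 fold change 3.43) and gonadotrope-like cells (2.73). Both calls were lost without the chemistry term and with the replicate block (highest adjusted p = 0.0765 in stem-cell-like and 0.337 in gonadotrope-like cells, edgeR). In gonadotrope-like cells of the females Prl took 0.436% and 0.523% of the UMIs, under the 0.663% and 0.935% of corticotrope-like cells.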
